# RAC1B modulates intestinal tumourigenesis via modulation of WNT and EGFR signalling pathways

**DOI:** 10.1038/s41467-021-22531-3

**Published:** 2021-04-20

**Authors:** Victoria Gudiño, Sebastian Öther-Gee Pohl, Caroline V. Billard, Patrizia Cammareri, Alfonso Bolado, Stuart Aitken, David Stevenson, Adam E. Hall, Mark Agostino, John Cassidy, Colin Nixon, Alex von Kriegsheim, Paz Freile, Linda Popplewell, George Dickson, Laura Murphy, Ann Wheeler, Malcolm Dunlop, Farhat Din, Douglas Strathdee, Owen J. Sansom, Kevin B. Myant

**Keywords:** Cancer genetics, Cancer stem cells, Cancer therapy, Cancer therapeutic resistance, Targeted therapies

## Abstract

Current therapeutic options for treating colorectal cancer have little clinical efficacy and acquired resistance during treatment is common, even following patient stratification. Understanding the mechanisms that promote therapy resistance may lead to the development of novel therapeutic options that complement existing treatments and improve patient outcome. Here, we identify RAC1B as an important mediator of colorectal tumourigenesis and a potential target for enhancing the efficacy of EGFR inhibitor treatment. We find that high *RAC1B* expression in human colorectal cancer is associated with aggressive disease and poor prognosis and deletion of *Rac1b* in a mouse colorectal cancer model reduces tumourigenesis. We demonstrate that RAC1B interacts with, and is required for efficient activation of the EGFR signalling pathway. Moreover, RAC1B inhibition sensitises cetuximab resistant human tumour organoids to the effects of EGFR inhibition, outlining a potential therapeutic target for improving the clinical efficacy of EGFR inhibitors in colorectal cancer.

## Abstract (web summary)

RAC1 is a downstream target of the Wnt signaling that promotes intestinal stem cell expansion and tumorigenesis. Here, the authors identify the specific splice variant RAC1B as an important mediator of colorectal tumourigenesis and a potential target for enhancing the efficacy of EGFR inhibitor treatment.

## Introduction

Colorectal cancer (CRC) is the second commonest cause of cancer-related mortality with highly variable disease outcome and response to therapies. Part of these differences are believed to be due to extensive genomic and transcriptomic heterogeneity leading to the acquisition of rapid resistance to available treatments^1^. For example, the effectiveness of the anti-epidermal growth factor (EGF) antibodies cetuximab or panitumumab, which are utilised in a subgroup of *KRAS* wild-type (WT) CRCs is limited, with resistance rapidly emerging via multiple and diverse mechanisms^2,3^. Recent efforts to understand CRC complexity has led to the definition of a number of distinct consensus molecular subtypes (CMSs) based on gene expression patterns of tumour biopsies or purified tumour epithelial cells^1,4^. These different subtypes classify tumours with distinguishing features such as microsatellite instability (MSI), high/hypermutated/*BRAF* mutated (CMS1), WNT activated (CMS2), metabolic/*KRAS* mutated (CMS3) and EMT/TGF-β activated (CMS4). Classification into different subtypes provides useful predictive information such as patient prognosis and predicted response to therapies. For example, patients with CMS2 tumours preferentially benefit from anti-epidermal growth factor receptor (EGFR) and anti-vascular endothelial growth factor (VEGF) therapy^5,6^. However, even within CMS subtypes extensive heterogeneity exists and despite stratification many patients benefit only from an initial treatment response with therapy resistance frequently observed. Interestingly, recent evidence suggests that resistance to the EGFR inhibitor cetuximab can be acquired by switching molecular subtype indicating non-genetic, transcriptional mechanisms may play an important role in modulating response to therapy^7^. Together, this outlines a pressing need to develop both novel therapeutic options and to also better understand disease complexity to enable better stratification of available treatments.

The majority of CRC cases are initiated by loss or inactivation of the *APC* tumour suppressor gene with accumulated mutations in other key pathways, such as MAPK, TP53 and TGF-β promoting tumour progression^8–10^. APC is a negative regulator of the WNT signalling pathway that when lost, allows β-catenin to accumulate in the nucleus and drive an oncogenic transcription programme leading to tumour formation^11,12^. Previous studies have identified the WNT target gene *Myc* as a key mediator of oncogenic WNT signalling and demonstrated reduced MYC levels perturbs intestinal tumorigenesis^13,14^. MYC has long been proposed as a therapeutic target for multiple cancer types but direct inhibition of the protein has proven difficult owing to a lack of defined ligand binding sites. However, a number of pathways regulated by MYC signalling have subsequently been shown to be important for efficient tumorigenesis following *APC* loss demonstrating alternative mechanisms by which the outputs of oncogenic WNT signalling may be targeted^15–20^.

We previously identified one such pathway, RAC1 signalling, as being critical for the expansion of intestinal stem cells and subsequent tumour formation following *Apc* deletion in the mouse^19^. Activation of RAC1 is achieved by binding of Rho-Guanine Exchange factors (GEFs) and we previously identified upregulation (and subsequent RAC1 activation) of a number of these following *Apc* loss^19^. An alternative mechanism via which RAC1 signalling can be activated is via the splice variant termed RAC1B, which is overexpressed in numerous tumour types^21^. RAC1B results from the inclusion of exon 4 (alternatively designated exon 3b) encoding an additional 19 amino acids which leads to constitutive activation^22–24^. It is believed that RAC1B has a distinctive, more restricted set of effector pathways than RAC1, but appears to be more critical for tissue transformation^25–29^. Despite some in vitro evidence supporting a tumorigenic role for RAC1B, its in vivo function and mechanism of action is poorly understood and to date no studies have assessed whether RAC1B is required for tumorigenesis in vivo and thus the potential benefits of its therapeutic targeting.

We therefore set out to determine the requirement for RAC1B during intestinal tumorigenesis. Here we find that *RAC1B* is overexpressed in CRC and high *RAC1B* expression correlates with high WNT activity and poor prognosis. We find that deletion of *Rac1b* in a mouse model of intestinal cancer significantly increases survival and reduces tumour number, tumour-cell proliferation and tumorigenic WNT signalling. Mechanistically, RAC1B interacts with a network of membrane-bound receptor tyrosine kinases (RTKs) including the important oncogenic mediators EGFR and ERBB2. RAC1B is required for efficient activation of EGFR signalling and organoid cultures lacking *Rac1b* are sensitised to EGFR inhibition. Importantly, cetuximab-resistant human tumour organoids treated with a novel inhibitor of *RAC1B* splicing show this same increased sensitivity to EGFR inhibition suggesting RAC1B may be a candidate therapeutic target for co-treatment with EGFR inhibitors in CRC.

## Results

### *RAC1B* overexpression correlates with high WNT activity and poor prognosis in human CRC

To investigate the expression of *RAC1B* in human CRC, we analysed previously determined percent spliced in (PSI) values of *RAC1B* exon 4 from TCGA RNAseq experiments^30^. In line with previous reports, this demonstrated a significant increase in *RAC1B* expression in human colorectal tumours (Fig. 1A). We confirmed this using isoform expression data obtained directly from TCGA RNAseq dataset (Fig. S1A). We also observed significantly increased *RAC1B* expression in advanced stage (TIII and TIV) compared to early stage (TI and TII) disease, in patients with lymphovascular tumour invasion and in patients with metastatic disease (Fig. 1B). Tumours were classified as high or low for *RAC1* expression taking as reference the thresholds for PSI values described previously^21^. Using a stringent threshold we designated three groups: *RAC1B*^*high*^ (delta PSI > 0.2 above normal tissue average, ~18% of tumours), *RAC1B*^*low*^ (PSI value lower than normal tissue average, ~7% of tumours) and *RAC1B*^*int*^ (intermediate expression, ~75% of tumours) (Fig. S1B). Confirming our expression analysis, tumours in the *RAC1B*^*high*^ group were significantly more likely to be found at a more advanced stage and with presence of lymphovascular invasion than tumours in the *RAC1B*^*low*^ and *RAC1B*^*int*^ groups (Fig. S1C, D). Furthermore, high levels of *RAC1B* expression were correlated with significantly reduced disease-free (hazard ratio of 2.64) and lower overall survival (hazard ratio of 2.08) (Fig. 1C). These data demonstrate that elevated levels of *RAC1B* correlates with poorer disease outcome in CRC.

**Fig. 1:**
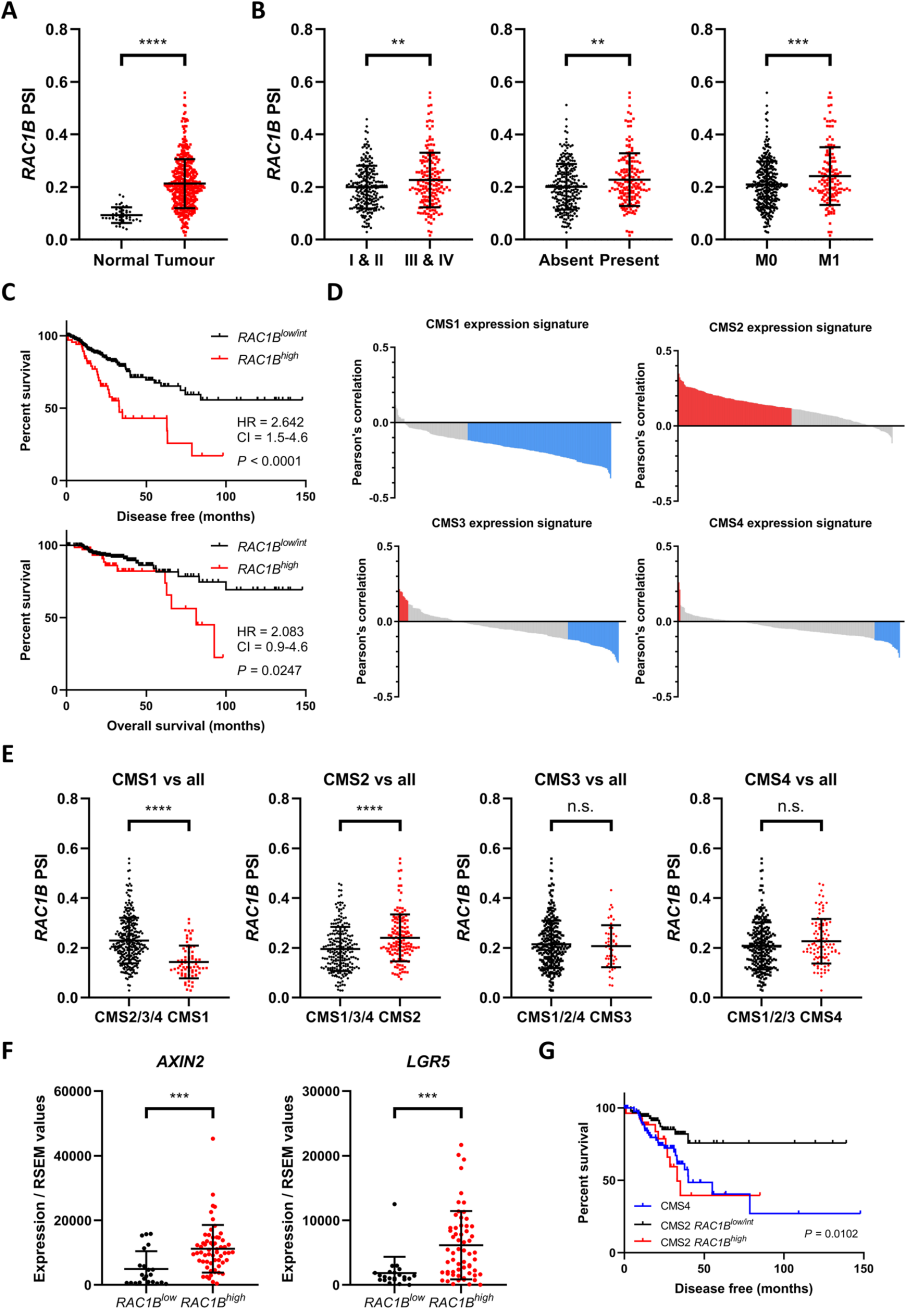
*RAC1B* overexpression correlates with tumour progression and poor prognosis in human CRC. **A** Individual value plot of *RAC1B* exon 4 PSI values for normal and colorectal tumour tissue (TCGA dataset) (data are presented as mean ± SD; ^****^P = 2 × 10^−15^; two-tailed *t-*test, *n* = 41 vs 457 tumour samples). **B** Individual value plots of *RAC1B* exon 4 PSI values from TCGA CRC dataset comparing: early (TI&II) vs late (TIII&TIV) stage CRC (left panel) (data are presented as mean ± SD; ^**^P = 0.0029; two-tailed *t-*test, *n* = 227 vs 179 tumour samples), absence vs presence of lymphovascular invasion (middle panel) (data are presented as mean ± SD; ^**^P = 0.004; two-tailed *t*-test, *n* = 241 vs 162 tumour samples) and absence (M0) or presence (M1) of metastasis (right panel) (data are presented as mean ± SD; ^***^P = 0.0008; two-tailed *t*-test, *n* = 329 vs 136 tumour samples). **C** Disease-free (top panel) and overall (bottom panel) survival of human CRC patients separated by high vs low/intermediate *RAC1B* expression. Log-rank *P* value, hazard ratio (HR) and 95% confidence intervals (CI) presented. **D** Bar plots of Pearson’s correlation coefficients for *RAC1B* exon 4 PSI values and genes that identify different CRC CMSs. Each bar corresponds to the correlation of *RAC1B* and an individual gene, red bars indicate genes positively correlated with *RAC1B* and blue bars genes negatively correlated with *RAC1B* expression (*P* < 0.05). **E** Individual value plots of *RAC1B* exon 4 PSI values in tumours from each CMS compared to all other tumours. CMS1 vs all; data are presented as mean ± SD; ^****^P = 4.83 × 10^−13^; two-tailed *t*-test, *n* = 71 vs 299 tumour samples. CMS2 vs all; data are presented as mean ± SD; ^****^P = 5.49 × 10^−6^; two-tailed *t*-test, *n* = 145 vs 225 tumour samples. CMS3 vs all; data are presented as mean ± SD, *n* = 54 vs 316 tumour samples. CMS4 vs all; data are presented as mean ± SD, *n* = 100 vs 270 tumour samples. **F** Individual value plots of WNT target gene expression in tumours expressing low vs high *RAC1B*. *AXIN2*; data are presented as mean ± SD; ^***^P = 0.0005; two-tailed *t*-test, *n* = 22 vs 60 tumour samples. *LGR5*; data are presented as mean ± SD; ^***^P = 0.0004; two-tailed *t*-test, *n* = 22 vs 60 tumour samples. **G** Disease-free survival of human CRC patients with tumours from the CMS2 CRC subtype separated by high vs low/intermediate *RAC1B* expression. Survival of patients with CMS4 CRC subtype tumours included for comparison. Log-rank *P* value shown. Source data are provided as a Source Data file.

To determine whether high *RAC1B* expression was associated with a particular CRC CMS, we correlated expression of *RAC1B* with the gene classifier sets for each individual subtype. *RAC1B* expression was positively correlated with the majority of genes that classify the CMS2 subtype and negatively correlated with the majority of genes that classify the CMS1 subtype (Figs. 1D and S1E). Little enrichment for either the CMS3 or the CMS4 subtype was observed. Further analysis of the transcriptional profile of *RAC1B* in this dataset confirmed these observations with tumours classified as CMS1 expressing low levels of *RAC1B* and tumours classified as CMS2 expressing high levels of *RAC1B* (Figs. 1E and S1F). Additionally, we found that *RAC1B*^*high*^ tumours were most common in CMS2 tumours, although notably also present in CMS4 (Fig. S1G, H). Furthermore, GSEA carried out on *RAC1B*^*high*^ vs *RAC1B*^*low*^ expressing tumours confirmed the positive enrichment of genes associated with the CMS2 subtype, other gene sets associated with WNT signalling activation and a negative enrichment of genes associated with the CMS1 subtype (Fig. S1I). Validating these findings, we found expression of canonical WNT target genes *AXIN2, LGR5, TCF7* and *ASCL2* were elevated in tumours expressing high levels of *RAC1B* (Figs. 1F and S1J). The same analysis revealed significantly lower expression of *RAC1B* in MSI tumours and/or tumours carrying mutations in *BRAF* as hypothesised by the negative correlation with CMS1 (Fig. S1K). These data indicate *RAC1B* expression correlates with high levels of WNT signalling in human CRC. Apparently contradictory to these findings, the prognosis of patients with WNT-activated CMS2 tumours is relatively good with CMS4 tumours resulting in the worst overall survival^1^. As *RAC1B*^*high*^ tumours are also found in CMS4 it is possible that these tumours are responsible for the poor prognosis identified for *RAC1B*^*high*^ tumours. To investigate this further, we plotted the outcome of patients with CMS2 tumours only, split according to *RAC1B*-expression levels. This analysis demonstrated that patients with CMS2 tumours could be separated based on *RAC1B* expression with high levels of *RAC1B* conferring survival outcomes as poor as patients with the highly aggressive mesenchymal CMS4 subtype tumours (Fig. 1G). Therefore, a significant proportion of CMS2 tumours have poor prognosis and these are marked by high levels of *RAC1B* expression. Together, these data demonstrate that high *RAC1B* expression marks a subset of tumours with high WNT activity and poor patient outcome suggesting an important role in colorectal tumorigenesis.

### *Rac1b* is expressed in mouse intestinal crypts and its expression is increased following *Apc* deletion

We next examined the expression of *Rac1b* in mouse intestinal tissue. To do so, we fractioned intestinal epithelium into villus and crypt / crypt base fractions (Fig. 2A). Expression analysis of stem and progenitor cell markers validated the fractionation protocol (Fig. S2A). Interestingly, whilst *Rac1* was fairly uniformly expressed across all fractions, *Rac1b* showed significantly higher expression in the crypt fractions, indicative of high expression in proliferative intestinal cells (Figs. 2B and S2A). To investigate whether *Rac1b* expression is enriched in intestinal stem cells, we sorted Lgr5+ cells from mice carrying the *Lgr5-EGFP-ires-CreERT2* transgene (Fig. S2B). Consistent with our fractionation experiments, we found increased *Rac1b* expression in Lgr5+ compared to Lgr5- cells (Fig. 1C). To confirm these observations we designed a RNA in situ hybridisation BaseScope probe to detect *Rac1b* expression (exon 4–5 junction) (Figs. 2D and S2C). We detected low *Rac1b-*expression levels in mouse small intestine (SI) and large intestine (LI) with significantly higher expression observed in the crypts than the villi of the small intestine (Figs. 2D, E and S2C, D). Positional scoring of *Rac1b*-positive signal along the crypt villus axis confirmed *Rac1b* expression was found primarily in the crypt region (Fig. S2E). However, expression was not restricted to the crypt base suggesting *Rac1b* expression is enriched in proliferative crypt cells but is not a specific marker of Lgr5+ stem cells (Fig. S2E). Tissue from induced *VilCre*^*ERT2*^ *Rac1b*^*fl/fl*^ mice (described later) was completely lacking hybridisation signal demonstrating the specificity of the BaseScope probe (Fig. S2C). To determine the effects of constitutive WNT signalling activation on *Rac1b* expression, we deleted *Apc* from the mouse small and large intestine (by tamoxifen induction of *VilCre*^*ERT2*^ *Apc*^*fl/fl*^ mice and analysis 5 days later) and stained for *Rac1b*. *Rac1b* signal was increased in crypts and villi in both tissues indicating increased *Rac1b* expression following *Apc* deletion (Figs. 2D–F and S2C, D). Immunohistochemical analysis of β-catenin indicated increased *Rac1b* expression in the villus of *Apc*-deleted intestines correlated with nuclear accumulation of β-catenin (Fig. S2F). Again, tissue from induced *VilCre*^*ERT2*^ *Apc*^*fl/fl*^ *Rac1b*^*fl/fl*^ mice was almost completely negative for hybridisation signal (Fig. S2C). We also found significant overexpression of *Rac1b* following *Apc* deletion using qRT-PCR (Fig. S2G). These data demonstrate that *Rac1b* expression is increased following *Apc* deletion and correlates with WNT signalling activation, consistent with data from human tumours.

**Fig. 2:**
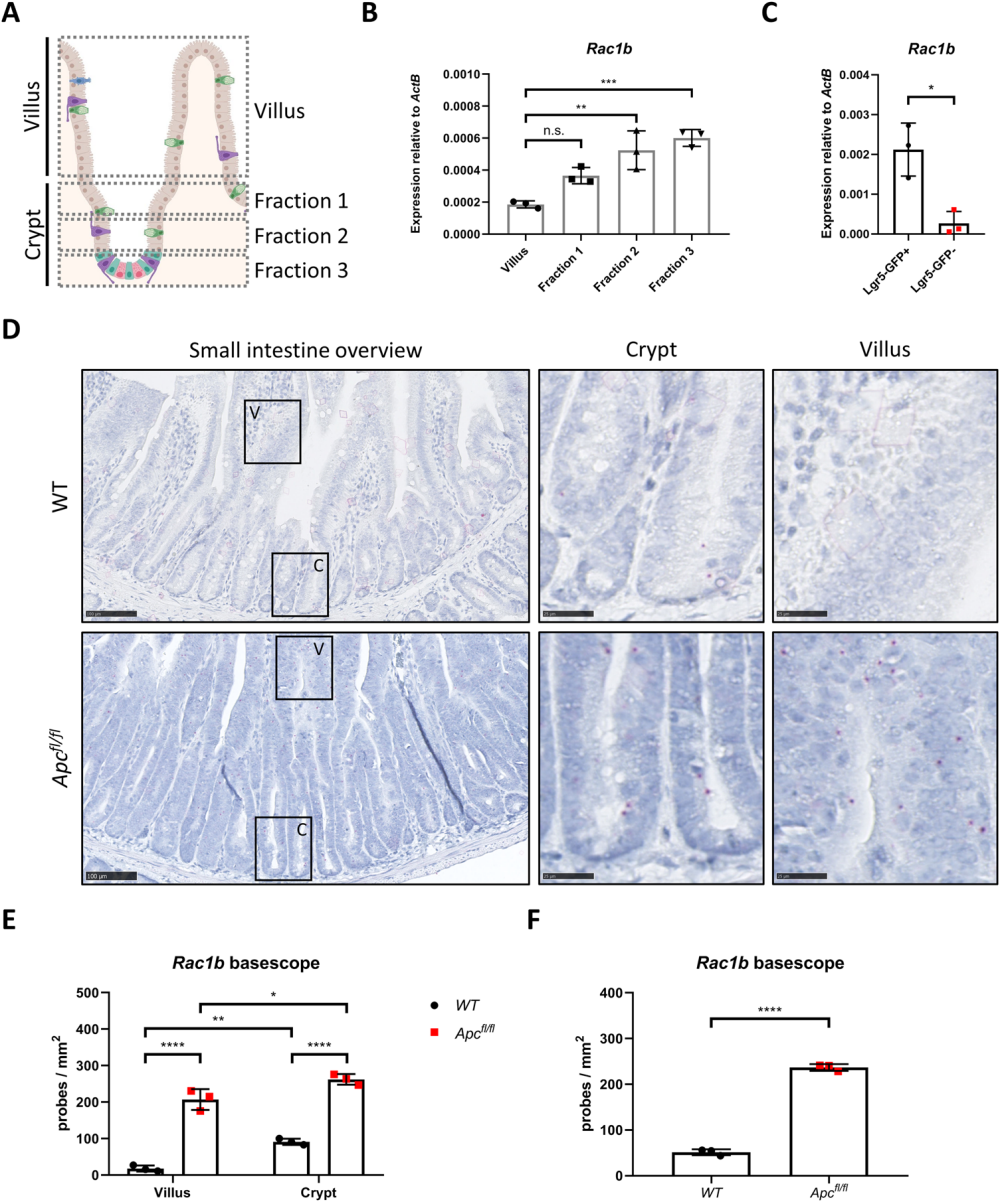
*Rac1b* is expressed in intestinal crypt cells and its expression increases following *Apc* deletion. **A** Schematic outlining crypt extraction protocol. **B** qRT-PCR of *Rac1b* from villus and crypt fractions (data are presented as mean ± SD; ^**^P = 0.0018, ^***^P = 0.0005; one-way ANOVA with Tukey multiple correction, *n* = 3 biologically independent mice). **C** qRT-PCR of *Rac1b* from sorted Lgr5+ and Lgr5- cells (data are presented as mean ± SD; ^*^P = 0.0117; two-tailed *t*-test, *n* = 3 biologically independent mice). **D** Representative images of *Rac1b* basescope of *WT* and *Apc*^*fl/fl*^ small intestinal tissue. Magnified areas are shown in right panels. Pink dots are positive probe detection. Scale bars are 100 µm (left panels) and 25 µm (magnified). **E** Quantification of *Rac1b* basescope probe counts comparing *WT* vs *Apc*^*fl/fl*^ small intestine separated by villus and crypt regions (data are presented as mean ± SD; ^*^P = 0.018, ^**^P = 0.0034, ^****^P = 4 × 10^−6^ (*WT* vs *Apc*^*fl/fl*^ villus), ^****^P = 8.62 × 10^−6^ *WT* vs *Apc*^*fl/fl*^ crypt)*;* two-way ANOVA with Tukey multiple correction, *n* = 3v3 biologically independent mice. For each mouse, at least five areas for crypt and villus regions were scored. In total, these areas incorporated at least 50 crypt/villus axes and covered ~2 mm^2^ total area). **F** Quantification of *Rac1b* basescope probe counts comparing *WT* vs *Apc*^*fl/fl*^ across the entire small intestine (data are presented as mean ± SD; ^****^P = 5.47 × 10^−6^; two-tailed *t*-test, *n* = 3v3 biologically independent mice). Source data are provided as a Source Data file.

### *Rac1b* deletion attenuates intestinal tumorigenesis and tumorigenic WNT signalling

To test the functional significance of *Rac1b* expression in intestinal tumorigenesis we generated mice carrying a novel floxed allele permitting deletion of *Rac1* exon 4 (*Rac1b*^*fl*^) (Figs. 3A and S3A) and bred these mice onto the tamoxifen-inducible *VilCre*^*ERT2*^ *Apc*^*fl*/+^ intestinal cancer model^31^. In this model, tamoxifen induction leads to intestinal specific loss of a single copy of the *Apc* gene. When aged, stochastic loss of the WT *Apc* allele leads to tumour formation in the small and large intestines. We generated cohorts of *VilCre*^*ERT2*^ *Apc*^*fl/+*^ (*Apc*) and *VilCre*^*ERT2*^ *Apc*^*fl/+*^ *Rac1b*^*fl/fl*^ (*Apc Rac1b*) mice, induced them with tamoxifen and aged them until clinical signs of intestinal tumorigenesis became apparent. Deletion of *Rac1b* significantly increased tumour-free survival compared to WT controls (median survival 138 vs 171 days) (Fig. 3B). Macroscopic and histological analysis of the intestines of these mice also revealed a significant reduction in average tumour number (54 vs 27) (Fig. 3C–E). Analysis in different regions of the intestine revealed a significant reduction in tumour number in the duodenum and jejunum, but not in the ileum or colon (Fig. S3B). qRT-PCR analysis demonstrated a significant increase in *Rac1b* expression in small intestinal tumours arising in *Apc* mice confirming our observations that WNT signalling activation increases *Rac1b* expression (Fig. S3C). Interestingly, analysis of tumours harvested from *Apc Rac1b* mice did not show the expected reduction in *Rac1b* expression, and analysis of individual tumours indicated around half of small intestinal and all colonic tumours expressed higher levels of *Rac1b* than normal intestinal tissue (Fig. S3C, D). This indicated a failure to efficiently delete *Rac1b* suggesting a positive selective pressure for maintaining *Rac1b* expression in tumour-initiating cells. Phenotypically, tumours from *Apc* and *Apc Rac1b* mice had comparable histological appearance with similar levels of apoptosis (as measured by Caspase 3 immunohistochemistry, IHC) and similar numbers of Paneth and Goblet cells (Fig. S3G, H). However, tumours from *Apc Rac1b* mice were significantly less proliferative than controls (Fig. 3F, G). To determine whether there is a direct association between RAC1B and tumour-cell proliferation, we used *Rac1b* Basescope to identify tumours from our *Apc Rac1b* mice that had not efficiently deleted *Rac1b* (Fig. S3E, F). By staining these tumours for BrdU incorporation, we found that these tumours proliferate significantly better than those that are *Rac1b*-negative and to a similar extent as tumours from *Apc* control mice (Fig. S3E, F). Thus, *Rac1b* expression is required for efficient tumour-cell proliferation. Importantly, *Rac1b* deletion in normal adjacent tissue was maintained for the duration of the experiment (~6 months) in all mice analysed (Fig. S3C, D), and cell proliferation, apoptosis, Paneth cell and goblet cell populations were unchanged suggesting *Rac1b* deletion is well tolerated in normal intestinal tissue (Fig. S3I, J). In addition, analysis of *Rac1* expression indicated this was mostly unaffected by deletion of *Rac1b* exon 4 demonstrating the specificity of our knockout allele (Fig. S3K). To further investigate the tumorigenic phenotype, we utilised an ex vivo organoid clonogenic culture method to determine the tumour-initiating capacity of *Apc*-deficient cells in the absence of *Rac1b* expression (Fig. S3L, M). We generated intestinal organoid cultures from mice following acute homozygous deletion of *Apc* and *Rac1b* (*Apc*^*fl/fl*^ and *Apc*^*fl/fl*^ *Rac1b*^*fl/fl*^), digested them to single cells and determined their clonogenic capacity. Interestingly, the ability of *Apc-*deficient cells to form colonies from single cells was significantly reduced by *Rac1b* deletion (Fig. 3H). Together, these data demonstrate an important role for *Rac1b* expression during WNT-mediated intestinal adenoma formation.

**Fig. 3:**
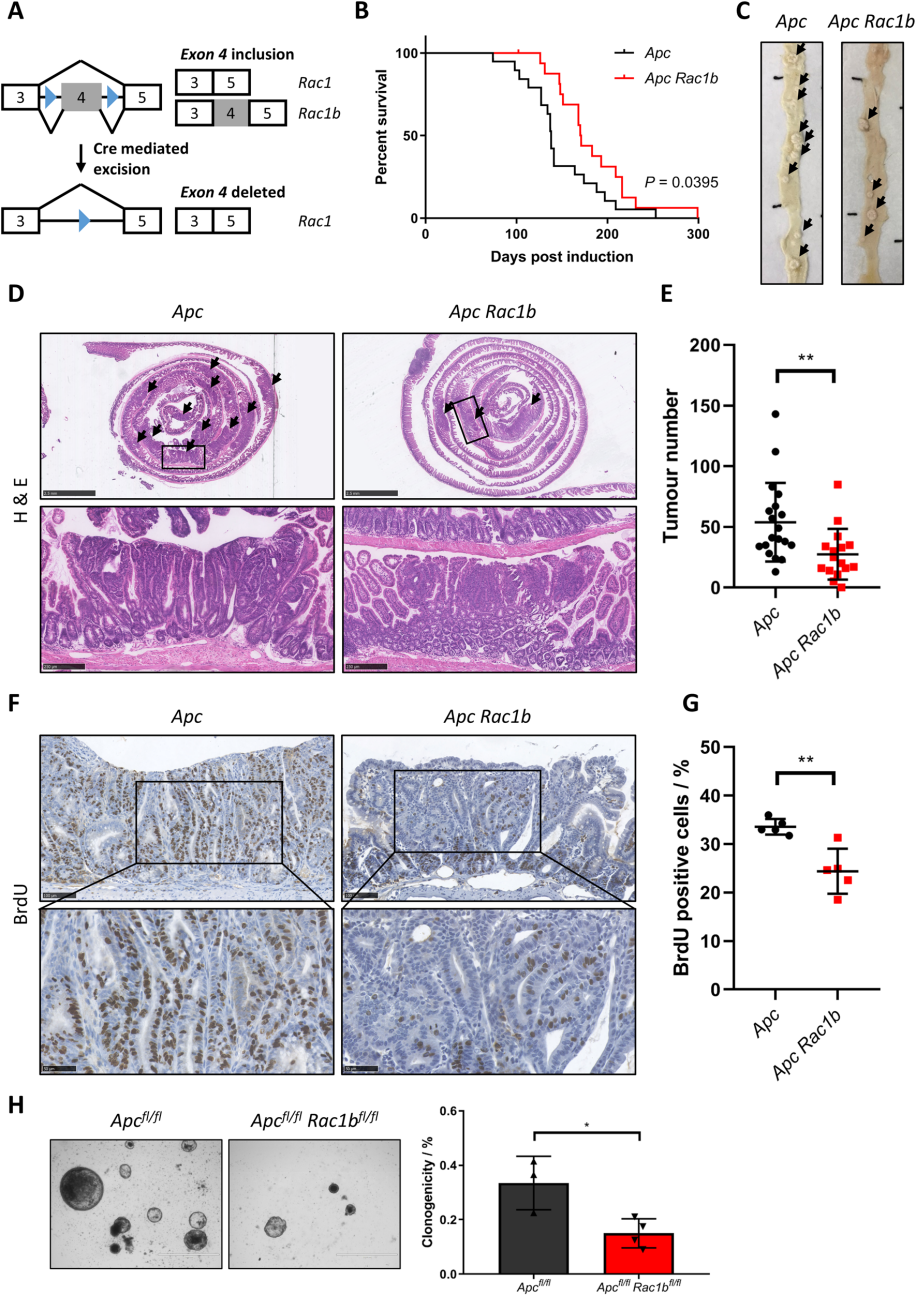
Deletion of *Rac1b* suppresses intestinal tumorigenesis and tumour-cell proliferation. **A** Schematic of *Rac1b* floxed allele. **B** Survival plot of *Apc* vs *Apc Rac1b* mice. Log-rank *P* value shown, *n* = 19v17 biologically independent mice. **C** Representative photographs of intestines from *Apc* and *Apc Rac1b* tumour-bearing mice. Black arrows indicate tumours. **D** H&E of whole intestinal rolls from *Apc* and *Apc Rac1b* mice. Box indicates magnified area. Black arrows indicate tumours. Scale bars are 2.5 mm (top panels) and 250 µm (magnified). **E** Quantification of total tumour number in the intestines of *Apc* vs *Apc Rac1b* mice (data are presented as mean ± SD; ^**^P = 0.003; two-tailed Mann-Whitney test, *n* = 19v16 biologically independent mice). **F** BrdU IHC in tumours from *Apc* vs *Apc Rac1b* mice. Scale bars are 100 µm (top panels) and 50 µm (magnified). **G** Quantification of BrdU positivity in tumours from *Apc* vs *Apc Rac1b* mice (data are presented as mean ± SD; ^**^P = 0.0079; two-tailed Mann-Whitney test, *n* = 5v5 biologically independent mice). **H** Clonogenicity assays of *Apc*^*fl/fl*^ vs *Apc*^*fl/fl*^ *Rac1b*^*fl/fl*^ organoids (data are presented as mean ± SD; ^*^P = 0.0228; two-tailed *t*-test, *n* = 3v4 biologically independent mice). Scale bars are 1000 µm. Source data are provided as a Source Data file.

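RNA from 4 small intestinal tumours of *Apc* mice and 4 of *Apc Rac1b* mice was sequenced on an Illumina platform, with 1 library per tumour. The authors estimated the number of reads from each transcript with kallisto, against the coding and non-coding cDNA of the mouse genome build GRCm38. Their deposited values are expected counts and TPM, a transcript's abundance relative to all transcripts of the tumour, for 137601 transcripts in each tumour, with no normalisation of the counts between tumours. For the values given here, 135666 of the transcripts (98.59%) were matched to a gene of the GENCODE vM21 annotation. The other transcripts held between 0.501% and 0.560% of the counts of a tumour and were left out. The counts of all transcripts of a gene were added and rounded to whole numbers. In the *Apc* tumours, between 19193902 and 22687567 estimated counts fell on genes, with a median of 21119521. The *Apc Rac1b* tumours had between 20035489 and 22118867, with a median of 21845493. Of 51657 genes, 31608 had a count in some tumour and 16608 passed edgeR's filter on low counts (filterByExpr). These 16608 genes were tested with edgeR's quasi-likelihood test after TMM normalisation, with genotype as the only term and Benjamini-Hochberg adjustment. Fold changes are *Apc Rac1b* over *Apc* tumours, and levels are CPM, the counts relative to the library size as scaled by TMM. The whole-transcriptome profile of *Apc Rac1b* tumour 1 lay far from the others. On the first principal component, which held 51.1% of the variance, it scored 141, while the other 7 tumours lay between -38.2 and 0.844. Its median Spearman correlation with the other *Apc Rac1b* tumours was 0.901 across genes, and that of the other 3 was at least 0.967. Genes are not independent replicates, so these correlations describe the profiles only.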

To identify potential pathways mediated by *Rac1b* expression involved in tumorigenesis, we carried out RNAseq analysis on 4 vs 4 small intestinal tumours dissected from *Apc* and *Apc Rac1b* mice (confirmed negative for *Rac1b* by qRT-PCR). This analysis identified 506 mRNAs with significantly altered expression (fold change > 1.5, padj < 0.05). Of these, 265 had significantly increased expression and 241 had significantly decreased expression (Supplementary Data 1). 

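With edgeR, 2 of the 16608 genes tested had an adjusted p-value under 0.05 (Benjamini-Hochberg over all genes tested) and an estimated fold change over 1.5. At an unadjusted p-value under 0.05 there were 2640 genes, 1496 of them higher and 1144 lower in *Apc Rac1b* tumours. In 1793 genes (10.8%) the 4 *Apc Rac1b* tumours all lay above or all below the 4 *Apc* tumours, where chance gives 2.86%. The number of genes past both thresholds depended on the test. DESeq2 on the same rounded counts gave 506 genes, 252 higher and 254 lower. The total equals the paper's, but the genes are not the same set. Of the 506 genes in the authors' deposited table, 421 were among them. DESeq2 with the average transcript length of each gene as an offset, which is the setting of the paper's methods, gave 487, and the 2 genes from edgeR were among them. The count under this setting moved most when single tumours were left out in fits added after the data were seen, between 106 without *Apc* tumour 1 and 899 without *Apc Rac1b* tumour 2.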

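Both genes past the thresholds in edgeR were higher in *Apc Rac1b* tumours and 0 were lower. *Gm45315* (ENSMUSG00000109925), a processed pseudogene on chromosome 7 of GRCm38 from 12797529 to 12797861, had 2, 0, 4 and 0 counts in the *Apc* tumours. In *Apc Rac1b* tumours 1 to 4 it had 410, 888, 632 and 609 counts. Its log2 fold change was 8.62 (standard error 0.658, edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.0122), and its size depends on the prior count because the *Apc* counts are near 0. *Gm21596* (ENSMUSG00000096006), a processed pseudogene on chromosome 2 from 113919247 to 113920562, had 0.727 ± 0.170 CPM (SD, n = 4) in *Apc* tumours and 6.06 ± 1.38 CPM (SD, n = 4) in *Apc Rac1b* tumours. This is a log2 fold change of 3.05 (standard error 0.274, edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.0223). The coding transcript closest in sequence to either pseudogene was that of *Hmgb1*, with 98.8% and 99.5% identity, so that reads of *Hmgb1* and of the pseudogenes cannot be fully separated by the counts. With single tumours left out in turn, *Gm45315* lost its call in 4 of 8 fits and *Gm21596* in 6 of 8. DESeq2 with average transcript length gave 253 higher and 234 lower genes. Without *Apc Rac1b* tumour 1 the same setting gave 196 higher and 351 lower genes, and 329 of these 547 genes were among the 487 from all 8 tumours.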

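The InnateDB pathways of the paper's methods were not used here, and 21 gene lists written by hand took their place. Each list was tested with camera from limma, which compares the fold changes of its genes with those of all other genes, with a preset inter-gene correlation of 0.01. After Benjamini-Hochberg adjustment over the 21 lists, 18 lists had an adjusted p-value under 0.05 from camera. No list had one when camera estimated the correlation of each list from these tumours, where the smallest Benjamini-Hochberg adjusted p-value was 0.270, or with limma's rotation test fry, where it was 0.106. The level of a list in a tumour is the mean log2 CPM of its genes minus the mean of the *Apc* tumours.

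All 41 genes of an interferon-stimulated list had higher estimates in *Apc Rac1b* tumours, with a median log2 fold change of 1.47 (camera with Benjamini-Hochberg adjustment, adjusted p = 8.85e-29). Over all genes tested 0 of them passed the thresholds in edgeR, and 37 did when adjusted over the list alone. The level of the list was 1.36 higher in *Apc Rac1b* tumours (two-sided exact permutation test, p = 0.0286, n = 4 and 4, the smallest p that this design allows). *Ifi44* (ENSMUSG00000028037, chromosome 3 from 151730922 to 151749960) rose from 7.32 ± 1.59 CPM (SD, n = 4) to 36.9 ± 18.0 CPM (SD, n = 4). This is a log2 fold change of 2.33 (standard error 0.372, edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.201). A list of 2'-5' oligoadenylate synthetase genes, with 8 of 12 genes tested and 6 of the 8 also in the interferon-stimulated list, had a median log2 fold change of 1.92 (camera with Benjamini-Hochberg adjustment, adjusted p = 2.79e-07).

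For antigen presentation, all 22 genes of an MHC class I list had higher estimates in *Apc Rac1b* tumours, with a median log2 fold change of 0.97 (camera with Benjamini-Hochberg adjustment, adjusted p = 4.44e-14). *H2-D1* (ENSMUSG00000073411, chromosome 17 from 35262730 to 35267499) rose from 504 ± 47.5 CPM (SD, n = 4) to 790 ± 139 CPM (SD, n = 4), with an adjusted p-value of 0.237 from edgeR with Benjamini-Hochberg adjustment. The 11 genes of an MHC class II list had a median log2 fold change of 1.72 (camera with Benjamini-Hochberg adjustment, adjusted p = 2.15e-07). The level of this list was 1.69 higher in *Apc Rac1b* tumours, and 0.93 higher without *Apc Rac1b* tumour 1, the tumour with the highest level.

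Among lists of immune cell markers, the T and NK cell list had a median log2 fold change of 1.97 (camera with Benjamini-Hochberg adjustment, adjusted p = 2.07e-05). Its level was 1.12 higher in *Apc Rac1b* tumours and 0.44 higher without *Apc Rac1b* tumour 1. The B and plasma cell list had a median log2 fold change of 2.27 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.00282). Its level was 1.51 higher with all tumours, which did not separate the groups (two-sided exact permutation test, p = 0.171, n = 4 and 4). Without *Apc Rac1b* tumour 1 the level was 0.64 higher. The myeloid cell list had a median log2 fold change of 0.50 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.0296, and 0.160 without *Apc Rac1b* tumour 2).

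**Figure D1:**
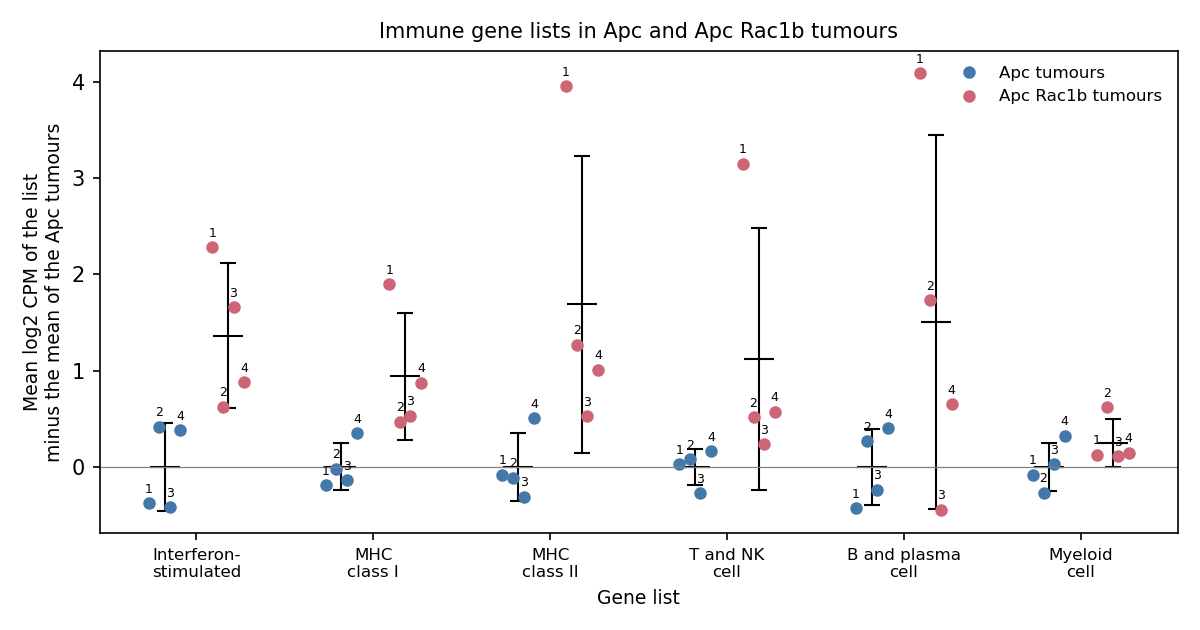
Level of 6 immune gene lists in each tumour, as mean log2 CPM minus the mean of the *Apc* tumours. Points are single tumours with their replicate number, and bars give the mean and SD of 4 tumours. *Apc Rac1b* tumour 1 stands at 4.09 for the B and plasma cell list and at 3.15 for the T and NK cell list.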

Pathway analysis of our dataset identified regulation of immune response, antigen processing and viral response amongst the most upregulated pathways indicating a role for *Rac1b* in regulating these processes (Fig. 4A). Interestingly, amongst the most significantly downregulated pathways were the canonical WNT signalling pathway and WNT-protein binding (Fig. 4A). Furthermore, GSEA demonstrated significant enrichment of genes downregulated in our RNAseq dataset with gene sets associated with WNT signalling activation (Fig. 4B, C). 

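Of 30 canonical WNT target genes in a list written by hand, 27 were tested and 24 had lower estimates in *Apc Rac1b* tumours, with a median log2 fold change of -0.92 (camera with Benjamini-Hochberg adjustment, adjusted p = 1.19e-12). Of the 27, 8 are also in Fig. 4C, whose genes the paper chose on the same tumours. Of the other 19, 16 had lower estimates, with a median log2 fold change of -0.51 (camera with Benjamini-Hochberg adjustment, adjusted p = 3.82e-07, in a test added after the data were seen). In edgeR 11 of the 27 had an unadjusted p-value under 0.05. With both thresholds, 0 passed over all genes and 2 when adjusted over the list alone. The genes with the smallest p-values were *Dkk3* and *Znrf3*. *Dkk3* (ENSMUSG00000030772, chromosome 7 from 112116017 to 112159057) fell from 102 ± 21.8 CPM (SD, n = 4) to 43.8 ± 9.15 CPM (SD, n = 4). *Znrf3* (ENSMUSG00000041961, chromosome 11 from 5276324 to 5444847) had a log2 fold change of -1.17 (standard error 0.214, edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.201). *Myc* had a log2 fold change of -0.45 and *Ccnd1* one of -0.35, with Benjamini-Hochberg adjusted p-values of 0.290 and 0.577 from edgeR. Without *Apc Rac1b* tumour 1 these fold changes were -0.34 and -0.10, so that of *Ccnd1* rested mostly on that tumour.

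Of 29 genes whose products bind WNT proteins, 28 were tested, 3 of them also in Fig. 4C, and 25 had lower estimates, with a median log2 fold change of -0.52 (camera with Benjamini-Hochberg adjustment, adjusted p = 1.05e-07). The level of this list was lower in every *Apc Rac1b* tumour than in every *Apc* tumour, by 0.82 on average and by 0.49 without *Apc Rac1b* tumour 1. *Fzd3* (ENSMUSG00000007989, chromosome 14 from 65192449 to 65262463) fell from 10.3 ± 1.97 CPM (SD, n = 4) to 2.83 ± 1.48 CPM (SD, n = 4). *Fzd5* (ENSMUSG00000045005) moved the other way, from 66.8 ± 2.43 CPM (SD, n = 4) to 84.0 ± 8.51 CPM (SD, n = 4).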

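The gene sets of the GSEA software were not used here. Of the 30 genes in the heatmap of Fig. 4C, 29 passed the filter on low counts and all 29 had lower estimates in *Apc Rac1b* tumours, with a median log2 fold change of -1.30 (camera with Benjamini-Hochberg adjustment, adjusted p = 9.66e-28). In edgeR 25 of the 29 had an unadjusted p-value under 0.05. Over all genes tested 0 passed both thresholds, and 25 did when adjusted over the list alone. The paper chose these genes on the same tumours, so neither the list test nor the adjustment over the list alone is independent evidence. DESeq2 with average transcript length tested all 30 genes, found 30 lower and 15 past both thresholds. That count was 2 without *Apc* tumour 1 and 27 without *Apc Rac1b* tumour 1, in fits added after the data were seen. *Axin2* (ENSMUSG00000000142, chromosome 11 from 108920349 to 108950783) fell from 115 ± 24.5 CPM (SD, n = 4) to 60.1 ± 24.0 CPM (SD, n = 4). This is a log2 fold change of -0.93 (standard error 0.320, edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.258). *Tgif2* had a log2 fold change of -1.21 (standard error 0.240, edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.221). A list of 22 intestinal stem cell genes, 5 of them also in Fig. 4C, had a median log2 fold change of -0.56 (camera with Benjamini-Hochberg adjustment, adjusted p = 1.57e-06). The level of this list differed by -0.68, and by -0.32 without *Apc Rac1b* tumour 1. Its members did not all move together. *Lgr5* had a log2 fold change of -1.20 (standard error 0.528) and *Olfm4* one of 0.48 (standard error 0.173).

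**Figure D2:**
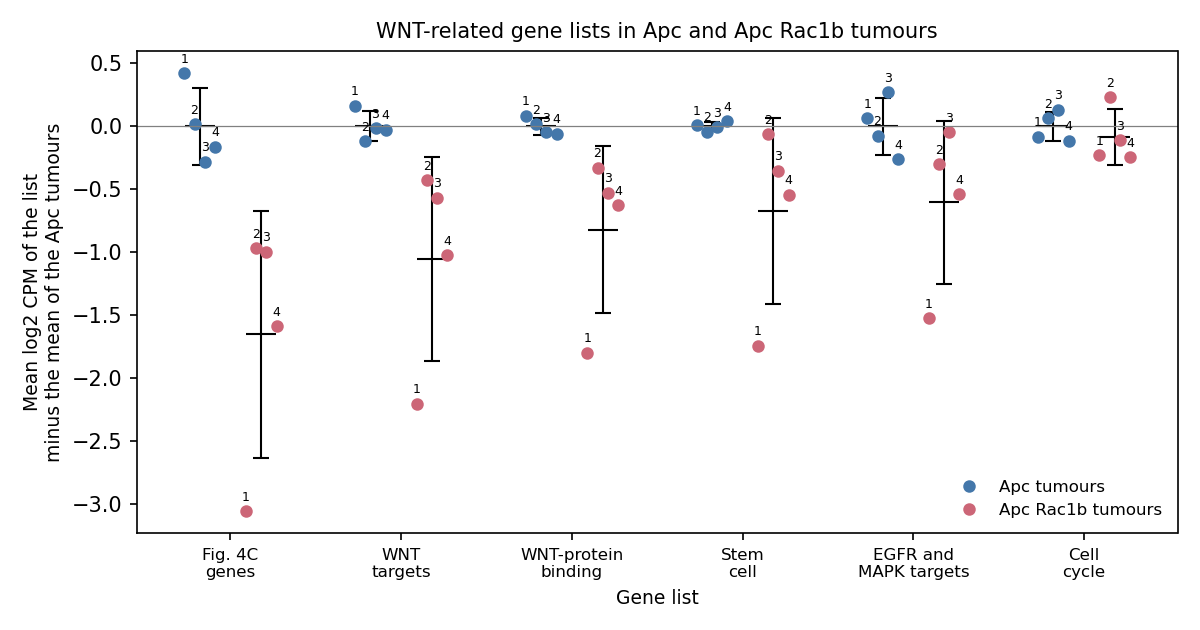
Level of 6 gene lists in each tumour, as mean log2 CPM minus the mean of the *Apc* tumours. Points are single tumours with their replicate number, and bars give the mean and SD of 4 tumours. All 4 *Apc Rac1b* tumours lie below the 4 *Apc* tumours for the Fig. 4C, WNT target, WNT-protein binding and stem cell lists, with *Apc Rac1b* tumour 1 lowest at -3.06 for the Fig. 4C genes. For the stem cell list the gap is narrow, with *Apc Rac1b* tumour 2 at -0.062 and *Apc* tumour 2 at -0.043.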

We used qRT-PCR to validate the differential gene expression of some of the identified stem cell/ WNT target genes in *Rac1b* deficient (Fig. 4D). There was no significant expression changes in any of these target genes in normal tissue from the same mice suggesting the requirement for *Rac1b* is specific to tumour cells. Intestinal tumours arising in *Apc Rac1b* mice demonstrated strong, nuclear β-catenin positivity suggesting a role for RAC1B downstream of β-catenin nuclear localisation (Fig. S4A). This is in agreement with our previous findings that β-catenin operates upstream of RAC1 signalling in promoting intestinal tumorigenesis^19^. Alongside our analysis of human TCGA data, these findings suggest a key role for RAC1B in regulating tumorigenic WNT signalling in CRC.

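The level of the WNT target list was 0.16, -0.12, -0.02 and -0.03 in *Apc* tumours 1 to 4, on the log2 scale and relative to their mean. In *Apc Rac1b* tumours 1 to 4 it was -2.21, -0.43, -0.57 and -1.02. The difference between the groups was -1.05, and every *Apc Rac1b* tumour was below every *Apc* tumour (two-sided exact permutation test, p = 0.0286, n = 4 and 4, Benjamini-Hochberg adjusted over 21 lists 0.0600). Without *Apc Rac1b* tumour 1 the difference was -0.67. The paper also measured some WNT target genes by qRT-PCR (Fig. 4D), without a significant change in normal tissue of these mice. From nuclear β-catenin staining of *Apc Rac1b* tumours it proposes that RAC1B acts downstream of β-catenin localisation. Together with its GSEA and its human TCGA data, it proposes that RAC1B has a key part in tumorigenic WNT signalling.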

**Fig. 4:**
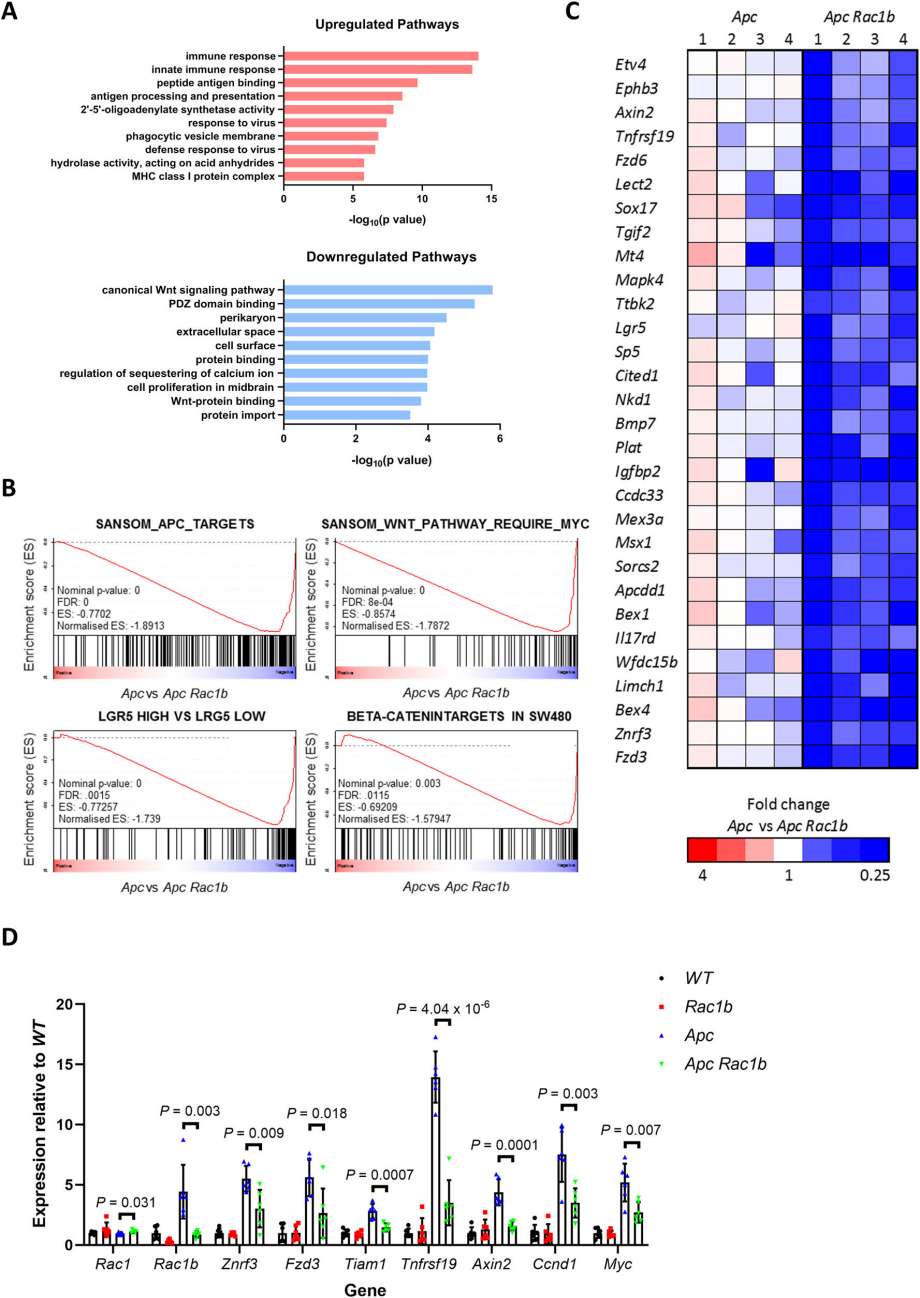
Oncogenic WNT signalling is mediated by RAC1B. **A** Bar plot showing the top 10 significantly enriched upregulated and downregulated pathways in tumours from *Apc* vs *Apc Rac1b* mice. **B** GSEA plots of WNT target gene sets comparing tumours from *Apc* vs *Apc Rac1b* mice. **C** Heatmap of RNAseq expression values of WNT target genes and intestinal stem cell markers comparing tumours from *Apc* vs *Apc Rac1b* mice. **D** qRT-PCR analysis of various WNT target genes comparing tumours from *Apc* vs *Apc Rac1b* mice. As controls, matched normal tissue from these mice (*WT* and *Rac1b*, respectively) are also included (data are presented as mean ± SD; two-tailed *t*-test; *n* = 6v6 mice). Source data are provided as a Source Data file.

### RAC1B interacts with core components of the EGFR signalling pathway

To better understand the mechanism by which RAC1B mediates intestinal tumorigenesis, we sought to identify its interacting proteins using proximity-dependent biotin identification (BioID) (Fig. 5A). We overexpressed RAC1 and RAC1B proteins fused to the BirA ligase (and BirA-only controls) in the mouse rectal tumour cell line CMT93, treated with biotin followed by streptavidin capture and identified enriched proteins by mass spectrometry. Here, 60 enriched proteins were identified (Supplementary Data 2) with both RAC1 and RAC1B having highly similar interactomes (50 common interactors, and only 2 specific to RAC1 and 8 specific to RAC1B) (Fig. 5B). Pathway analysis of identified proteins demonstrated enrichment in adherens junctions, focal adhesions and localisation to the plasma membrane (Fig. S5A). We used NetworkAnalyist and the IMEx interactome database to visualise the protein–protein interactions of the identified proteins. This analysis identified 7 protein subnetworks with the major network clustered around membrane localised components of oncogenic signalling pathways (Fig. 5C). This network contained core members of the EGFR/ERBB (EGFR, ERBB2), IGF (IGF1R), SRC (YES1) and EPH (EFNB2) signalling pathways. Further analysis of identified proteins indicated other EGFR-related signalling components such as ASAP1 and PTPRJ^32,33^. A number of proteins with links to the WNT signalling pathway were also identified, such as CCNY, which activates WNT signal through LRP6 receptor phosphorylation^34^, and PROM1, a marker of intestinal stem/progenitor cells and colon cancer stem cells^35–37^. However, no members of the core receptor and/or destruction complex were identified indicating that, in our model, RAC1B may not function directly in the WNT signalling pathway. Interestingly, several reports have highlighted potential crosstalk between EGFR and WNT signalling pathways^38,39^. Additionally, the EGFR signalling pathway is a therapeutic target in CRC, so the involvement of RAC1B on its activity may have implications for the treatment of this disease. Therefore, we chose to investigate the relevance of the identified RAC1B–EGFR pathway interaction. We first validated the interaction between RAC1B and EGFR. The BioID experiment was repeated by treating BirA- and BirA-RAC1B-transfected CMT93 cells with biotin followed by streptavidin-dependent pull-down. Western blot analysis of the pull-down fractions confirmed efficient, specific biotinylation of EGFR by BirA-RAC1B and not BirA control (Fig. S5B). Thus, EGFR and RAC1B are either interacting or neighbouring proteins in CRC cells.

**Fig. 5:**
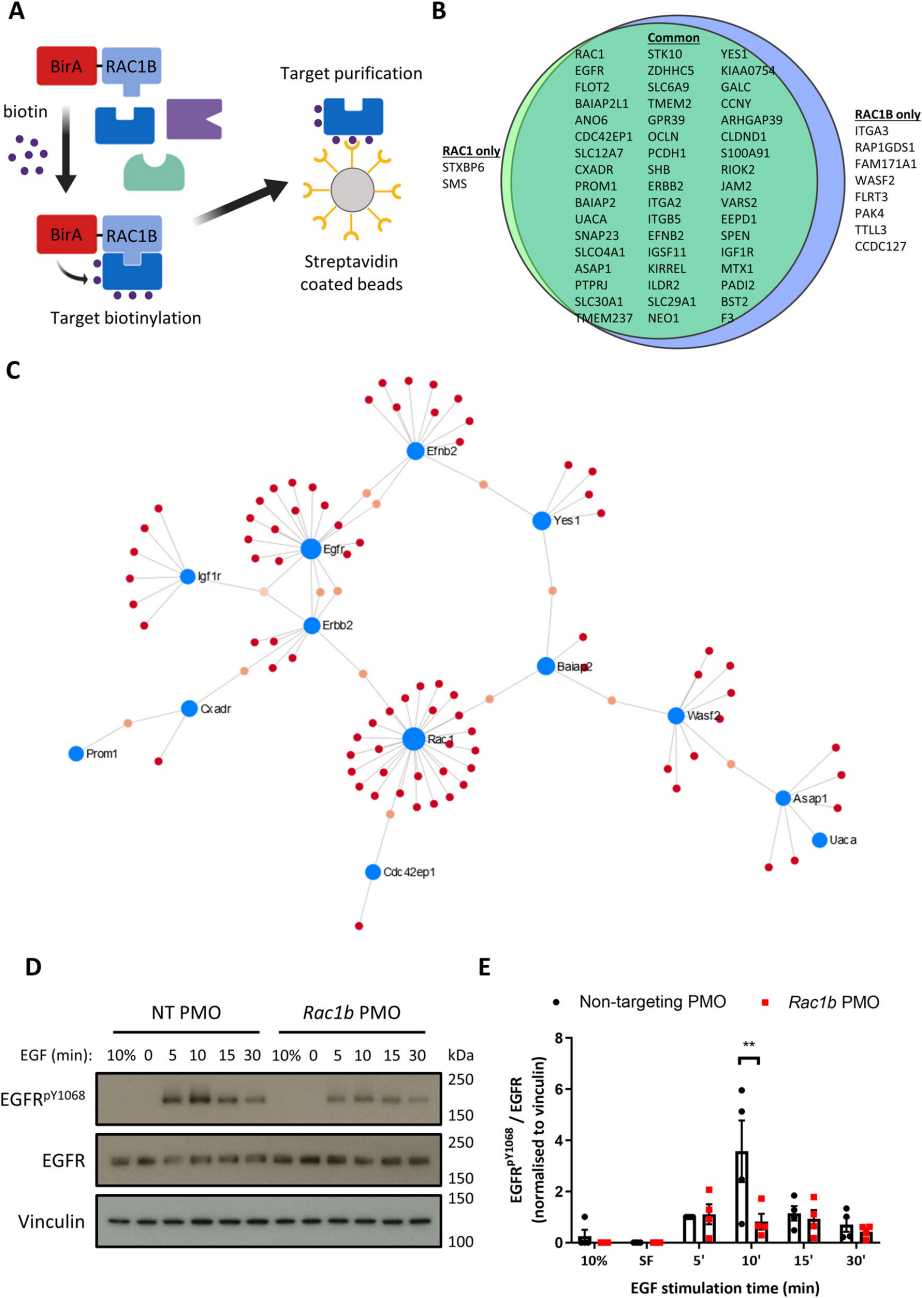
RAC1B interacts with multiple membrane-bound receptor tyrosine kinases. **A** Schematic of BioID protocol. **B** Venn diagram outlining RAC1 and RAC1B interacting proteins identified by MS and the overlap between the interactomes. **C** Network analysis of the RAC1/RAC1B interactome. **D** CMT93 cells were treated with NT or *Rac1b* PMO, serum-starved and then stimulated with EGF for 5, 10, 15 or 30 min before analysis by western blotting for EGFR^pY1068^, EGFR and Vinculin (sample control blot). Representative blots shown. **E** EGFR^pY1068^ band densitometry relative to EGFR (normalised to Vinculin) of 4 replicate time course experiments (data are presented as mean ± SEM; ^**^P = 0.002; two-way ANOVA with Tukey multiple correction; *n* = 4v4). Source data are provided as a Source Data file.

### RAC1B is required for efficient stimulation of EGFR signalling

We next determined whether RAC1B is required for EGFR and downstream signalling. We designed an antisense oligonucleotide to bind the putative exon splice enhancer of *Rac1* exon 4 to disrupt the inclusion of this exon. Vivo-Morpholinos targeting exon 4 (*Rac1b* PMO) demonstrated efficient in vitro knockdown efficacy with ~95% reduction in *Rac1b* transcript compared to treatment with a non-targeting, control Vivo-Morpholino (NT PMO) (Fig. S5C). Total *Rac1* transcript levels were not significantly altered following this treatment indicating specific inhibition of exon 4 inclusion without knockdown of total transcript (Fig. S5C). To determine the effects of *Rac1b* depletion on EGFR signalling, CMT93 cells were pre-treated with NT or *Rac1b* PMO for 2 days and then treated with 20 ng/ml EGF after serum starvation. Samples were collected for analysis 5, 10, 15 and 30 min after treatment and untreated cells grown in 10% serum or following starvation were used as controls. In control cells p-EGFR levels rapidly increased, reaching a peak at 10 min post treatment. *Rac1b*-deleted cells presented a reduction in the phosphorylated status of EGFR, implying lower levels of activation (Fig. 5D, E). This difference in p-EGFR was most apparent 10 min post stimulation and *Rac1b* PMO-treated cells never reached a level of phosphorylation as high as the NT PMO. To determine whether decreased EGFR phosphorylation translated into lower downstream EGFR pathway activation, we assessed ERK1/2 and AKT phosphorylation and found both proteins were less phosphorylated in *Rac1b* PMO-treated cells compared to controls (Fig. S5D, E). Replicate experiments performed in serum-starved cells with EGF treatment for 10 min confirmed these findings (Fig. S5F, G). Next, we sought to determine whether *Rac1b* regulates EGFR signalling in vivo in the *Rac1b*-deficient mice whose survival and tumorigenesis was diminished (Fig. 3). We analysed pEGFR and pERK levels in tumours derived from these mice and found that pEGFR levels are significantly lower in the *Rac1b*-deficient tumours but pERK levels are unchanged (Fig. S5H, I). This suggests that as tumours establish and develop, EGFR phosphorylation remains dependent on Rac1b expression but alternative mechanisms to activate pERK can be utilised. We also investigated the expression of known EGFR pathway target genes (*Etv4* and *Etv5*). Consistent with the pEGFR reduction, expression of both is significantly lower in *Rac1b* deficient tumours (Fig. S5J).

To provide mechanistic insight into how RAC1B controls EGFR signalling we investigated EGFR trafficking using Alexa 555-labelled EGF (EGF-555). Confocal analysis of EGF-555-stimulated cells indicated that internalisation of EGF-555 was not significantly impaired in *Rac1b*-depleted cells (Fig. S6A). However, the localisation of internalised EGF-555 appeared altered. In control cells, we observed EGF-555 foci throughout the cell, whereas in *Rac1b*-depleted cells we observed them around the cell periphery (Fig. S6B, inset panels). To investigate this in more detail, we used live cell imaging to monitor overall endocytic trafficking of EGFR using EGF-555. Tracking the paths of EGF-555 vesicles revealed that the dynamic trafficking pattern in control cells was restricted following *Rac1b* depletion (Fig. S6A, C). We found that both total EGF-555 displacement and tracking velocity were significantly lower in *Rac1b* depleted cells suggesting altered EGFR trafficking (Fig. 6B, C). To investigate this further, we assessed the co-localisation between EGFR and the early endosome marker Rab5. In agreement with our previous observations that EGF-555 internalisation was unaffected by *Rac1b* depletion, EGFR co-localisation with Rab5 endosomes following EGF-555 stimulation was unchanged in *Rac1b* depleted cells (Fig. S6D). Together, this suggests *Rac1b* depletion does not prevent EGF internalisation into early endosomes but leads to an impairment of subcellular EGFR trafficking. Following internalisation, EGFR can be either recycled back to the cell surface to maintain signalling or directed towards multivesicular bodies for lysosomal targeting^40^. To investigate whether the absence of RAC1B promotes a shift in EGF-bound EGFR destination fate, NT and *Rac1b* PMO cells were stimulated with EGF-555 and treated with LysoTracker Green dye to identify lysosomal compartments. In control cells, co-localisation of labelled EGF and LysoTracker was observed from 30 min post EGF stimulation. However, *Rac1b*-depleted cells present significantly more EGF-555 Lysotracker clusters starting at earlier time points suggesting that deletion of *Rac1b* promotes EGFR lysosomal sorting and receptor degradation over the recycling route (Fig. 6D, E). Together, these data suggest RAC1B is required for efficient trafficking and recycling of EGFR, thus potentiating its activity.

**Fig. 6:**
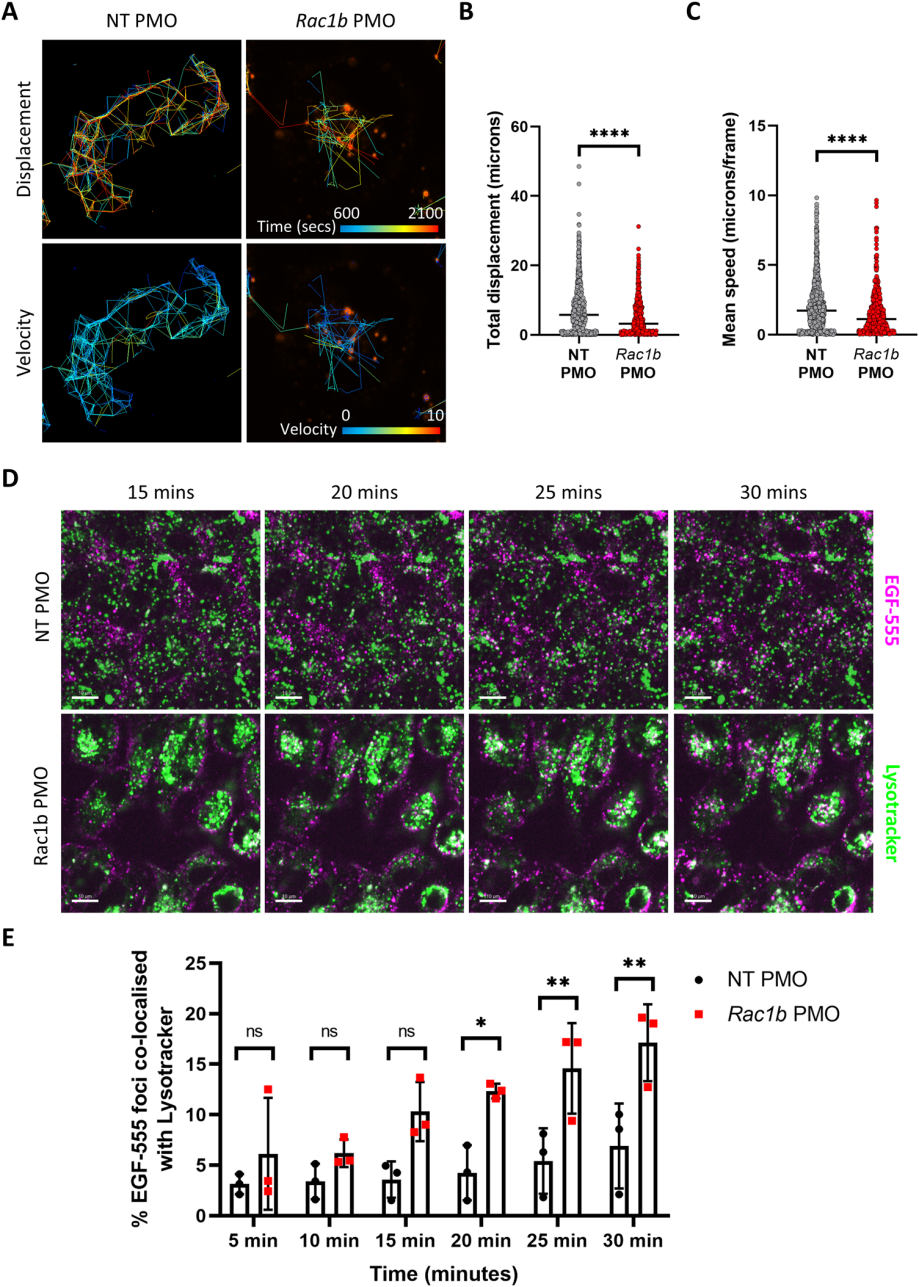
RAC1B mediates EGFR signalling and its depletion sensitises mouse tumour organoids to EGFR inhibition. **A** Live cell imaging of Alexa 555‐EGF tracking with time and velocity represented as colour spectrums. Tracking started after addition of EGF-555 and was carried out for the indicated time period. **B** Individual value plot of quantification of tracking distance of EGF-555-positive vesicles (median value indicated; ^****^P = 1.67 × 10^−13^; two-tailed *t*-test; *n* = 1213 vs 658 foci). **C** Individual value plot of quantification of tracking velocity of EGF-555-positive vesicles (median value indicated; ^****^ *P* = 6.93 × 10^−11^; two-tailed *t*-test; *n* = 1213 vs 658 foci). **D** Representative images of live cell imaging of Alexa EGF-555 (magenta) and LysoTracker Green (green) at indicated time points post EGF-555 addition. White arrows indicate areas of EGF-555 LysoTracker co-localisation. Co-localised foci are observed as white dots. Scale bars are 10 μm. **E** Quantification of the percentage of EGF-555 foci co-localised with LysoTracker Green at indicated time points (data are presented as mean ± SD; ^*^P = 0.0263, ^**^P = 0.0094 (25 min), ^**^P = 0.0094 (30 min), two-way ANOVA with Tukey multiple correction; *n* = 3v3 independent treatment experiments). Source data are provided as a Source Data file.

We next investigated how RAC1B modulates WNT signalling, in particular the potential link between these signalling pathways in intestinal cancer. Firstly, we investigated the impact of EGFR inhibition on WNT target gene expression in *Apc-*deficient organoids and found that, similar to following *Rac1b* deletion, a subset of targets were downregulated (Fig. S6F). In addition, we depleted *Rac1b* in *Apc*-deficient organoids carrying an additional activating mutation of *Kras*. In these organoids, where MAPK signalling is constitutively active, downstream of EGFR, the depletion of *Rac1b* had no effect on organoid clonogenic capacity or WNT target gene expression (Fig. S6G–J). We also investigated the possible involvement of NF-κB signalling and ROS activity but found these were unaltered in *Rac1b* deficient organoids (Fig. S6K, L). Interestingly, we have recently shown that deletion of a number of RacGEFs leads to reduced ROS activity in *Apc*-deficient tissue, suggesting that RacGEF-activated RAC1 controls ROS production but RAC1B does not (Pickering et al.^41^). Together, these data suggest there is crosstalk between WNT and EGFR signalling pathways in intestinal cancer and RAC1B mediated control of EGFR signalling activation is required for efficient WNT signalling activity.

### *RAC1B* depletion sensitises EGFR inhibitor-resistant colorectal cancer liver metastatic organoids to cetuximab treatment

These results suggest that RAC1B modulates EGFR receptor and signalling activation. To determine whether RAC1B stimulation of EGFR signalling was an important mediator of tumorigenic growth, we grew *Apc*^*fl/fl*^ and *Apc*^*fl/fl*^ *Rac1b*^*fl/fl*^ intestinal organoids in the presence or absence of EGF ligand. Whereas in the presence of EGF organoids from both lines grew to a comparable size, in its absence the growth of those lacking RAC1B was significantly perturbed (Fig. S7A). We found similar results when the same organoid lines were treated with the EGFR inhibitor PD153035, with *Apc*^*fl/fl*^ *Rac1b*^*fl/fl*^ organoids being significantly more sensitive to this treatment (Figs. 7A, B and S7B). To determine whether inhibition of RAC1B might cooperate with EGFR inhibition to increase the efficacy of treatment in human tumour organoids, we designed a Vivo-Morpholino to target human *RAC1* exon 4 (*hRAC1B* PMO) (Fig. 7C). We cultured patient-derived organoids (PDOs) from a benign colonic polyp and a stage 3 invasive tumour (T2N1M0) from a familial adenomatous polyposis (FAP) patient undergoing tumour resection. PDOs treated with *hRAC1B* PMO demonstrated a robust (<95%) knockdown in *RAC1B* transcript and protein levels (Figs. 7D and S7C). As before, total *RAC1* transcript was not significantly altered (Fig. 7D). To determine the effects of *RAC1B* knockdown on human tumour organoid growth, we pre-treated PDOs derived from the benign colonic polyp with *hRAC1B* or NT PMO, digested to single cells and carried out clonogenicity experiments in the continued presence of morpholino. In agreement with our mouse in vivo and in vitro data, *RAC1B* depletion led to a significant reduction in clonogenic capacity (Fig. S7D). Interestingly, organoids derived from the more advanced invasive tumour resected from the same patient did not show reduced clonogenicity suggesting depletion of *RAC1B* alone is unable to suppress proliferation of later stage, more aggressive tumours (Fig. S7E). However, removal of EGF ligand or addition of EGFR inhibitor led to a significant reduction in growth of tumour organoids when combined with *RAC1B* knockdown (Fig. S7E). Collectively, these results indicate a functional relevance for RAC1B-dependent EGFR regulation and suggest a potential beneficial therapeutic effect when both are simultaneously inhibited. To address this in a more clinically relevant model, we obtained previously described cetuximab-resistant human CRC liver metastatic organoids^42^. Two independent organoid lines were tested, C001 and C002, both are *KRAS* WT, both express high levels of *RAC1B* compared to the stage 3 invasive tumour utilised above (Fig. S7F) and both show resistance to cetuximab treatment in vitro. In addition, C002 was derived from a patient who acquired resistance to cetuximab upon treatment. In line with previous reports, treatment of both organoid lines with cetuximab did not affect organoid growth (Figs. 7E, F and S7G–J)^42^. However, combining cetuximab treatment with *RAC1B* depletion led to a significant inhibition of organoid growth (Figs. 7E, F and S7G–J). These results suggest the cooperation between RAC1B and EGFR signalling we identified in our mouse models is conserved in human CRC, and depletion of RAC1B can enhance the potency of EGFR inhibition in cetuximab-resistant tumours.

**Fig. 7:**
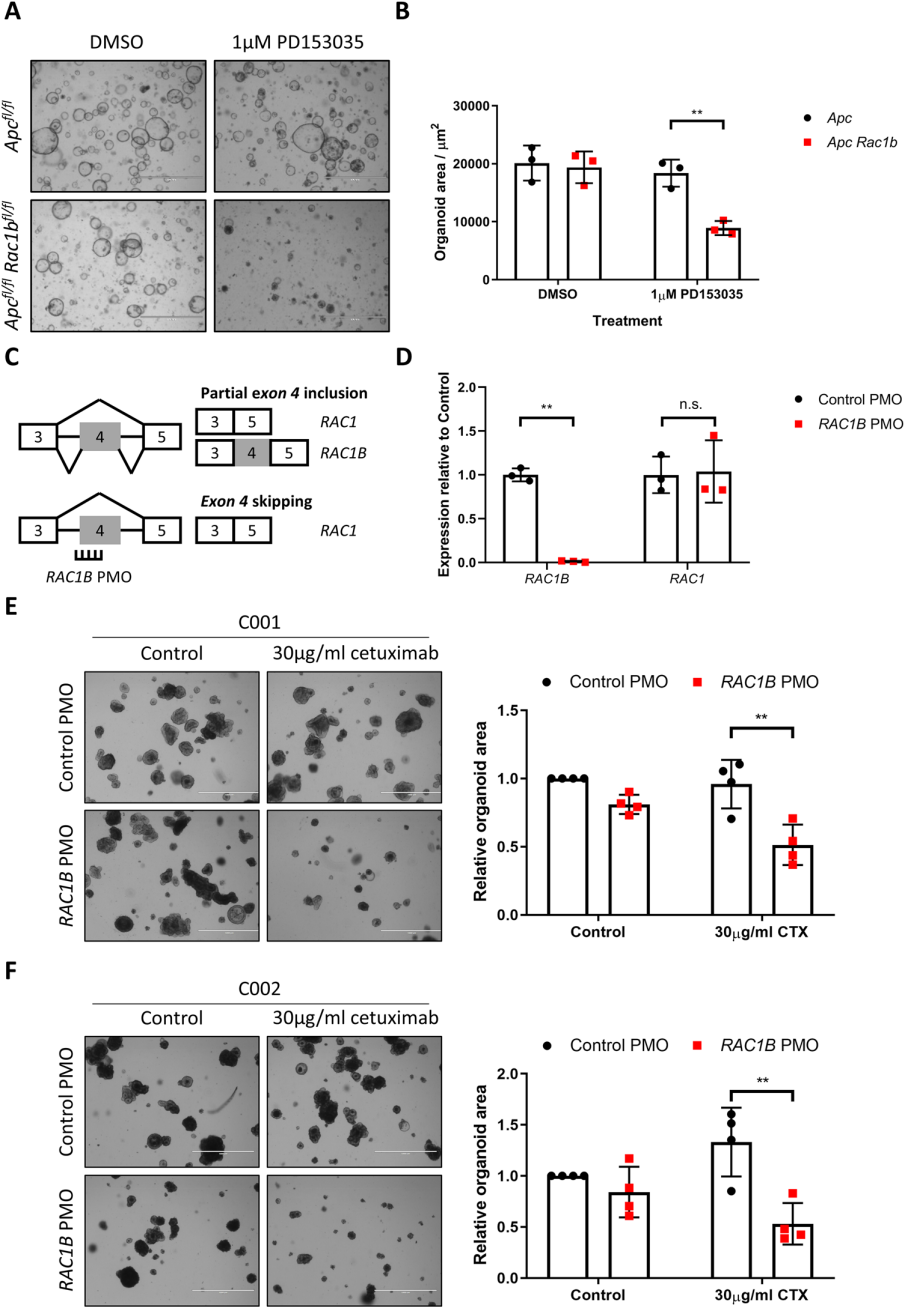
Depletion of *RAC1B* in human tumour organoids sensitises to EGFR inhibition. **A** Representative images of *Apc*^*fl/fl*^ and *Apc*^*fl/fl*^ *Rac1b*^*fl/fl*^ organoids grown with or without the EGFR inhibitor PD153035. Scale bars are 1000 µm. **B** Quantification of organoid size 20 h after addition of PD153035 (data are presented as mean ± SD; ^**^P = 0.0061; two-way ANOVA with Tukey multiple correction; *n* = organoids from 3v3 mice). **C** Schematic outlining design of *RAC1B* PMO. **D** qRT-PCR analysis of PDOs treated with control or *RAC1B* PMO (data are presented as mean ± SD; ^**^P = 0.0019; two-way ANOVA with Tukey multiple correction; *n* = 3v3 independent treatment experiments). **E** Representative images (left panel) and quantification (right panel) of C001 organoid PDOs treated with control or *RAC1B* PMO in the presence or absence of cetuximab (left panel) (data are presented as mean ± SD; ^**^P = 0.0011; two-way ANOVA with Tukey multiple correction; *n* = 4v4 independent treatment experiments). Scale bars are 1000 µm. **F** Representative images (left panel) and quantification (right panel) of C002 organoid PDOs treated with control or *RAC1B* PMO in the presence or absence of cetuximab (left panel) (data are presented as mean ± SD; ^**^P = 0.0019; two-way ANOVA with Tukey multiple correction; *n* = 4v4 independent treatment experiments). Scale bars are 1000 µm. Source data are provided as a Source Data file.

## Discussion

Here, we demonstrate that RAC1B mediates intestinal tumorigenesis. Using genetic mouse models we show that RAC1B is required for efficient formation of intestinal tumours with deletion of *Rac1b* leading to a reduction in tumour number, reduced tumour proliferation and decreased oncogenic WNT signalling. We find that RAC1B interacts with EGFR, and controls the activation of the EGFR signalling pathway by mediating its intracellular trafficking providing a plausible mechanism for its pro-tumorigenic functions. Using a novel inhibitor of *RAC1B* splicing, we demonstrate enhanced sensitivity to EGFR inhibition following RAC1B depletion in cetuximab-resistant human tumour organoids. We also find that in human CRC, high levels of *RAC1B* associate with elevated WNT signalling and poor prognosis. Together, these findings highlight an important oncogenic function of *RAC1B* and suggest therapeutic targeting of RAC1B may enhance the efficacy of EGFR inhibition.

Previous findings from in vivo models have shown that *Rac1b* overexpression alone is insufficient to drive tumorigenesis in both intestine and lung^43,44^, suggesting RAC1B function is important for tumour initiation and progression in cooperation with other oncogenic driver events. Our analysis of TCGA data is in agreement as it shows a significant association of high *RAC1B* expression with later tumour stage, presence of metastatic disease and poor prognosis. We also identified a significant correlation of elevated *RAC1B* and the WNT high, CMS2 CRC subtype and a negative correlation of *RAC1B* expression and the MSI high, BRAF-mutated CMS1 subtype. Apparently contradictory to the survival data, CMS2 subtype CRC is characterised by relatively good prognosis^1^. We subsequently found that survival of patients with CMS2 subtype tumour could be separated based on *RAC1B* expression, with the poorest prognosis in patients with high *RAC1B*. This subgroup of CMS2 patients perform as poorly as those with highly aggressive CMS4 subtype tumours suggesting a potential role for *RAC1B* in promoting tumorigenesis. It is possible that *RAC1B* is merely a marker of WNT-activated CRC, however, the suppression of WNT signalling in RAC1B-deficient tumours derived from our intestinal cancer model suggests that RAC1B is a functional mediator of WNT signalling. Another characteristic of CMS2 tumours is a favourable response to treatment with EGFR inhibitors. Interestingly, other CRC subtyping attempts have identified a WNT-activated subtype (termed TA) with relatively good prognosis^45^. However, the TA subtype contains two distinct populations that differ in their responsiveness to EGFR inhibitors termed TA-CS (cetuximab sensitive) and TA-CR (cetuximab resistant). Intriguingly, the TA-CR group displays high WNT activity and poor prognosis, similar to the *RAC1B* high, CMS2 group we have identified in this study. Therefore, it is tempting to speculate that high RAC1B expression plays a functional role in promoting the WNT high, CMS2 subtype and may promote characteristics of the cetuximab-resistant TA-CR subtype. If this is the case, inhibition of RAC1B could be of therapeutic benefit to patients with *RAC1B* high, CMS2 subtype tumours.

A number of previous studies have linked RAC1 and RAC1B to WNT signalling; so to define the mechanism by which RAC1B modulates tumorigenesis, we investigated its interactome using BioID. We found a number of proteins linked to WNT signalling, including CCNY and PROM1 but no core WNT receptor or signalling components were identified. The interactions with CCNY and PROM1 warrant future investigation but it is also possible that RAC1B modulates alternative pathways that cooperate with WNT signalling, to drive tumorigenesis. Of particular note was our identification of numerous RTKs as RAC1/RAC1B interacting proteins including the epidermal growth factor receptors EGFR and ERBB2. Both are well-defined drivers of oncogenesis, and inhibitors of EGFR are used clinically for the treatment of KRAS WT CRC. Interestingly, numerous reports have identified crosstalk between EGFR and WNT signalling. In particular, a recent study has shown that EGFR is required for WNT signalling via FZD9B in haematopoietic stem cells. This study shows that phosphorylation of FZD9B by EGFR promotes internalisation and signal transduction of the WNT9A–FZD9B–LRP complex providing evidence of a direct link between these pathways^38^. It is not clear if this mechanism is important for receptor-independent WNT activation such as following *Apc* loss, but our observations of changes to WNT target gene expression following EGFR inhibition suggest that links between these pathways are maintained under such conditions. In our study, we show that RAC1B depletion attenuates EGFR phosphorylation and downstream phosphorylation of AKT and ERK. Thus, efficient EGFR pathway activation requires RAC1B. Activation of EGFR signalling is controlled, in part, by the endocytic machinery, which directs receptors towards recycling or lysosomal sorting. Given the requirement for RAC1B to maintain EGFR phosphorylation after EGF stimulation, we speculated that RAC1B might interfere in EGFR intracellular dynamics. Indeed, using live cell imaging we observed altered EGFR trafficking upon *Rac1b* depletion and increased EGFR co-localisation with lysosomes. Therefore, it appears the depletion of *Rac1b* modifies EGFR trafficking, leading to increased lysosomal sorting and thus reduced activity. Our findings are in agreement with other studies that have demonstrated crosstalk between RAC1 and EGFR signalling pathways. For example, EGFR has been shown to activate RAC1 by accumulating the RacGEF TIAM1 at the membrane and promoting its GTP-bound state^46^. Additionally, EGF has been shown to promote RAC1B expression itself through modulation of the splicing factor HNRNPA1 although we did not find direct evidence of this in our model^47^. Together with our data, this suggests a complex network of interacting signalling pathways where WNT signalling can promote RAC1B expression, which in turn promotes efficient activation of EGFR, thus driving tumorigenesis.

In this study, we have developed a novel method of modulating *RAC1B* splicing in vitro using an antisense morpholino. Antisense morpholinos have previously been utilised to induce exon skipping, with the approach showing promise as a therapeutic option for Duchenne muscular dystrophy and Spinal muscular atrophy^48^. Targeting *RAC1B* in this way is extremely specific and efficient, therefore, it may be a viable way of inhibiting the splicing of *RAC1B* without disrupting the function of *RAC1* itself. The effects of RAC1B depletion in human-derived tumour organoid cultures corresponded well with our in vivo findings. RAC1B depletion in a benign polyp was sufficient to significantly attenuate clonogenic capacity, but in organoid cultures derived from invasive and metastatic tumours it had little effect. This would likely rule out the possibility of targeting RAC1B as a single-agent therapeutic in late stage disease. However, treating RAC1B-depleted tumour cells with an EGFR inhibitor led to a significant reduction in the clonogenic growth of these cells. Importantly, we also found that depletion of RAC1B in cetuximab-resistant liver metastatic organoids sensitised them to cetuximab treatment. The EGFR inhibitors, cetuximab and gefitinib, are utilised for the treatment of late stage KRAS WT CRC. Although initial responses are observed in some patients, resistance rapidly emerges leading to disease progression. In some cases, resistance is driven by activation of MAPK pathway via mutation of genes such as KRAS, NRAS, NF1 or BRAF. In others, no obvious mutational drivers of resistance are present, suggesting non-genetic drivers of resistance. Intriguingly, a recent paper has suggested the acquisition of resistance to cetuximab can occur via the transcriptional switching from CMS2 to CMS4 subtypes^7^. CMS4 CRC is characterised by an EMT-like, TGF-β-activated transcriptome. We observed high *RAC1B* expression in a proportion of CMS4 tumours and it has previously been demonstrated that RAC1B can drive EMT, suggesting a potential functional role for RAC1B in this process^49^. In addition, activation of lncRNA MIR100HG-derived miR-100 and miR-125b have been observed in CRC cells that have acquired resistance to cetuximab^50^. These microRNAs promote WNT signalling activation via repression of multiple negative regulators of the pathway suggesting WNT signalling activation may be an important mechanism driving cetuximab resistance. Whilst our strategy of depleting *RAC1B* using morpholinos remains unproven in vivo, our proof-of-principle findings that depletion of RAC1B sensitises tumour organoids to EGFR inhibition in vitro suggest RAC1B may be considered as a potential therapeutic target for enhancing the efficacy of clinically used EGFR inhibitors.

## Methods

### Mouse experiments

All mouse experiments were performed under the UK Home Office regulations and all relevant ethical regulations were adhered to. The study protocols were approved by University of Edinburgh AWERB. Mice were bred at the animal facilities of the University of Edinburgh and the Beatson Institute, were kept in 12 h light–dark cycles and were given access to water and food ad libitum. Mice were maintained in a temperature- (20–26 °C) and humidity- (30–70%) controlled environment. Mice (of both genders) were induced with tamoxifen between the age of 6 and 12 weeks, once they had reached a minimum weight of 20 g. Mice colonies had a mixed background (50% C57Bl6J, 50% S129). The genetic alleles used for this study were as follows: *vil-Cre-ER*^*T2*^ ^51^, *Apc*^*fl*^ ^52^ and *Rac1b*^*fl*^. Mice were genotyped by Transnetyx (Cordoba, USA). To achieve deletion of RAC1B protein without affecting RAC1 expression, loxP sites were inserted on either side of exon 4 of the mouse *Rac1b* transcript (Rac1-202; ENSMUST00000100489.3; Chromosome 5: 143,509,597 – 143,509,653). 

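Exon 4 of Rac1-202 lies on chromosome 5 of GRCm38 from 143509597 to 143509653, on the minus strand, and is absent from the other 3 *Rac1* transcripts of the GENCODE vM21 annotation. It holds 57 coding bases, which make 19 codons with 0 bases left over. On the transcript strand its sequence is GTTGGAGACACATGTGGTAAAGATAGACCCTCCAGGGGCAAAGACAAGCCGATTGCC. The exon makes up 2.45% of the 2325 bases of Rac1-202. All bases of its other 6 exons lie in exons of other *Rac1* transcripts as well. The 3' end of Rac1-202 at 143505482 is not shared with Rac1-201, which ends at 143503634. In the 4 *Apc* tumours with RNA sequencing, kallisto assigned 49.3% ± 1.06 (SD, n = 4) of the TPM of *Rac1* to Rac1-202, and 49.1% ± 1.55 (SD, n = 4) in the 4 *Apc Rac1b* tumours. The difference of -0.252 percentage points was within the spread between tumours (two-sided exact permutation test, p = 0.914, n = 4 and 4). This estimate does not measure the inclusion of exon 4, since nearly all reads assigned to Rac1-202 can come from sequence it shares with messages that lack the exon. It can therefore neither show nor exclude loss of exon 4 in these tumours.

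**Figure D3:**
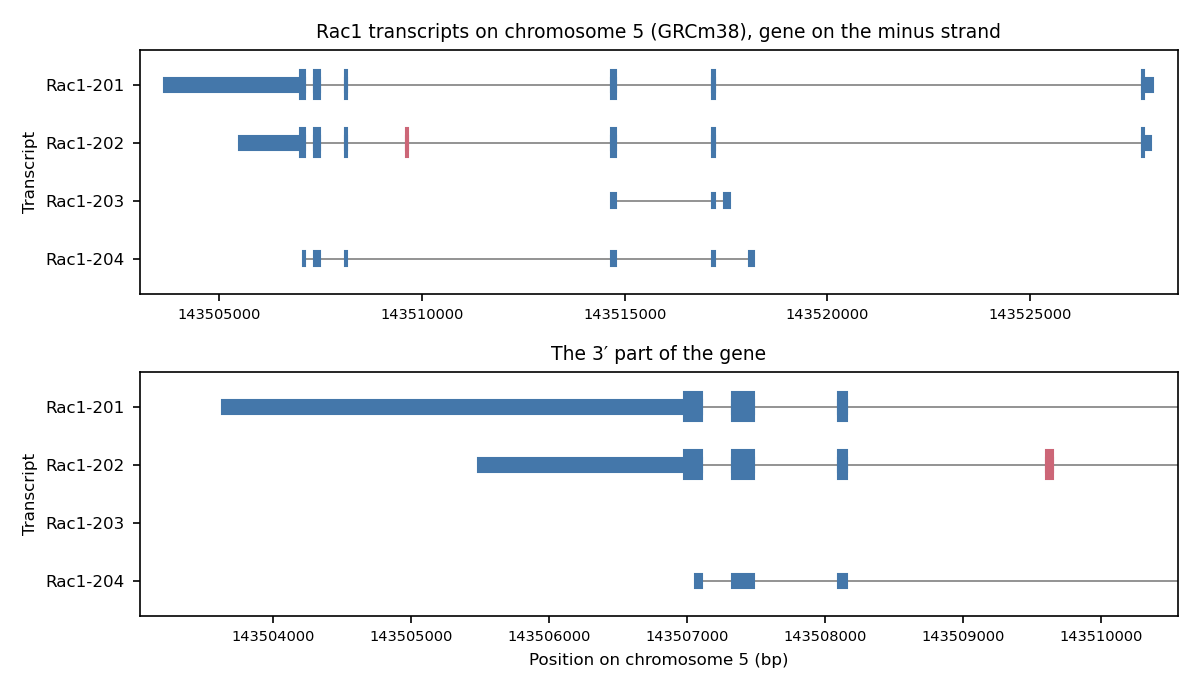
Exons of the 4 annotated *Rac1* transcripts on chromosome 5 (GRCm38), with the position in bp on the horizontal axis. Tall boxes are coding and low boxes non-coding parts of exons, and exon 4 of Rac1-202, from 143509597 to 143509653, is in red.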

Details are given in “Supplementary Materials and Methods”. For long-term Cre recombination in tumour cohorts, mice were induced with a single intraperitoneal (IP) injection of 80 mg/kg of tamoxifen and were aged until symptomatic of disease (rectal bleeding, weight loss, hunched position and/or pale feet). For short-term Cre recombination, two consecutive IP doses of 120 mg/kg and 80 mg/kg of tamoxifen were administrated to the mice and they were sacrificed at day 5 post induction. Mice were randomly distributed by sex and age and a minimum of 15 or 3 mice were used for long- and short-term experiments, respectively. Proliferation was evaluated by a single IP injection of 200 µl of BrdU cell proliferation label (GE, 1392253) 2 h prior to termination. In long-term tumour cohort mice, tumour number and burden were macroscopically quantified in situ after mouse termination.

### Analysis of TCGA data

For isoform expression analysis of the TCGA COAD dataset, normal and matched tumour tissue expression data of RAC1 (uc003spx.3) and *RAC1B* (uc003spw.3) isoforms were downloaded from the TCGA Synapse group (accession doi:10.7303/syn300013) and the IlluminaHiSeq_RNASeqV2 study. For *RAC1B* PSI analysis, data from each tumour type containing normal tissue expression were downloaded from the TCGASpliceSeq web-based platform^30^. *RAC1B* high and low groups were categorised according to whether PSI value was above 0.2 of normal tissue PSI average (high) or below the average of normal tissue PSI (low). Information about patient survival, lymphovascular invasion and metastasis was extracted from CBioPortal (cbioportal.org), as well as the mutational data of TCGA tumours and their CMS classification. For CMS and *RAC1B* correlation analysis, RSEM-calculated reads of TCGA COAD tumours’ dataset were downloaded from Wang et al. study^53^ and genes of each CMS subtype were correlated to its *RAC1B* PSI value. Moreover, the expression of some genes of interest was grouped according to *RAC1B* high or low tumours. Tumour stage data, MSI status and the presence of *BRAF*^*V600E*^ mutation were acquired from the clinical data published by the CRC Subtyping Consortium (CRCSC) (accession doi: 10.7303/syn2623706).

### RNA sequencing and analysis

Following RNA isolation using Qiagen RNeasy Mini Kit from intestinal tumours, RNA integrity was evaluated on an Agilent 2200 Bioanalyser and a RIN over 8 was considered optimal for analysis. Illumina RNAseq and library preparation were performed by Edinburgh Genomics (UK). Transcript abundances were quantified using kallisto^54^ from a transcriptome index compiled from coding and non-coding cDNA sequences defined in GRCm38 (Ensembl 95). Differential expression was called using DESeq2^55^ at the gene level after importing estimated counts per transcript from kallisto using tximport^56^. Significant genes were considered for pathway analyses using the Innate DB database (innatedb.com). Genes were pre-ranked and analysed for Gene Set Enrichment Analysis (GSEA, v3.0) to generate enrichment plots for *Apc*-, *Wnt-*, *Lgr5*- and β-catenin-related target genes’ datasets.

### Organoid culture

For organoid culture, intestinal epithelial cells were isolated as detailed in the ‘Intestinal epithelial isolation and fractionation’ section below. During cell fractionation step, fractions 3 and 4 were combined, washed with 20 ml of Advanced DMEM/F-12 medium (ADF, Gibco) supplemented with 100 U/ml penicillin, 100 µg/ml streptomycin, 2 mM L-Glutamine and 10 mM HEPES (Life Technologies, 15630080). This was centrifuged at 300*g* for 3 min, supernatant was discarded and the pellet was resuspended with 10 ml of supplemented ADF (from now on, ADF) and filtered through a 70 µm cell strainer to obtain isolated crypt fragments. Crypts were centrifuged at 700*g* for 10 min and pellet was carefully resuspended with 500 µl of Cultrex PathClear Reduced Growth Factor BME (Bio-Techne, 3533–010–02). In a pre-warmed 24-well plate, a volume of 20 µl/well of BME was plated. The plate was incubated for 10 min at 37 °C to allow BME solidification and 500 µl of growth medium was added. Growth medium was composed of ADF, 1X N2 (Gibco, 17502048), 1X B27 (Gibco, 17504044), 50 ng/ml EGF (Peprotech, 315–09–500) and 100 ng/ml Noggin (Peprotech, 250–38–500). PDOs were established and grown as previously described^57^. Ethical approval for human CRC organoid derivation was carried out under NHS Lothian Ethical Approval Scottish Colorectal Cancer Genetic Susceptibility Study 3 (SOCCS3) (REC reference: 11/SS/0109). Briefly, tumours were cut and washed with ADF in a 15 ml Falcon tube. Tumoral pieces were digested with 2 ml of digestion medium containing 1700 µl ADF, 1 mg/ml Collagenase II (Sigma, C1764), 0.5 mg/ml Hyaluronidase (Sigma, H3506) and 10 µM Y-27632 (Tocris, 1254). Digestion was performed at 37 °C for 90 min with vigorous pipetting every 15 min to facilitate digestion. Digestion was stopped by adding 100 µl of 1% BSA (bovine serum albumin). Cells were passed through a 40 µm cell strainer to obtain single cells and centrifuged for 3 min at 600*g*. Pellet was resuspended with 500 µl of BME and plated in a pre-warmed 24-well plate. PDOs were grown in ADF medium containing 100 U/ml penicillin, 100 µg/ml streptomycin, 2 mM L-Glutamine, 10 mM HEPES, 1X Primocin, 1X B27, 1.25 mM NAC, 10 mM Nicotinamide, 50 ng/ml EGF, 500 nM A83-01, 10 µM SB202190, 100 ng/ml Noggin, 1 µM PGE and 10 nM gastrin. The organoid cultures were passaged every 3–4 days.

### Depletion of *Rac1b* with an antisense morpholino

Two antisense morpholinos were designed to specifically target the exon splice enhancer region of exon 4 in the mouse and human *Rac1/RAC1* transcript:

*mRac1b* PMO - GTCTATCTTTACCACATGTGTCTCC

*hRAC1B* PMO - TCCTTACCGTACGTTTCTCCAACCT

Binding led to the skipping of the exon 4 and prevented translation of RAC1B protein. Morpholinos conjugated to an octa-guanidine dendrimer delivery moiety (Vivo-Morpholino, PMO) were purchased from GeneTools (USA) and a non-targeting morpholino (NT PMO) was used as control. For depletion of *Rac1b* in the CMT93 cells, 2.5 × 10^5^ cells were seeded in a 6-well plate and the medium was supplemented with 2.5 µM of *Rac1b* PMO or NT PMO for 24 h. For depletion of *RAC1B* in human organoids, these were treated with 1 µM *hRAC1B* PMO or NT PMO for 96 h. Further experiments using 2D cells or 3D organoids deficient for *RAC1B* were conducted following this pre-treatment with morpholino. Morpholino was kept in the medium over the duration of the experiment.

### Clonogenicity assays

Plated mouse organoids were washed and digested into single cells through incubation with 500 µl of StemPro Accutase solution (Life Technologies, A1110501) at 37 °C for 15 min. ADF was added to stop digestion and cells were filtered through a 40 µm cell strainer. Cells were spun down for 5 min at 600*g*, the pellet was resuspended with 2 ml of ADF and cells were automatedly counted using the Countess machine (Thermo Fisher). In all, 10,000 single cells were plated per 5 µl BME drop, and a minimum of 4 drops was plated per each genotype. Growth medium was added as usual and formed clones were counted after 4 days. The percentage of clonogenic capacity was calculated as the average percentage of spheres formed in each drop. This experiment was repeated with at least 3 biological replicates and statistical differences were calculated. For PDOs, organoids were digested with TripLE at 37 °C for 45 min with regular mixing. Single cells were filtered and counted as above and 2500 cells plated per 5 µl BME drop and a minimum of 4 drops was plated for each treatment group. Clone formation was scored 14 days later.

### Data plotting and statistical analysis

All statistical analyses and graphs were performed using GraphPad Prism v7.0 software (La Jolla, USA) unless otherwise stated. Student’s *t*-test was used for the comparison of two groups following normality. In contrast, groups that did not follow normality were analysed with the non-parametric Mann-Whitney test. Survival curves and percentage of survival were calculated with a Log-rank (Mantel-Cox) test. Pearson correlation was used to evaluate the correlation between two datasets, while Fisher’s test was used to assess the association between two categories. All *P* values less than 0.05 were considered statistically significant.

### Generation of *Rac1b*^*fl*^ allele

A conditional allele of *Rac1b* (Ensembl ID: ENSMUSG00000001847 in mouse genome assembly GRCm38.p6) was created by inserting loxP sites on either side of exon 4 (ENSMUSE00000648127; Chromosome 5: 143,509,597 - 143,509,653) of the *Rac1b* transcript (Rac1-202; ENSMUST00000100489.3). Small targeting vectors spanning the insertion sites of the loxP sites on the 5ʹ and 3ʹ side of *Rac1b* exon 4 were synthesised (GeneArt). An F3-Neo cassette and an Frt-Hygro cassette were inserted into the 5ʹ and 3ʹ loxP synthetic DNA plasmids, respectively, by co-transfection into EL250 *Escherichia* *coli*^58^, which express Flp recombinase under arabinose induction. The loxP FRT Hygro DNA fragment bounded by the homology arms was excised and recombineered^58^ into a mouse genomic DNA BAC clone (Source Biosciences) carrying the mouse *Rac1b* gene in EL250 *E. coli*^59^. The Hygro cassette was then removed by arabinose-induced Flp expression. Subsequently, the loxP F3 Neo DNA fragment was introduced into the same *Rac1b* BAC clone by recombineering. A linearised retrieval plasmid was generated by PCR of a p15A vector backbone with oligos incorporating 70 bp *Rac1b* homology arms^60^. The modified *Rac1b* sequences were retrieved from the BAC clone in EL250 *E. coli* by recombineering. The retrieved plasmid represents the targeting vector with approximately 6.5 and 3.4 kb homology arms. The targeting vector was linearised and transfected into HM1 mESCs^61^. Cells were selected under G418 (250 µg/ml) and surviving colonies picked and screened for targeting by long range PCR (using the Roche Expand Long Template PCR System) from within F3-Neo cassette to sequences beyond the ends of the homology arms. Oligo sequences used to screen cells to ensure appropriate targeting of the *Rac1b* gene were ATGTGGTATAGCTGTTCCCTGGTC and CTAGAGCTTGCGGAACCCTTAATG (7.3 kb) for the 5ʹ side and CTACTTCCATTTGTCACGTCCTGC and GTTGAGATGTGGTCCATGCTAAGC (5.3 kb) for the 3ʹ side. The presence of the isolated loxP site was confirmed by PCR with TTGGAGACACATGTGGTAAAGATAG and ACAGAACACCAGAGTCAGAGAAGAG (424 bp) and confirmed by digestion of the PCR product with XbaI, which is within the linked FRT site. Following identification of correctly targeted clones, mouse lines were derived by injection of ES cells into C57BL/6J blastocysts according to standard protocols. After breeding of chimeras, germline offspring were identified by coat colour and the presence of the modified allele was confirmed with the 3ʹ loxP primers described above. Mice were subsequently crossed with a mouse line expressing Flpe (Tg(ACTFLPe)9205Dym) to delete the selectable marker by recombination at the FRT sites^62^. Deletion with the selectable marker was confirmed by PCR across the remaining F3 site with the oligos CCCACAGATGAAACCAGGAG and GCTCAGCGTTCAGAAAGTGG (495 bp).

### Immunohistochemistry

Intestinal tissue was harvested, flushed with PBS solution and fixed as “Swiss-roll” sections in PFA for 24 h at 4 °C. For tumour scoring, intestines were fixed in Methacarn (60% methanol, 30% chloroform and 10% glacial acetic acid). Tissue was automatedly processed through the Tissue-TeK VIP infiltration Processor (Sakura) for paraffin embedding and cut into 5 µm sections with the microtome (Leica). Standard IHC techniques were conducted during this study. Antibodies used were as follows: BrdU, 1:500 (Bioss, bs-0489H), β-catenin, 1:50 (BD Biosciences, 610154), cleaved Caspase 3, 1:800 (R&D), Lyz1 (DAKO, A009), Muc2 (Genetex, GTX100664), EGFR^pY1068^, 1:25 (Cell Signalling, 3777S), EGFR^pY1068^, 1:400 (Abcam, ab40815) and ERK1/^2pT202/Y204^, 1:100 (Cell Signalling, 4370S). At least 3 different mice of each genotype were used as biological replicates in every IHC experiment. Scoring of the staining was done blinded for evaluation and representative images were selected. Images were digitalised using the Nanozoomer Digital slide scanner (Hamamatsu) and analysed with the viewer software NDP.view2 (Hamamatsu). Scoring of tumour sections was automatedly performed using the QuPath software (qupath.github.io), whilst proliferation scoring of normal intestine was carried out manually.

### BaseScope™ in situ hybridisation

A specific BaseScope™ probe was designed against the exon 3–4 junction of the transcript variant 1 of *Rac1* (NM_001347530.1), which included the following nucleotides: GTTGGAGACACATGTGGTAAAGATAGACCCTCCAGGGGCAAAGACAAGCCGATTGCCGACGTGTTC. The probe was purchased from Advanced Cell Diagnostics (ACD Bio-Techne, UK) and BaseScope™ in situ hybridisation was conducted on formalin-fixed intestine tissues embedded in paraffin blocks following company instructions. For control of RNA integrity in tissue sections, sections were also hybridised with a reference positive-control probe. Three different mice per each genotype were used for the experiment and positive dots per tissue area were scored manually by blind scoring. For false colour analysis, to enhance visibility of Basescope dots, the image was split into red, green and blue channels in ImageJ. A threshold (180/255) was set in the blue image, and the colour channels remerged.

### Western blotting

Proteins from organoids and cellular pellets were extracted using RIPA buffer (Sigma, R0278) supplemented with 1% of phosphatase and protease inhibitors (Sigma, P0044 and P8340). BCA Protein Assay kit (Pierce) was used to determine protein concentration. Here, 10 µg of denatured protein lysate was separated by electrophoresis in 4–12% Bis-Tris protein gels (NuPage, Thermo Fisher) and wet transferred onto methanol pre-activated nitrocellulose membrane. Quick staining with Ponceau solution was used to evaluate transfer efficiency and following PBST washes (PBS with 0.1% Tween, Sigma), membrane was blocked for 1 h at RT with 5% milk/PBST (dried milk, Marvel) or 3% BSA/PBST (BSA, Sigma) when probing phosphorylated proteins. The membrane was incubated with primary antibody diluted in the blocking solution o/n at 4 °C and with anti-rabbit or anti-mouse IgG (HRP linked, Cell Signalling) for 1 h at RT. Primary antibodies and concentrations used were as follows: AKT, 1:2000 (Cell Signalling, 9272S); AKT^p5473^, 1:3000 (Cell Signalling, 4060S); EGFR, 1:1000 (Cell Signalling, 2232S); EGFR^pY1068^, 1:500 (Cell Signalling, 2234S); ERK1/2, 1:2000 (Cell Signalling, 4695S); ERK1/^2pT202/Y204^, 1:3000 (Cell Signalling, 4370S), NF-κB p65, 1:1000 (Abcam, ab7970), NF-κB p65^pS536^, 1:1000 (Cell Signalling, 3033S), Rac1b (Millipore, 1:1000), Vinculin (Abcam, 1:5000), Streptavidin-HRP, 1:10,000 (Abcam, ab7403), Myc-tag, 1:10,000 (Cell Signalling, 2276S) and β-actin, 1:5000 (Cell Signalling, 4970S). Antibody signal was detected by chemiluminescence using the ECL Plus Substrate (Thermo Scientific) following product instructions, and the membrane was developed at the darkroom with ECL hyperfilm (Amersham). Bands’ densitometry was assessed using FIJI (ImageJ). To allow subsequent use, membranes were stripped by incubation with a Stripping solution (Millipore, 2504) for 15 min at RT.

### RNA isolation

Intestinal tissue and tumours preserved in RNAlater (Sigma, R0901) and pellets from tumour organoids or 2D cells were used to isolate RNA. RNA extraction was conducted using the Qiagen RNeasy Mini Kit (Qiagen) and the protocol was performed according to the manufacturer’s instructions. For tissue RNA extraction, a homogenisation pre-step with stainless-steel beads and the Qiagen Tissuelyser LT (Qiagen) was carried out. Genomic DNA contamination was removed with the DNA-free removal kit (Ambion/Applied Biosystems, AM1906) and RNA concentration was quantified with the Nanodrop ND-100 spectrophotometer (Thermo Fisher).

### cDNA synthesis and quantitative qRT-PCR

Here, 1 µg of RNA was reverse transcribed to cDNA using 4 µl of qScript cDNA SuperMix reagent (Quanta Bioscience, 95048–100) in a final reaction volume of 20 µl. PCR cycling conditions were as follows: 5 min incubation at 25 °C, DNA polymerisation at 42 °C for 30 min and enzyme deactivation at 85 °C for 5 min. PCR product was diluted 1:10. For the qRT-PCR experiment, a reaction mixture of 20 µl containing 10 µl of SYBR Master mix (Life Technologies, A25742), 0.5 µM of each reverse and forward primer, 5 µl of cDNA template and 4 µl of RNase-free water was prepared. The list of primers used are shown in Table S1. Reactions were conducted in duplicate and β-actin was used as a reference gene for CT-value normalisation. Amplification was conducted using the CFX Connect Real-Time System machine (Bio-Rad) and cycling conditions were as follows: a pre-incubation step of 95 °C at 15 min, followed by an amplification step of 95 °C for 10 s, 60 °C for 30 s and 72 °C for 30 s repeated for 44 cycles, and a melting curve analysis from 65 °C to 95 °C in 0.5 °C intervals.

### BioID protein interactome

A plasmid encoding the BirA* enzyme tagged to a myc tag at the C-terminus was purchased from Addgene (Myc-BioID2-MCS plasmid, 74223) and purified by Miniprep (Qiagen) according to the manufacturer’s protocol. Then, 5 µg of plasmid was digested with NheI-HF (NEB, R3131) and EcoRI-HF (NEB, R3101S) restriction enzymes to introduce the Myc-BioID2 sequence into the pLJM1-EGFP lentiviral vector (Addgene, 19319). Upon plasmid ligation and transformation, successful colonies were grown and purified by Miniprep. In parallel, *Rac1b* was purchased from GeneScript (OHu22224) and *Rac1* was amplified from normal murine small intestine tissue. Primers containing the sequences of Eco-RI-HF and SacII-HF (NEB, R0175S) restriction enzymes were used for *Rac1b* and *Rac1* amplification. Primer sequences were as follows: *Rac1/Rac1b* Forward (5ʹ-3ʹ): TTTTTGAATTCCAGGCCATCAAGTGTGTG and *Rac1/Rac1b* Reverse (5ʹ-3ʹ): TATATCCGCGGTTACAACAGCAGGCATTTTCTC. For amplification, Phusion DNA polymerase (NEB, M0530S) was used and the PCR protocol consisted on a pre-incubation step of 98 °C for 4 min, 27 amplification cycles composed of 45 s at 95 °C, 45 s at 59 °C, and 40 s at 72 °C and a final elongation step of 7 min at 72 °C. After an A-tailing reaction with the FastTaq polymerase (Roche, 12161508103) and 1 mM of dATP (PCR: 1 min at 95 °C and 30 min at 70 °C), the pGEM-T Easy Vector System (Promega, A1360) was utilised to insert *Rac1* and *Rac1b* sequences into the Myc-BioID2-containing lentiviral vector. Blue-white screening with X-gal/IPTG plates was used to detected positive (white) pGEM-T transformed colonies, which were grown and purified. PGEM-T insert was digested and sequenced for verification. Lentiviral vector was digested with EcoRI-HF and SacII-HF too and ligated with the pGEM-T inserts. Successful colonies were sequenced and amplified by HiSpeed Plasmid Maxi kit (Qiagen). As a BioID interaction control, an insert-free vector was also amplified. For the BioID pull-down experiment, a total of 3 × 10^6^ cells of the CMT93 cell line were seeded in 10 cm^2^ dish the day before transfection. Three plates were used per each condition (Rac1-BirA, Rac1b-BirA and BirA), 24 µg of DNA per plate was used for transfection, using 60 µg of Lipofectamine 2000 (Invitrogen, 11668030) and 40 h later, transfection medium was replaced with 50 µM of Biotin (1 mM biotin stock: 0.0122 g biotin dissolved in 50 ml DMEM) in 10 ml of cell medium (Sigma, B4501). Cells were incubated for 20 h and collected for protein extraction with 500 µl of RIPA buffer per dish. Upon protein clarification, the lysate was incubated with 15 µl of neutralised Streptavidin Sepharose matrix (GE Healthcare, 17–5113–01) for 6 h at 4 °C on a rotator. Following incubation, the lysate was spun down at 1000*g* for 5 min and supernatant was carefully removed. Beads were gently washed with 1 ml of wash buffer (50 mM TrisCl and 8 M Urea, pH 7.4) for 8 min at RT on a rotator and centrifuged at 1000*g* for 2 min. This washing step was repeated three times, the last wash with a urea-free buffer. Beads’ pellets were a digested with Trypsin and processed as previously described^63^. Mass spectrometry was done using a Lumos Fusion (Thermo) mass spectrometer coupled to a RLS-nano uHPLC (Thermo). Peptides were separated by a 40 min linear gradient from 5% to 30% acetonitrile, 0.05% acetic acid. Proteins were identified and quantified the MaxQuant software suite using label-free quantification and searching against the mouse Uniprot database. Proteins enriched in Rac1-BirA, Rac1b-BirA vs BirA Protein were determined by >2-fold enrichment and *P* value < 0.05. NetworkAnalyst platform with the IMEx database was used for the interactome analysis of the resultant protein hits (networkanalyst.ca). To validate EGFR as a RAC1B-interacting protein, washed beads’ pellets were resuspended with RIPA and 10X DTT, run on a western blot gel and probed against Streptavidin-HRP and EGFR. Lysate input was used as a positive control.

### Intestinal epithelial isolation and fractionation

Harvested small intestine was washed with cold PBS, opened longitudinally and scrapped off with a coverslip to discard villi. The intestine was cut into small pieces and transferred to a 50 ml Falcon tube. Pieces were washed up and down several times with cold PBS, discarding supernatant with debris, and these were incubated with 25 ml of 2 mM EDTA for 30 min at 4 °C with agitation to allow crypt separation from surrounding tissue. EDTA was discarded and intestinal pieces were gently washed with cold PBS. Intestinal fractionation was initiated by adding 10 ml of cold PBS and thoroughly pipetting up and down several times. These 10 ml cell solutions were collected, which contained loosened intestinal cells, and corresponded to fraction number 1. This step was repeated three more times, the latter fractions being enriched in crypt/stem cells. For fractionation and transcriptomic analysis, fractions were independently spun down and pellets were used for RNA extraction and qRT-PCR experiments. However, when evaluation of overall epithelial intestinal cells was carried out, the four fractions were jointly collected and the cellular pellet was used for either RNA or protein extraction.

### Cells and cell culture

The cell line used in this study was the mouse rectal carcinoma cell line CMT93^64^. A stock of 3–6 × 10^6^ cells/ml was maintained over the study in T25 or T75 cell flasks (Corning) in Dulbecco’s Modified Eagle’s Medium (DMEM, Sigma) supplemented with 10% foetal calf serum and 1% of penicillin and streptomycin (Life Technologies, 15140). When cells reached 80% confluency, standard cell culture techniques were used for cell passaging and maintenance.

### EGF stimulation experiment

In a 6-well plate, 2.5 × 10^5^ CMT93 cells per well were seeded. The day after, a medium solution with 20 ng/ml EGF was prepared and was added to the cells following 4 h serum starvation. Cells were collected after 5, 10, 15 and 30 min of EGF stimulation for protein extraction. A non-starved well and a non-EGF-stimulated well were used as controls in each experimental group.

### EGF uptake assay

CMT93 cells were subjected to knockdown of *Rac1b* using mouse-specific PMOs targeting *Rac1b*, and a non-targeting control for 96 h. They were serum-starved for 6 h before being treated with EGF-AlexFluor555 (20 ng/ml) for the indicated times. Cells were then fixed in 4% PFA at room temperature (RT) for 15 min, before being quenched with 100 mM Glycine-PBS for 10 min. Following three washes with PBS, cells were permeabilised (0.2% saponin, 5% BSA, PBS pH 7.5) for 20 min at RT. Following 1 wash with IF buffer (0.2% Triton-X100, 0.05% Tween-20, PBS pH 7.5). Cells were then blocked in 3% BSA in IF buffer for 30 min, before being stained with α-EGFR (ab52894) in 1% BSA in IF buffer overnight at 4 °C. Following three washes in IF buffer, cells were stained with α-rabbit AlexaFluor488™ in 1% blocking solution for 45 min at RT. Cells were washed three times in IF buffer, before stained in Fluoromount-G^®^ with DAPI. Images were taken on Nikon A1R confocal microscope. Images were analysed using ImageJ.

### EGFR-Rab5 co-localisation assay

CMT93 cells stably expressing pBabe-mCherry-Rab5 construct (a gift from Dr. Noor Gammoh) were generated by retroviral transduction in DMEM high-glucose media containing (8 µg/ml polybrene). Two days post transduction, cells were selected for with puromycin (2 µg/ml) for 7 days. CMT93 cells were subjected to knockdown of *Rac1b* using mouse-specific PMOs targeting *Rac1b*, and a non-targeting control for 96 h. Cells were serum-starved for 6 h before being treated with EGF (20 ng/ml) for the indicated times. Cells were then fixed in 4% PFA at RT for 15 min, before being quenched with 100 mM Glycine-PBS for 10 min. Following three washes with PBS, cells were permeabilised (0.5% Triton X-100, PBS pH 7.5) for 20 min at RT. Following 1 wash with IF buffer (0.2% Triton-X100, 0.05% Tween-20, PBS pH 7.5). Cells were then blocked in 3% BSA in IF buffer for 30 min, before being stained with α-EGFR (ab52894) in 1% BSA in IF buffer overnight at 4 °C. Following three washes in IF buffer, cells were stained with α-rabbit AlexaFluor488™ in 1% blocking solution for 45 min at RT. Cells were washed three times in IF buffer, before being stained in Fluoromount-G^®^ with DAPI. Images were taken on Nikon A1R confocal microscope. Co-localisation was measured using Coloc2 plugin on ImageJ.

### EGF tracking and lysosome-stained live cell imaging

CMT93 cells were subjected to knockdown of *Rac1b* using mouse-specific PMOs targeting *Rac1b*, and a non-targeting control for 96 h. They were serum-starved for 6 h before treatment. Cells were stained with 25 nM LysoTracker™ Green DND-26 (Thermo Fisher Scientific) for 30 min at 37 °C, followed by two washes in Live Cell Imaging Solution (Invitrogen). Cell were then treated with 20 ng/ml EGF-AlexFluor555 and imaged every 30 s for the indicated times using an Andor spinning disk confocal microscope. EGF tracking was performed using TrackMate plugin on ImageJ. Co-localisation was performed by manual scoring of EGF-555/LysoTracker double-positive foci at each indicated time point. The total number of EGF-555 foci was determined using ImageJ “Find Maxima” at setting 100. Percentage EGF-555 foci co-localised with LysoTracker was calculated using these two values.

### Modulation of EGFR signalling in tumour organoids

To inhibit EGFR with the PD153035 small inhibitor (Sigma, SML0564), organoids were washed and split as fragments by mechanically breaking the organoids with a P1000 instead of a P200. A density of 100 fragments/µl of BME was plated in 15 µl BME drops. Following 24 h of plating, growth media was replaced with media containing either 1 µM of PD15303 or 1% DMSO (Sigma) as control. Brightfield organoid pictures were taken following 20 h of treatment. To assess RAC1B dependency for EGFR signalling activation, organoids plated as fragments were grown either with EGF-free medium or with medium supplemented with EGF. Pictures were taken 72 h post plating. For both experimental setups, images were used to assess the organoid area using ImageJ.

### Cetuximab treatment of patient-derived organoids

Human colorectal organoids derived from liver metastases (C001 and C002) were cultured in ADF medium containing 100 U/ml penicillin, 100 µg/ml streptomycin, 2 mM L-Glutamine, 10 mM HEPES, 1X Primocin, 1X B27, 1.25 mM NAC, 10 mM Nicotinamide, 50 ng/ml EGF, 500 nM A83-01, 10 µM SB202190, 100 ng/ml Noggin, 1 µM PGE and 10 nM gastrin. Organoids were passaged by breaking into small fragments and replating. *RAC1B* was depleted by treatment with 1 µM *hRAC1B* PMO or NT PMO for 96 h. After 96 h, the media was replaced with fresh media containing 1 µM *hRAC1B* PMO or NT PMO plus or minus 30 μg/ml cetuximab (Selleck, A2000). Pictures were taken 96 h post treatment. For all four experimental setups, images were used to assess the organoid area using ImageJ.

### Software

The following software was used for data analysis: Microsoft Office Excel 365, GraphPad Prism v7.0 and v8.3.1, RNAseq analysis - TrimGalore 0.6.5, cutadapt 3.2, tophat 2.1.1 and cuffdiff 2.2.1, ImageJ 1.52p, kallisto 0.45, and DESeq2 v1.30.1.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

RNAseq data that support the findings in this manuscript have been deposited at Gene Expression Omnibus (NCMI) with the study accession code: GSE167876. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: RAC1B modulates intestinal tumourigenesis via modulation of WNT and EGFR signalling pathways
**Source:** Nat Commun. 2021 Apr 20;12:2335. doi: 10.1038/s41467-021-22531-3
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Table 1**

**qRT-PCR primers used in this study:**

|  | **Forward (5'-3')** | **Reverse (5'-3')** |
| --- | --- | --- |
| ***Axin2*** | TGACTCTCCTTCCAGATCCCA | TGCCCACACTAGGCTGACA |
| ***Ccnd1*** | GCGTACCCTGACACCAATCTC | CTCCTCTTCGCACTTCTGCTC |
| ***Ephb2*** | GCGGCTACGACGAGAACAT | GGCTAAGTCAAAATCAGCCTCA |
| ***Etv4*** | CGGAGGATGAAAGGCGGATAC | TCTTGGAAGTGACTGAGGTCC |
| ***Etv5*** | TCAGTCTGATAACTTGGTGCTTC | GGCTTCCTATCGTAGGCACAA |
| ***Fzd3*** | ATGGCTGTGAGCTGGATTGTC | GGCACATCCTCAAGGTTATAGGT |
| ***hRac1b*** | CAGTAAGGGAGCTGCAGTGG | GCGAAGAGTTTGTCCTCAACC |
| ***Krt20*** | AGTTTTCACCGAAGTCTGAGTTC | GTAGCTCATTACGGCTTTGGAG |
| ***Lef1*** | TGTTTATCCCATCACGGGTGG | CATGGAAGTGTCGCCTGACAG |
| ***Lgr5*** | GAGTCAACCCAAGCCTTAGTATCC | CATGGGACAAATGCAACTGAAG |
| ***Myc*** | ATGCCCCTCAACGTGAACTTC | CGCAACATAGGATGGAGAGCA |
| ***Rac1*** | GAGACGGAGCTGTTGGTAAAA | ATAGGCCCAGATTCACTGGTT |
| ***Rac1b*** | TGTGGTAAAGATAGACCCTCC | CCCACGAGGATGATAGGAGT |
| ***Tiam1*** | GAAGCACACTTCACGCTCC | CTCCAGGCCATTTTCAGCCA |
| ***Tnfrsf19*** | TTCTGTGGGGGACACGATG | AGAAAATTCAGCGCAGATGGAA |
| ***Znrf3*** | GGCGACTATACCACCCACAC | CTTCACCACTCCTACCCAGC |
| ***β-actin*** | GTGACGTTGACATCCGTAAAGA | GCCGGACTCATCGTACTCC |

**Supplementary Figures**

**
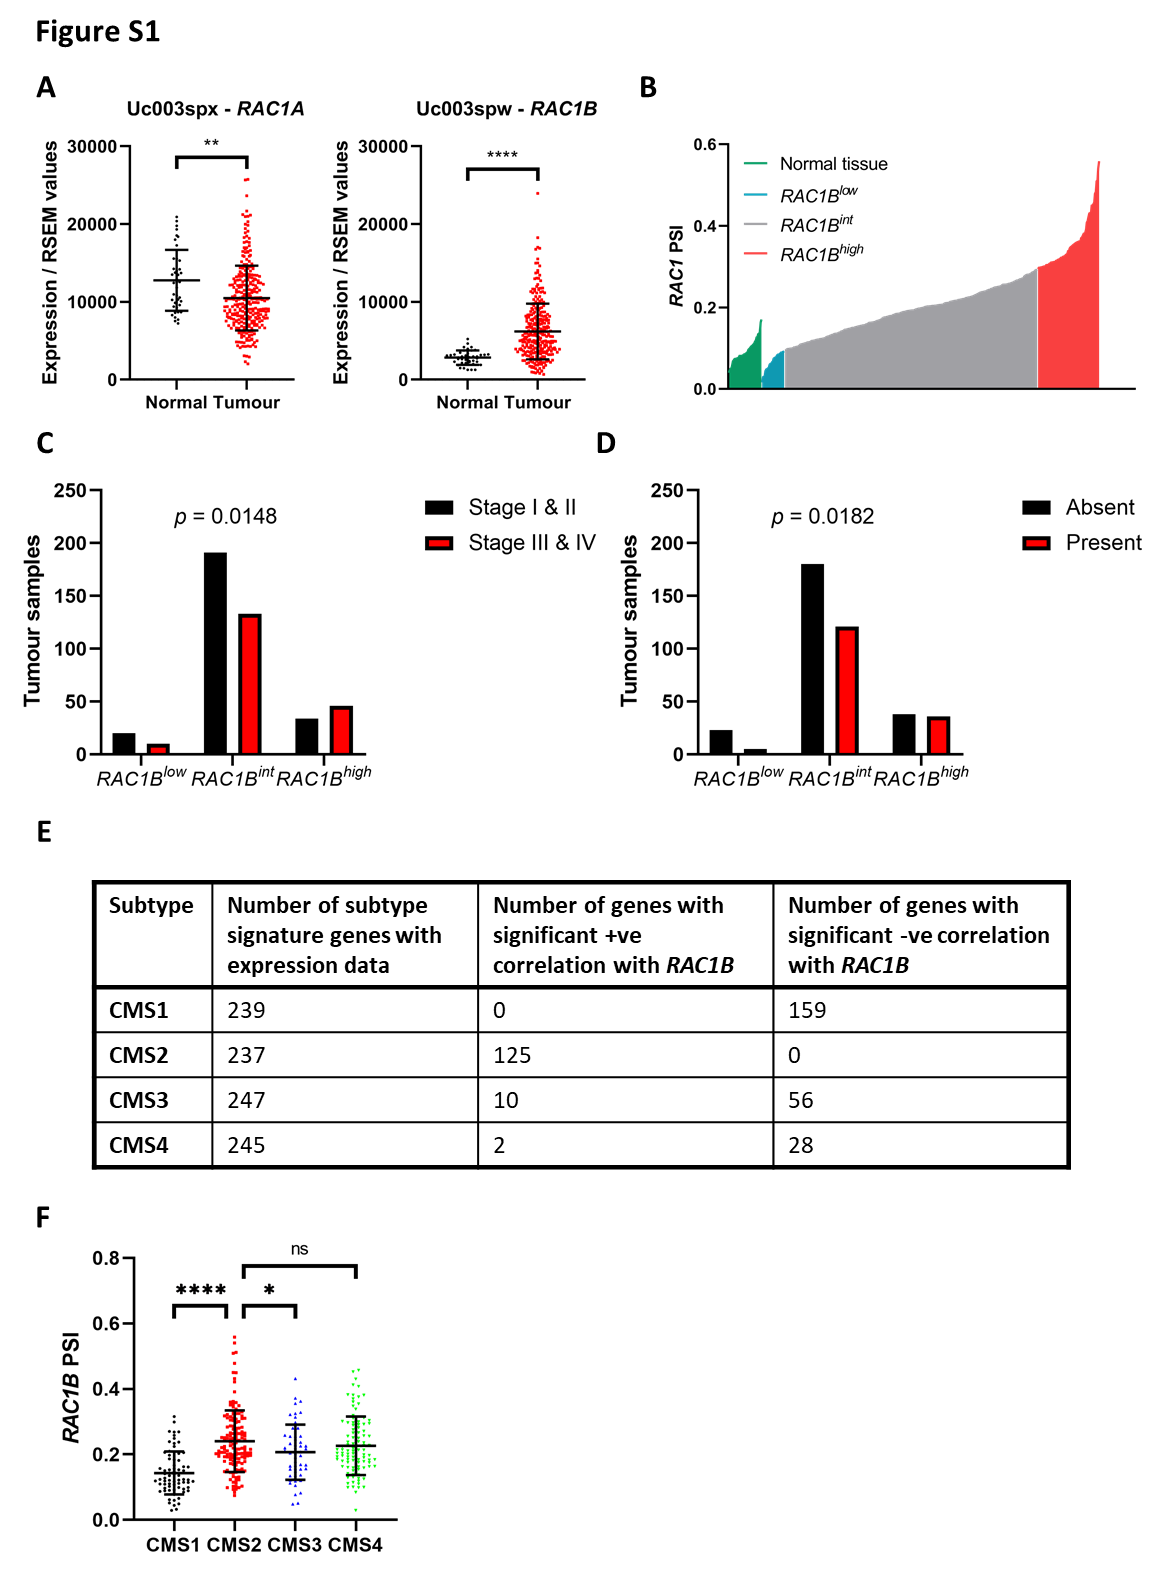
**

**
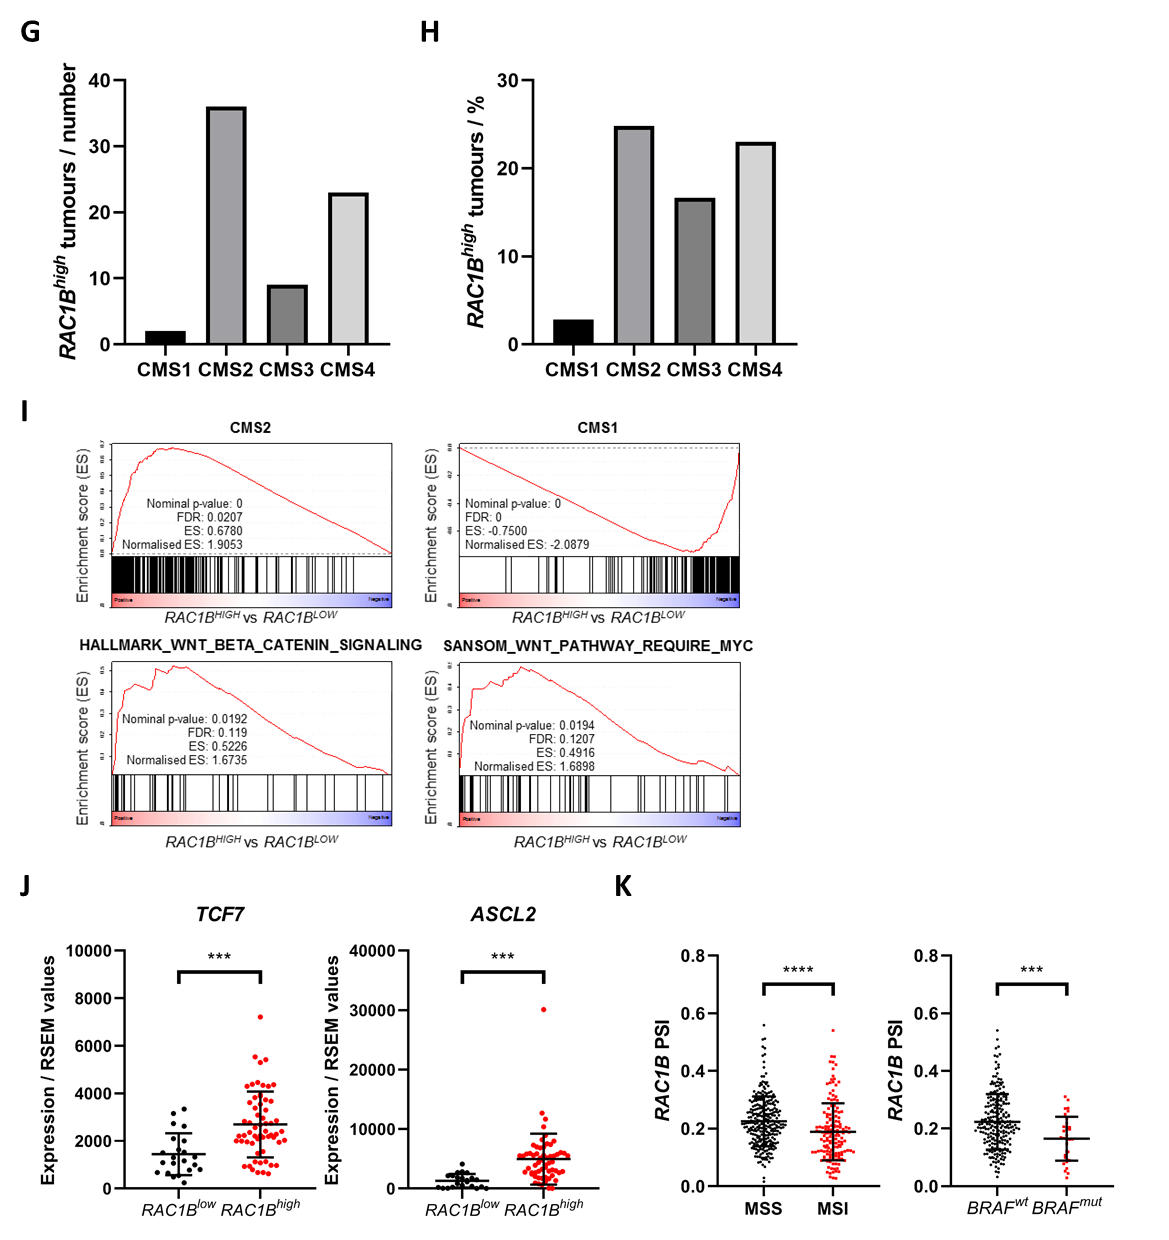
**

**Figure S1. *RAC1B* overexpression in human colorectal cancer.** (A) Individual value plots of transcripts Uc003spx - *RAC1A* (left panel) and Uc003spw - *RAC1B* (right panel) isoform expression comparing normal and colorectal tumour tissue (TCGA COAD dataset). *RAC1;* data are presented as mean values +/- SD; ***P* = 0.001; two tailed t test, n = 41 vs 288 tumour samples). *RAC1B;* data are presented as mean values +/- SD; *****P* = 6.18 x 10^-9^; two tailed t test, n = 41 vs 288 tumour samples). (B) Distribution of *RAC1B* PSI values across TCGA dataset. Expression values for normal tissue (green), *RAC1B^low^* (blue), *RAC1B^int^* (grey) and *RAC1B^high^* (red) are highlighted. (C) Bar graph showing the number of *RAC1B^low^, RAC1B^int^* and *RAC1B^high^* tumours in patients with early or late stage disease (Chi-square test shown). (D) Bar graph showing the number of *RAC1B^low^, RAC1B^int^* and *RAC1B^high^* tumours in patients where lymphovascular invasion was present or absent (Chi-square test shown). (E) Table outlining the number of significant correlations between *RAC1B* expression and CMS signature genes for each subtype. (F) Individual value plot of *RAC1B* PSI values in different CMS subtypes (data are presented as mean values +/- SD; *****P* = 1.13 x 10^-13^, **P* = 0.0159; one way anova with FDR multiple correction. (G) Number of *RAC1B^high^* tumours in each CMS (H) Percentage of *RAC1B^high^* tumours in each CMS. (I) GSEA plots of various CMS and Wnt target gene sets comparing *RAC1B^high^* versus *RAC1B^low^* tumours from TCGA dataset (p-value, FDR, enrichment score and normalised enrichment score shown). (J) Individual value plots of WNT target gene expression in tumours expressing low versus high *RAC1B* levels. *TCF7;* data are presented as mean values +/- SD; ****P* = 0.00017; two tailed t test, n = 22 vs 60 tumour samples). *ASCL2;* data are presented as mean values +/- SD; ****P* = 0.00017; two tailed t test, n = 22 vs 60 tumour samples). (K) Individual value plots of *RAC1B* expression in microsatellite stable (MSS) versus MSI tumours (left panel) and in tumours wildtype or mutated for *BRAF* (right panel). MSI; data are presented as mean values +/- SD; *****P* = 9.23 x 10^-5^; two tailed t test, n = 268 vs 151 tumour samples). *BRAF;* data are presented as mean values +/- SD; ****P* = 0.0009; two tailed t test, n = 223 vs 33 tumour samples). Source data are provided as a Source Data file.

**
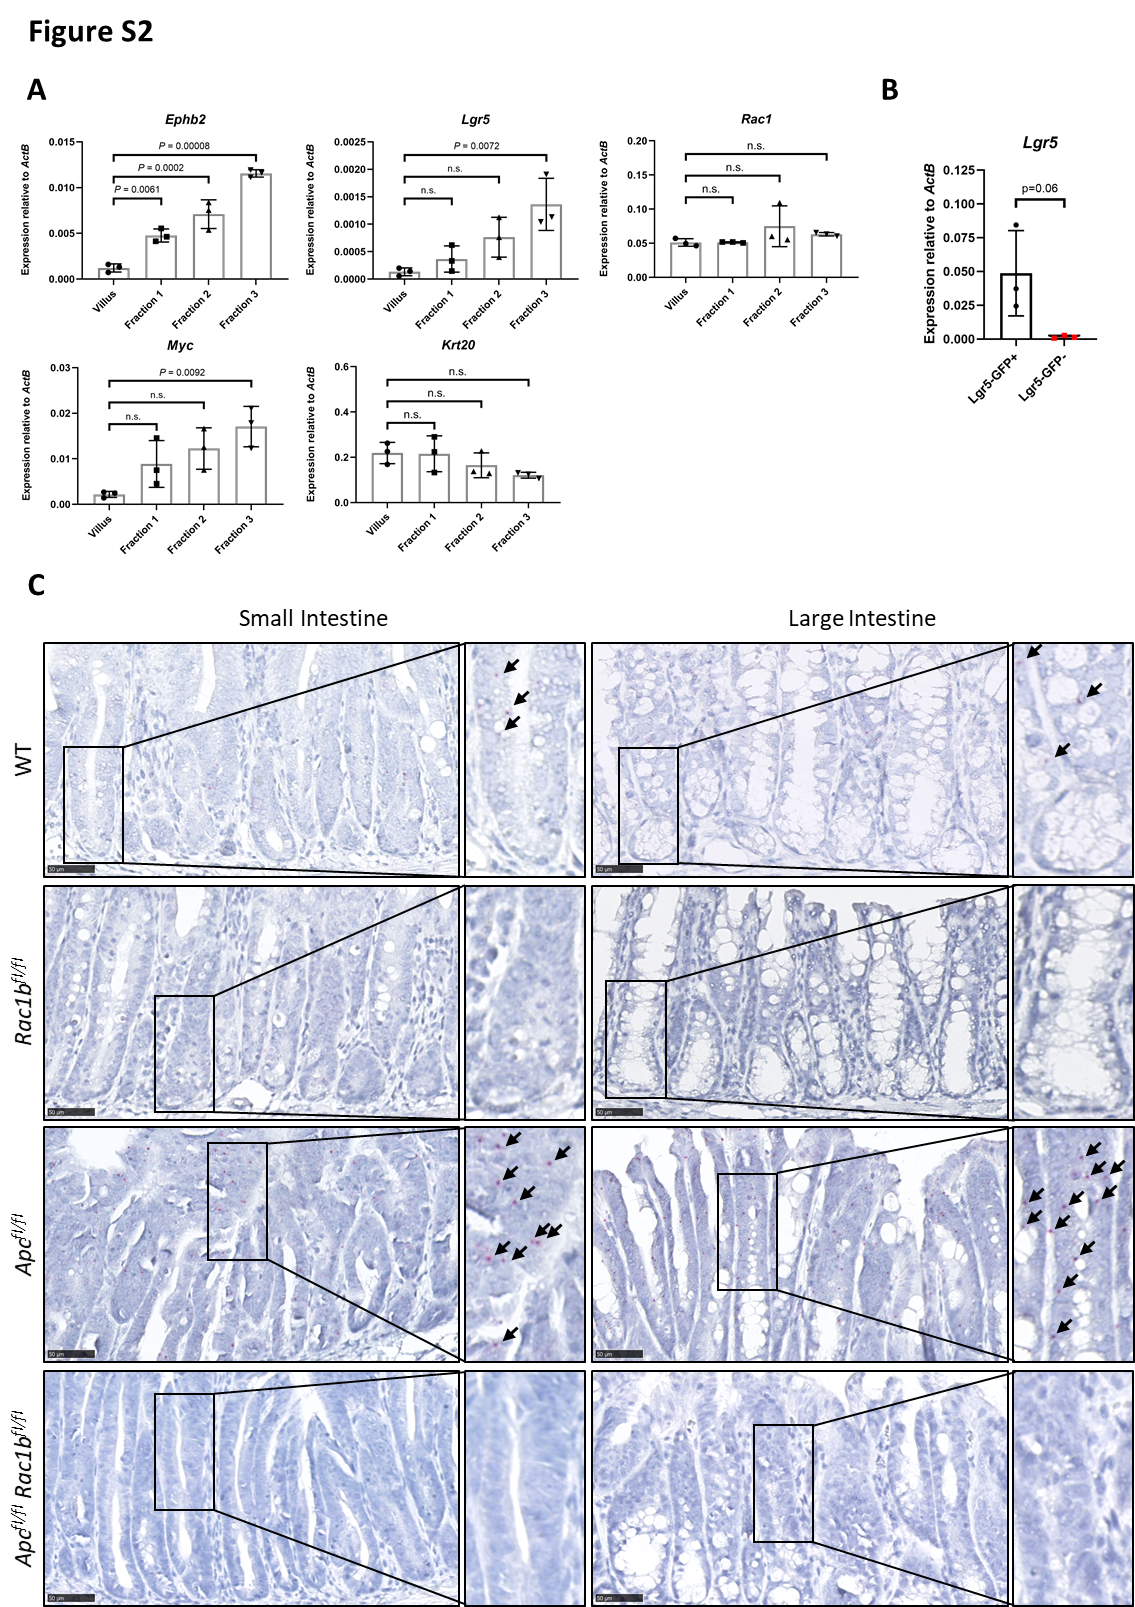

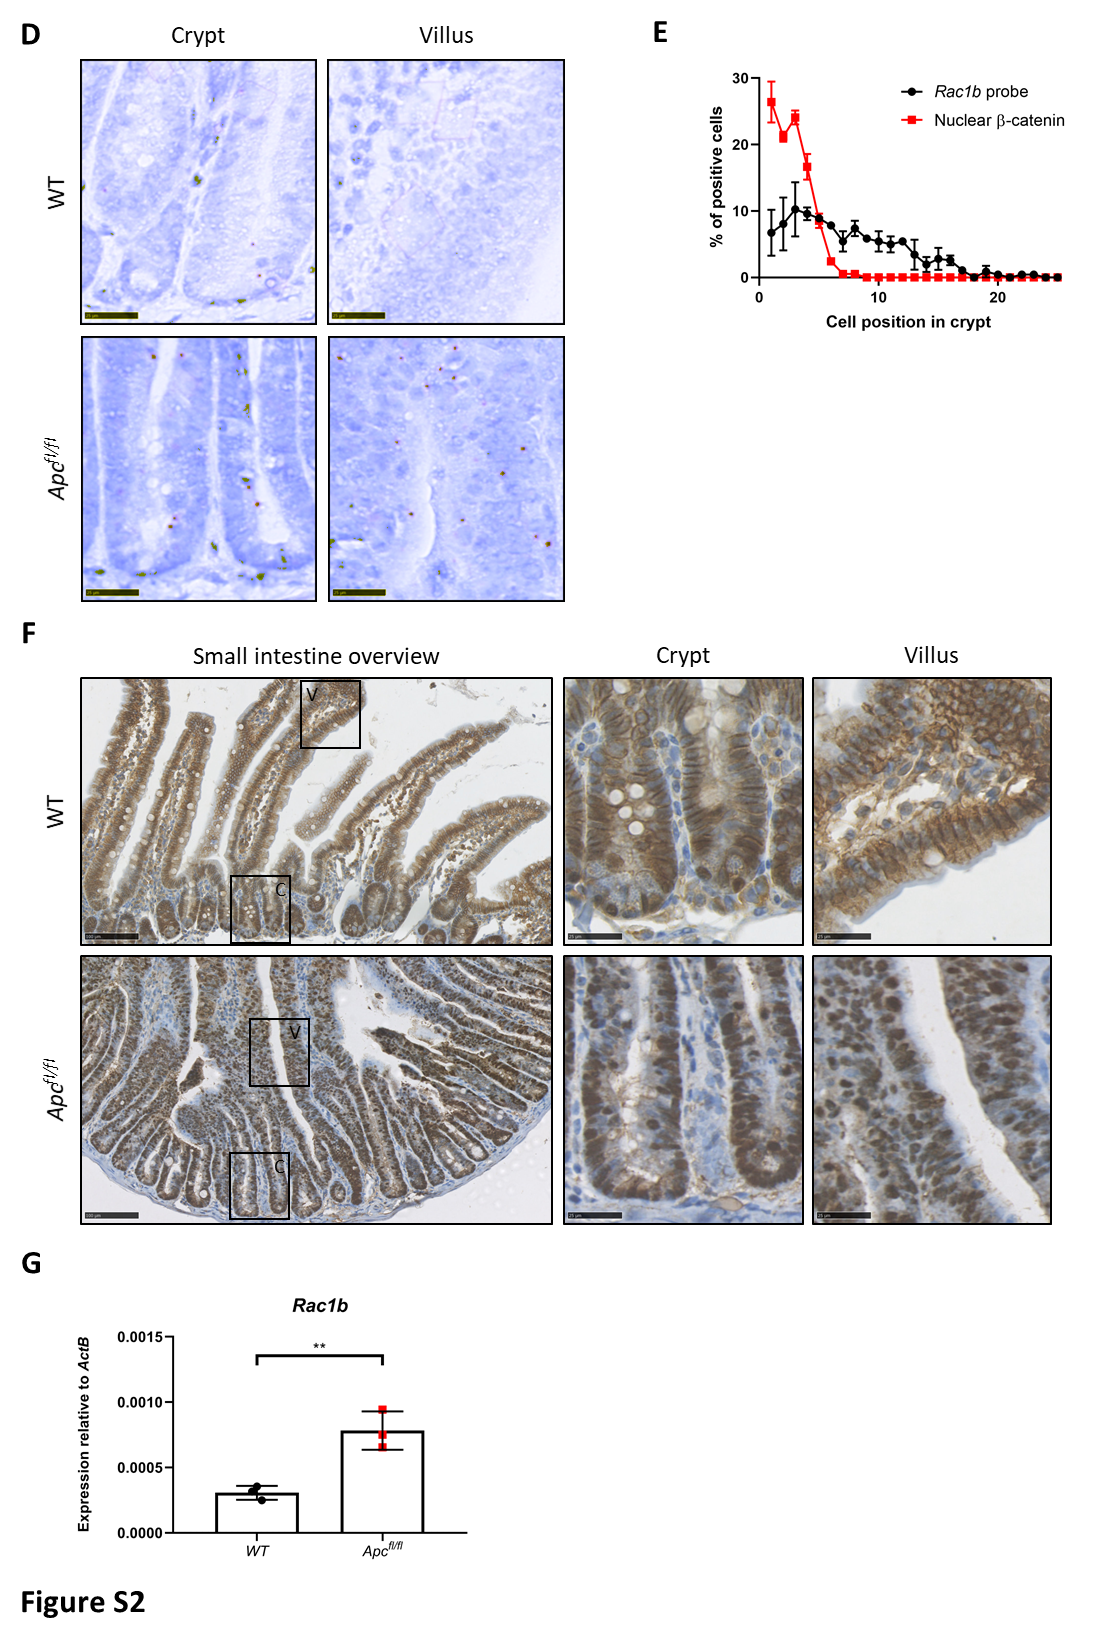
**

**Figure S2. *Rac1b* is expressed in intestinal crypt cells and its expression increases following *Apc* deletion.** (A) qRT-PCR of stem, progenitor and differentiation markers and *Rac1* from villus and crypt fractions data are presented as mean values +/- SD; *P<0.05, **P < 0.01, ****P < 0.0001; one way anova with Tukey multiple correction, n = fractions from 3 mice). (B) qRT-PCR of *Lgr5* from Lgr5+ and Lgr5- cells (data are presented as mean values +/- SD, P=0.06; two tailed t test, n = 3 biologically independent mice). (C) *Rac1b* basescope analysis of *WT, Rac1b^fl/fl^, Apc^fl/fl^* and *Apc^fl/fl^* Rac1b*^fl/fl^* small and large intestinal tissue. Magnified areas are shown in right panels. Black arrows indicate positive probe detection (pink dots). Scale bars are 50µm. Basescope analysis was carried out by staining of intestinal samples derived from 3 vs 3 vs 3 vs 3 biologically independent mice. (D) False colour images of images presented in Fig 2D to enhance visibility of Basescope dots. These are representative images of Fig 2D, false colour processing was carried out only on the images shown. (E) Positional scoring of *Rac1b* probe positivity and β-catenin nuclear localisation in *WT* small intestinal tissue. Note the extend crypt localisation of *Rac1b* probe compared to the crypt base position of β-catenin nuclear localisation data are presented as mean values +/- SEM, n = 3 mice). (F) β-catenin IHC in *WT* and *Apc^fl/fl^* small intestine. Scale bars are 100µm (overview) and 25µm (zoom). IHC analysis was carried out on intestinal samples derived from 3 vs 3 biologically independent mice. (G) qRT-PCR of *Rac1b* from *WT* versus *Apc^fl/fl^* intestinal tissue (data are presented as mean values +/- SD; ***P* = 0.0062; two tailed t test, n = 3 vs 3 biologically independent mice). Source data are provided as a Source Data file.

**
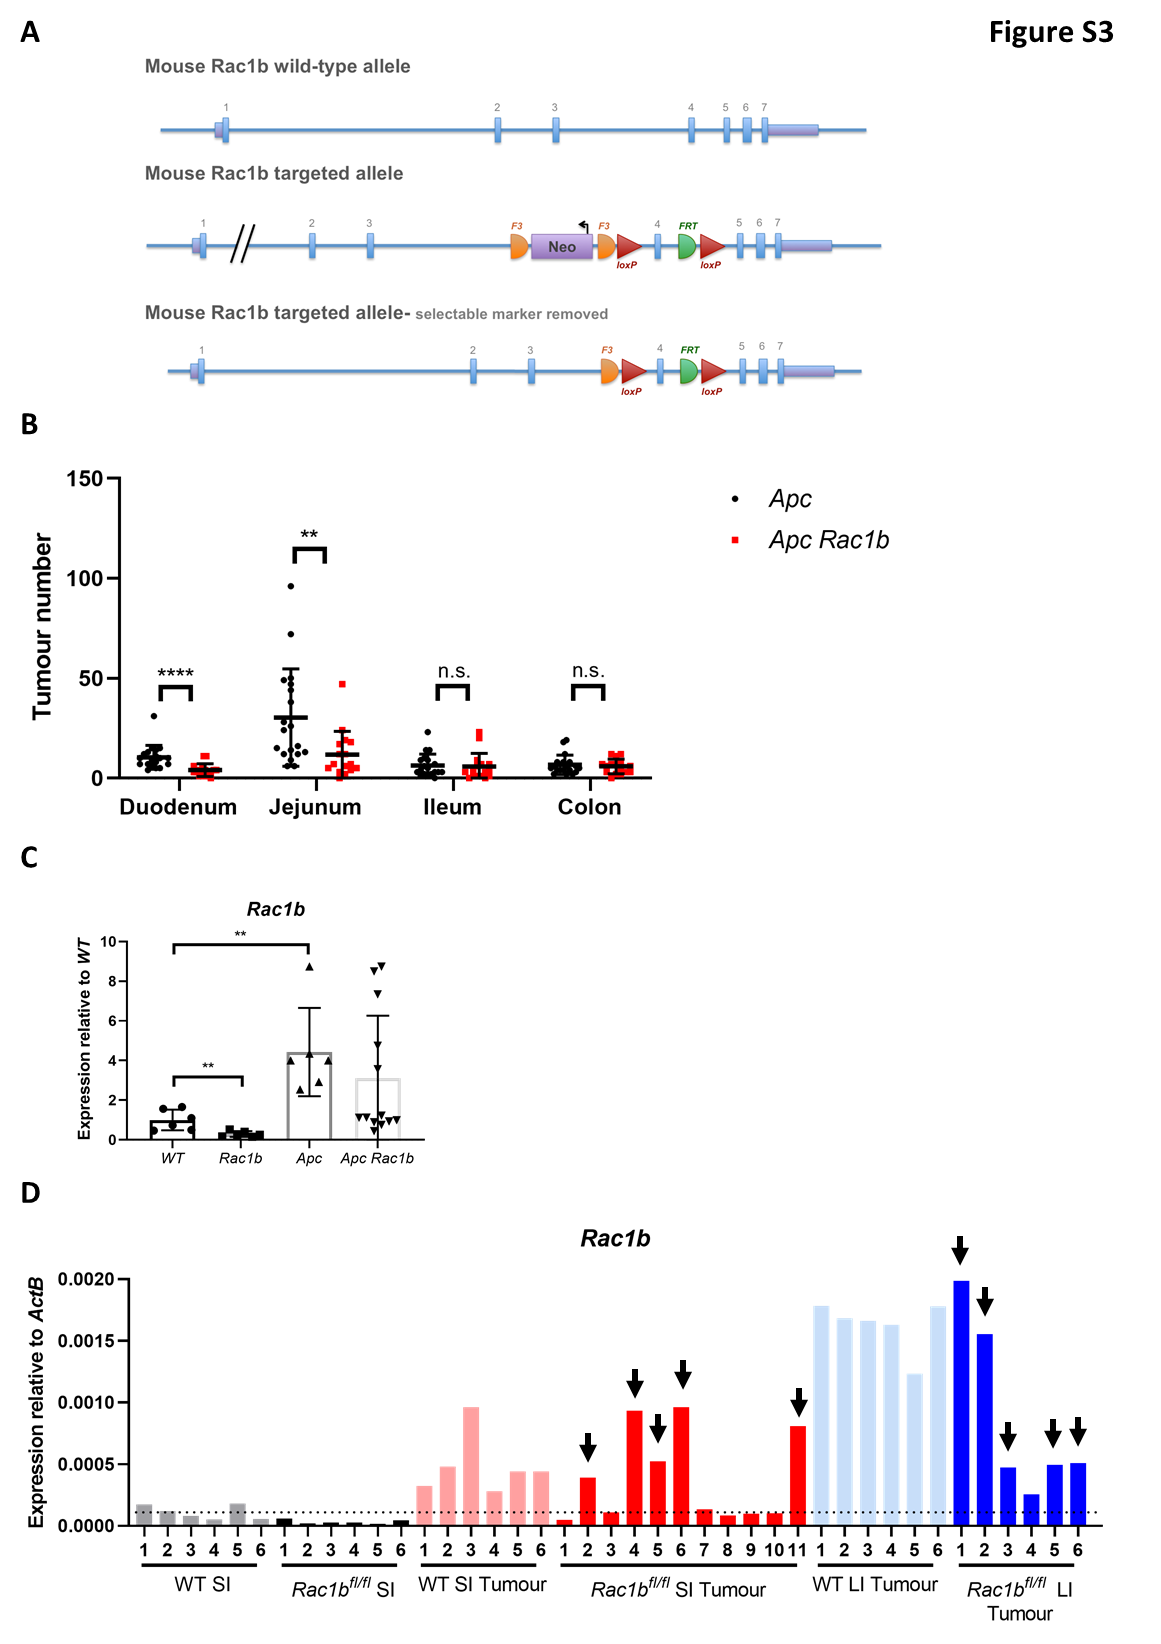

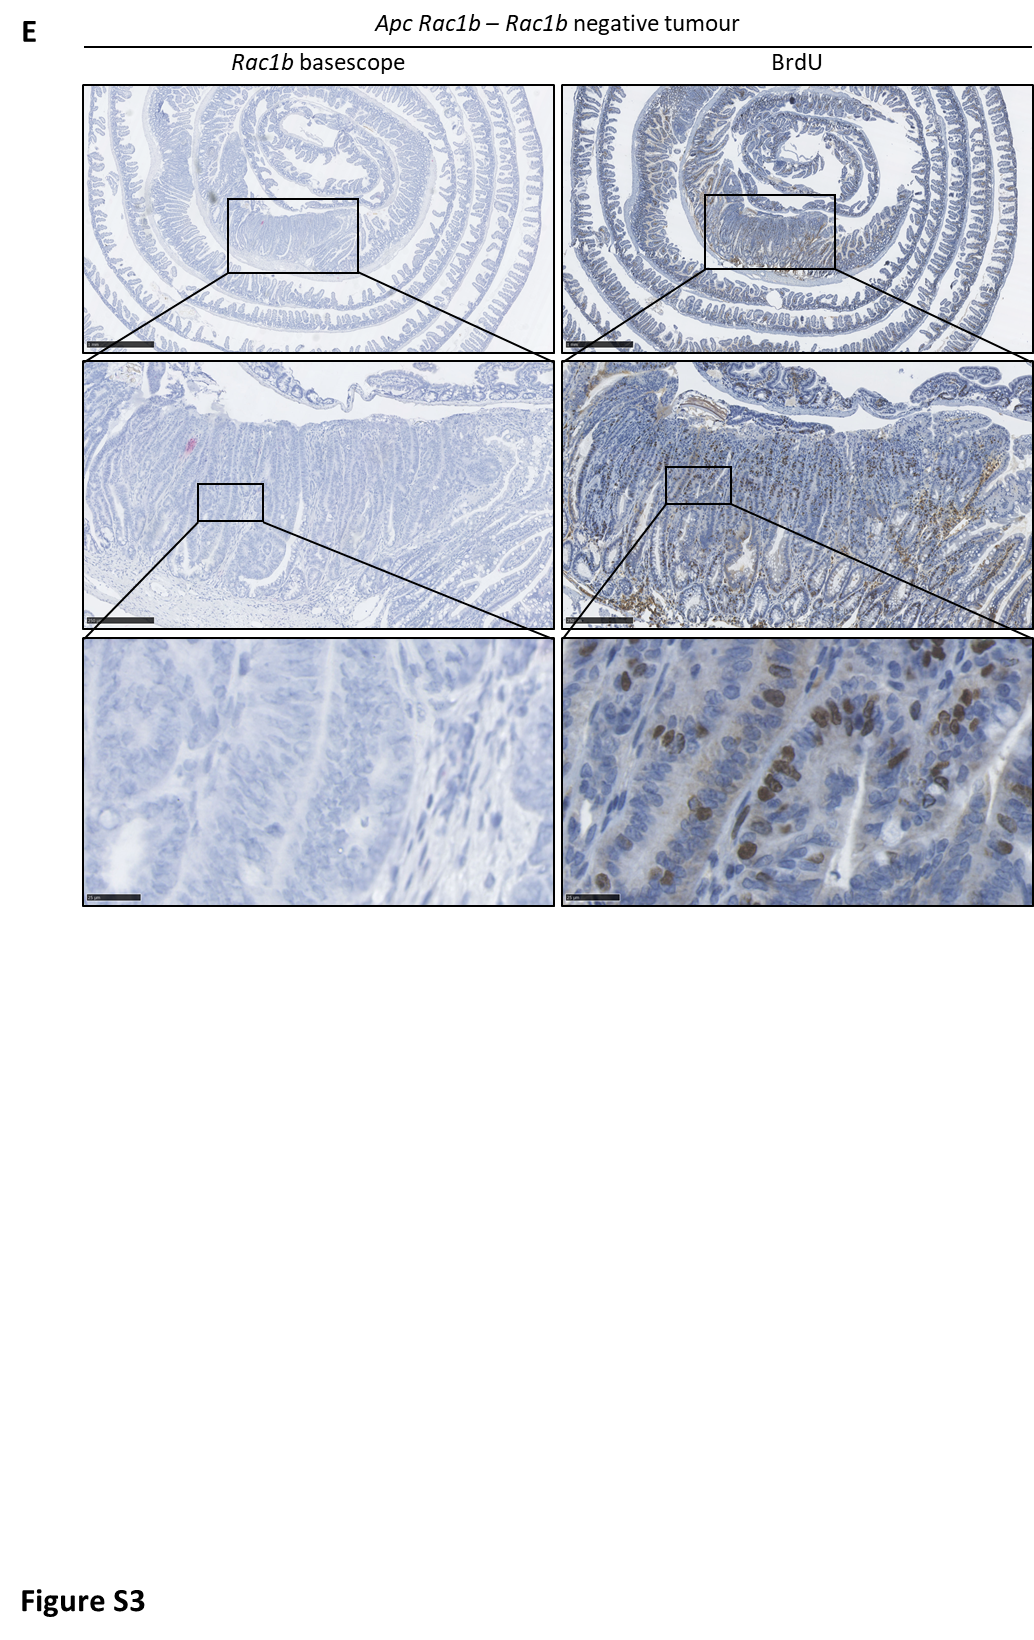

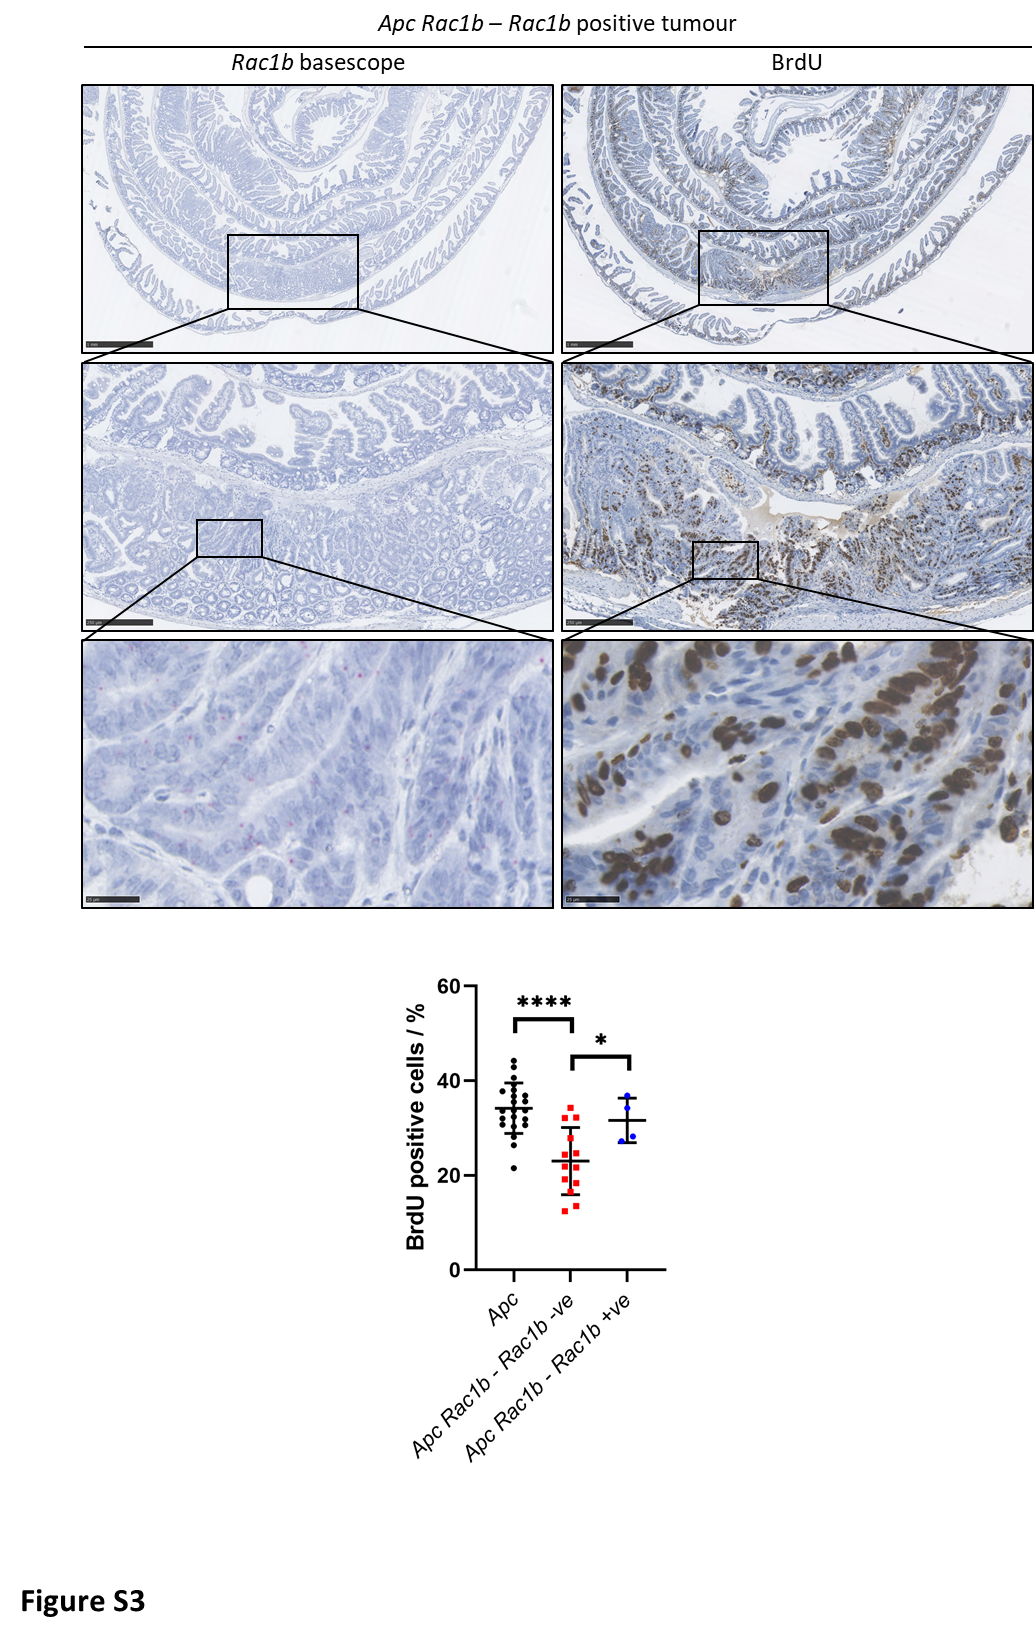
h
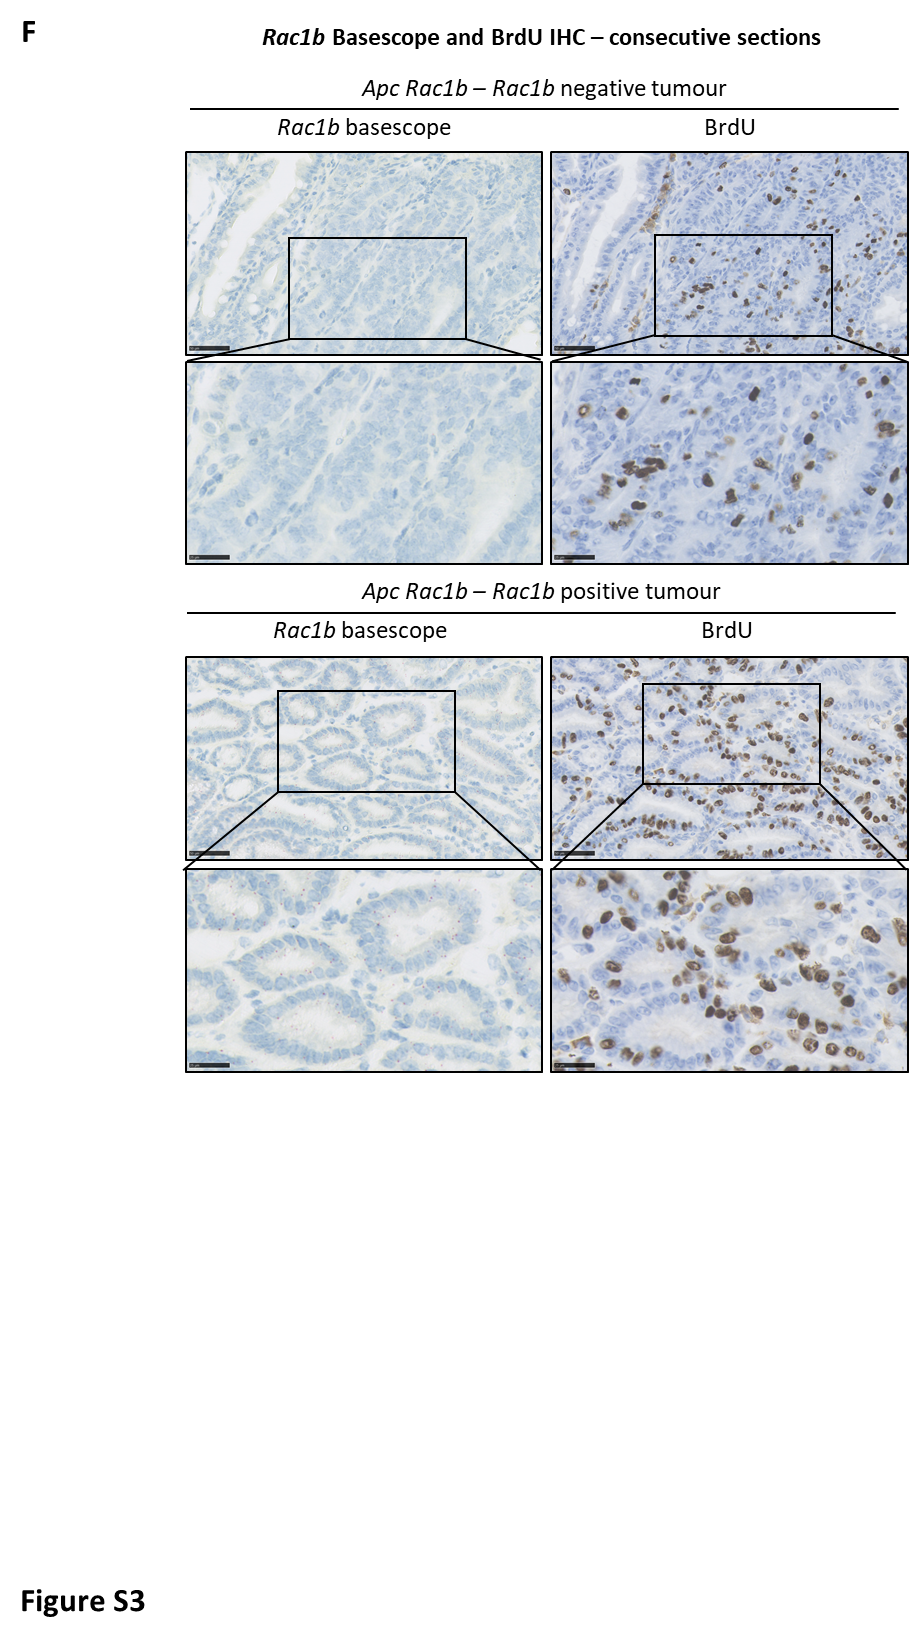

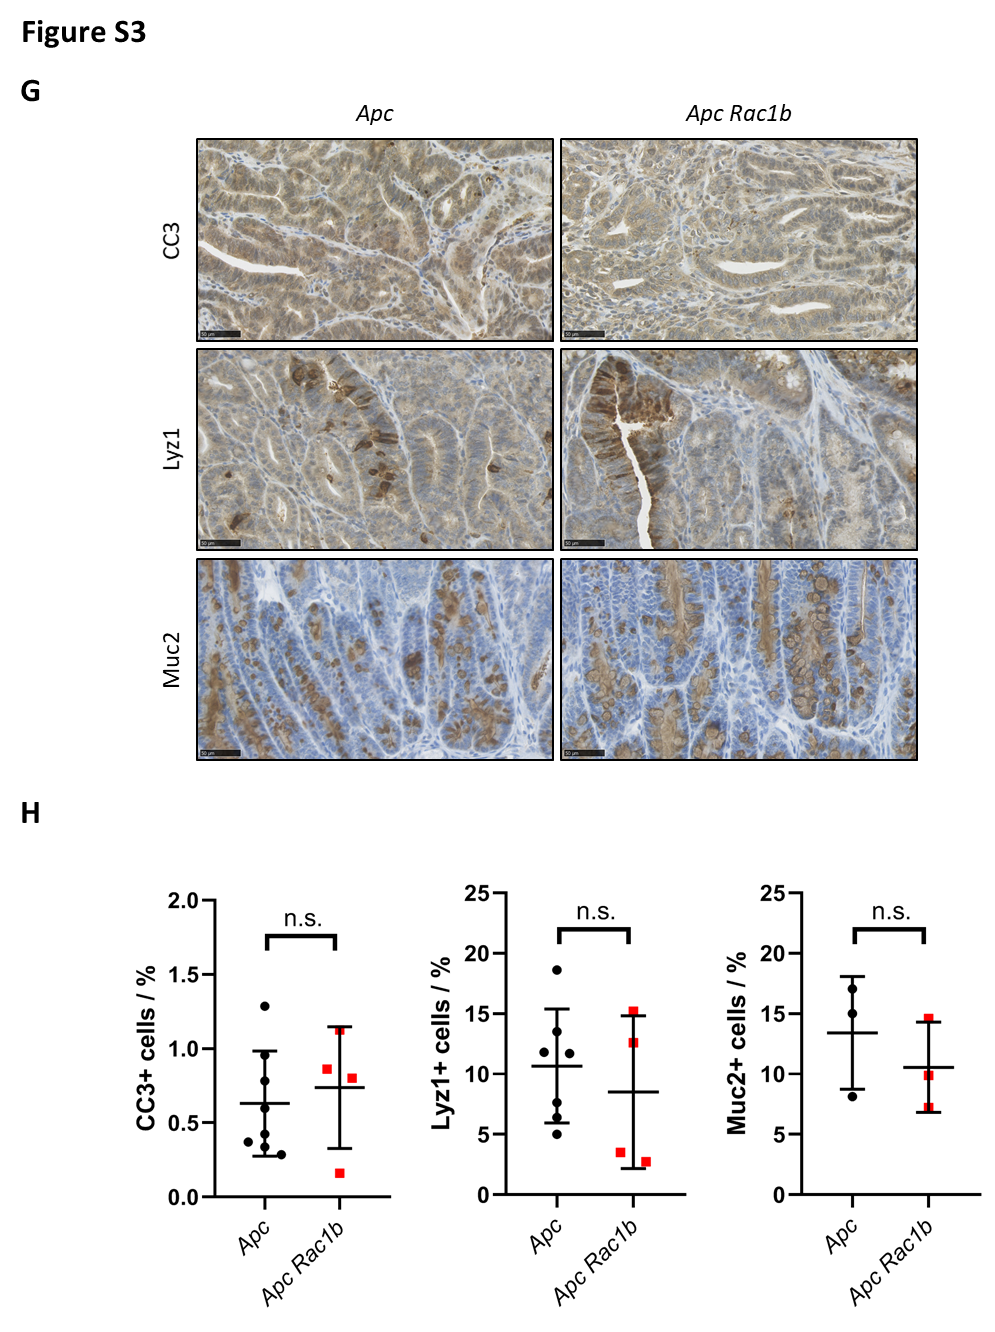

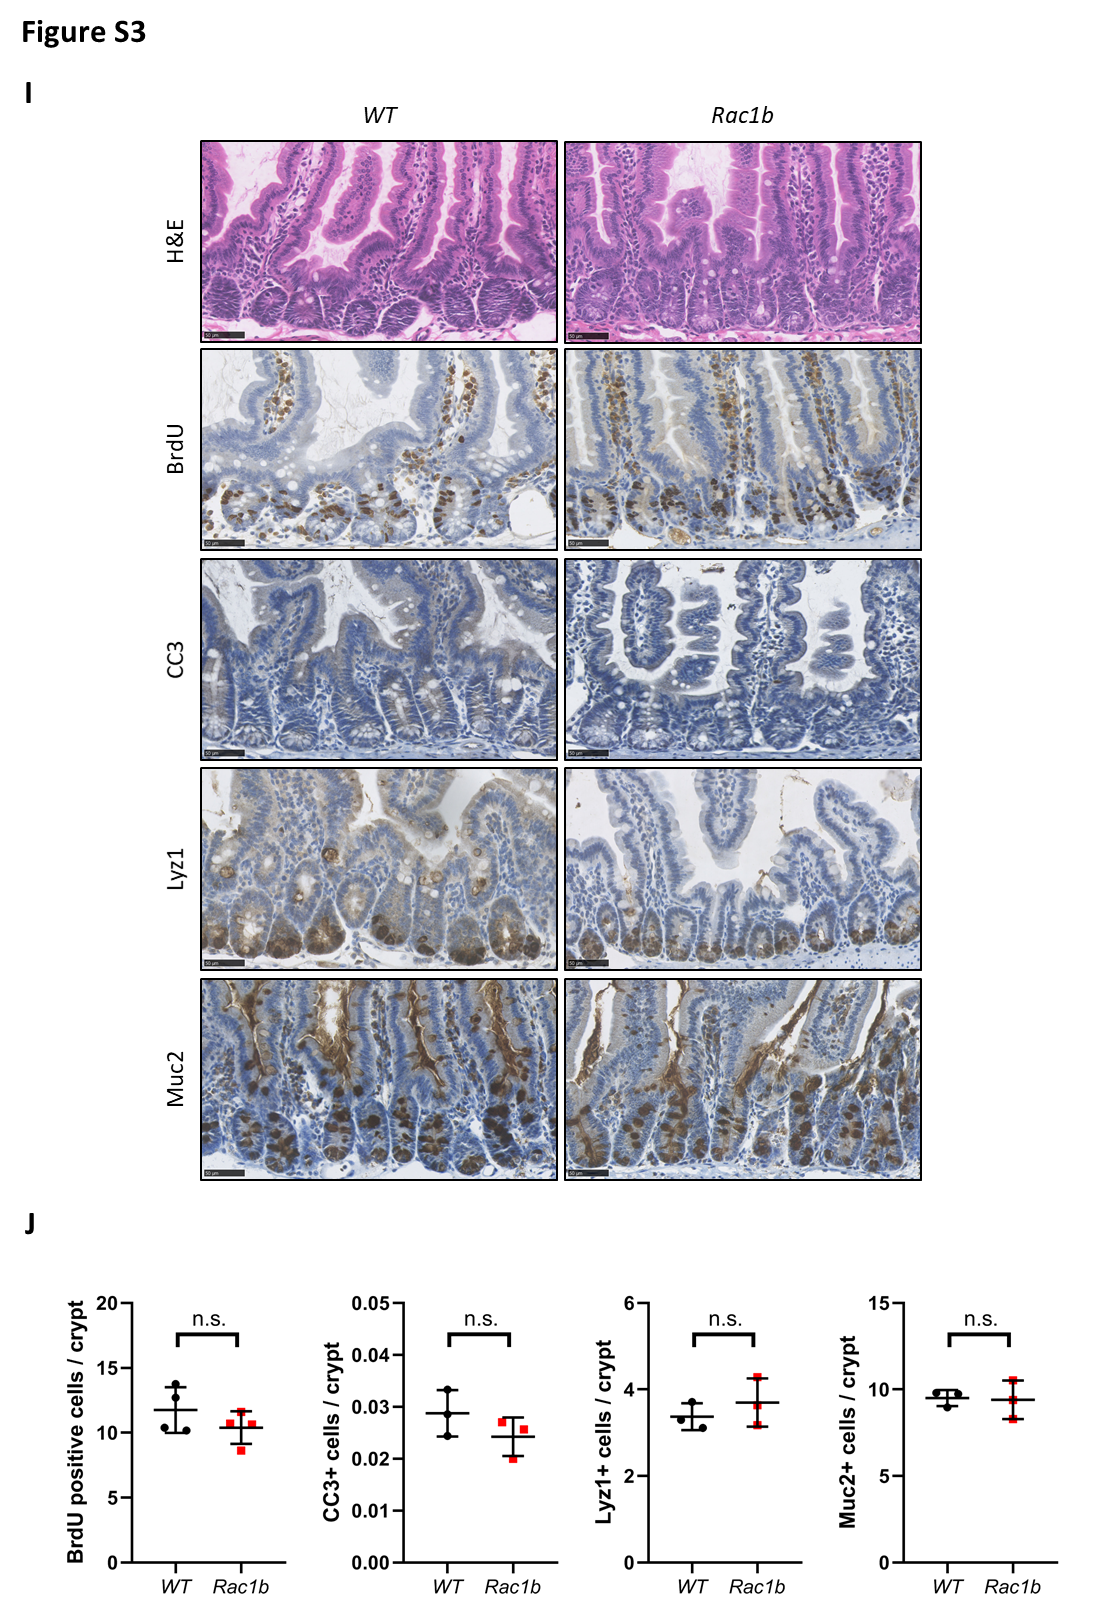

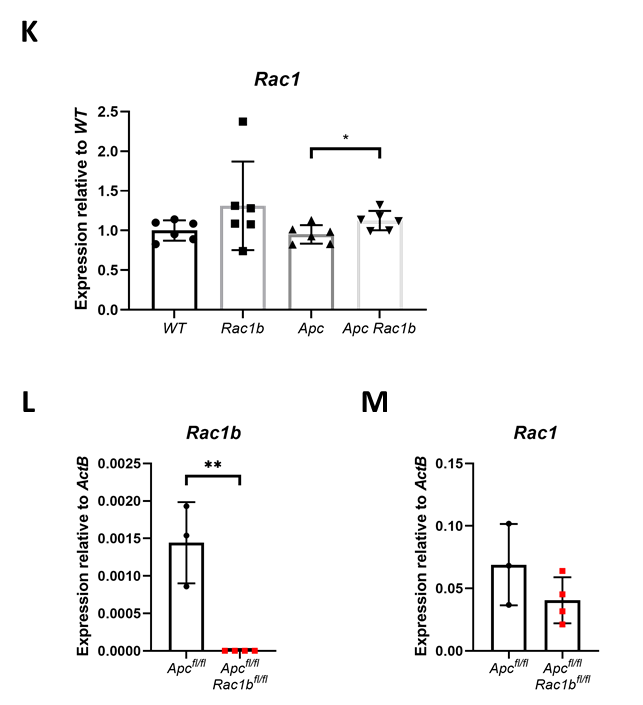
**

**Figure S3. Deletion of *Rac1b* suppresses intestinal tumourigenesis.** (A) Schematic outlining the targeting strategy utilised to generate the *Rac1b* floxed allele. (B) Quantification of tumour number in different regions of the intestine of *Apc* versus *Apc Rac1b* mice (data are presented as mean values +/- SD; ***P* = 0.0074, *****P* = 0.00002; two tailed Mann-Whitney test, n = 19 vs 16 biologically independent mice). (C) qRT-PCR analysis of *Rac1b* expression in matched normal SI and SI tumour tissue from *Apc* and *Apc Rac1b* mice (normal SI from *Apc* mice designated *WT* and normal tissue from *Apc Rac1b* mice designated *Rac1b*). data are presented as mean values +/- SD; ***P* = 0.0093 (*WT* vs *Rac1b*), ***P* = 0.0044 (*WT* vs *Apc*); two tailed t test, n = 6 vs 6 vs 6 vs 13 tumours from biologically independent mice. (D) Bar plot showing expression level of individual samples from indicated genotypes. Arrows indicate tumours from *Apc Rac1b* mice that express *Rac1b*. Dashed line indicates average *Rac1b* expression level in *WT* SI samples. Each bar is an individual tumour sample. (E) *Rac1b* basescope and BrdU IHC analysis of tumours from *Apc Rac1b* mice. A *Rac1b* negative (top panels) and *Rac1b* positive (bottom panels) tumour is shown. Magnified areas are shown below. Scale bars are 250µm (overview) and 25µm (inset). Note the Basescope positivity (pink dots) in the positive tumour. Individual value plot of quantification of BrdU incorporation in *Rac1b* positive and negative tumours (data are presented as mean values +/- SD; *****P* = 1.39 x 10^-5^, **P* = 0.0409; one way ANOVA, n = 22 vs 13 vs 4 tumours from biologically independent mice). (F) Sequential images of tumours stained for *Rac1b* Basescope and BrdU IHC. These are representative images from analyses carried out on 3 vs 3 biologically independent mice. (G) Histological analysis of tumours from *Apc* and *Apc Rac1b* mice. Images of cleaved caspase 3 (CC3), Lyz1 and Muc2 stained intestines are shown (Scale bars = 50µm). *Apc Rac1b* tumours analysed in this experiment were confirmed to be *Racb1* negative by qRT-PCR. (H) Quantification of CC3, Lyz1 and Muc2 stained *Apc* and *Apc Rac1b* tumours respectively (data are presented as mean values +/- SD; P=not significant; two tailed t test; n = 8 vs 4 biologically independent mice (CC3), n = 7 v 4 biologically independent mice (Lyz1) and n = 3 v 3 biologically independent mice (Muc2). (I) Histological analysis of *WT* and *Rac1b* intestine. Images of H&E, BrdU, cleaved caspase 3 (CC3), Lyz1 and Muc2 stained intestines are shown (Scale bar = 50µm). (J) Quantification of BrdU incorporation, CC3, Lyz1 and Muc2 stained *WT* and *Rac1b* intestines respectively (data are presented as mean values +/- SD; P=not significant; two tailed t test; n = 4 v 4 biologically independent mice (BrdU), n = 3 v 3 biologically independent mice (CC3), n = 3 v 3 biologically independent mice (Lyz1) and n = 3 v 3 biologically independent mice (Muc2)). (K) qRT-PCR analysis of *Rac1* expression in matched normal SI and SI tumour tissue from *Apc* and *Apc Rac1b* mice. Data are presented as mean values +/- SD; **P* = 0.0311; two tailed t test, n = 6 vs 6 vs 6 vs 6 biologically independent mice. (L) qRT-PCR analysis of *Rac1b* expression in *Apc^fl/fl^* and *Apc^fl/fl^ Rac1b^fl/fl^* organoids. Data are presented as mean values +/- SD; ***P* = 0.0027; two tailed t test, n = 3 vs 4 biologically independent mice. (M) qRT-PCR analysis of *Rac1* expression in *Apc^fl/fl^* and *Apc^fl/fl^ Rac1b^fl/fl^* organoids. Data are presented as mean values +/- SD; n = 3 vs 4 biologically independent mice. Source data are provided as a Source Data file.

**
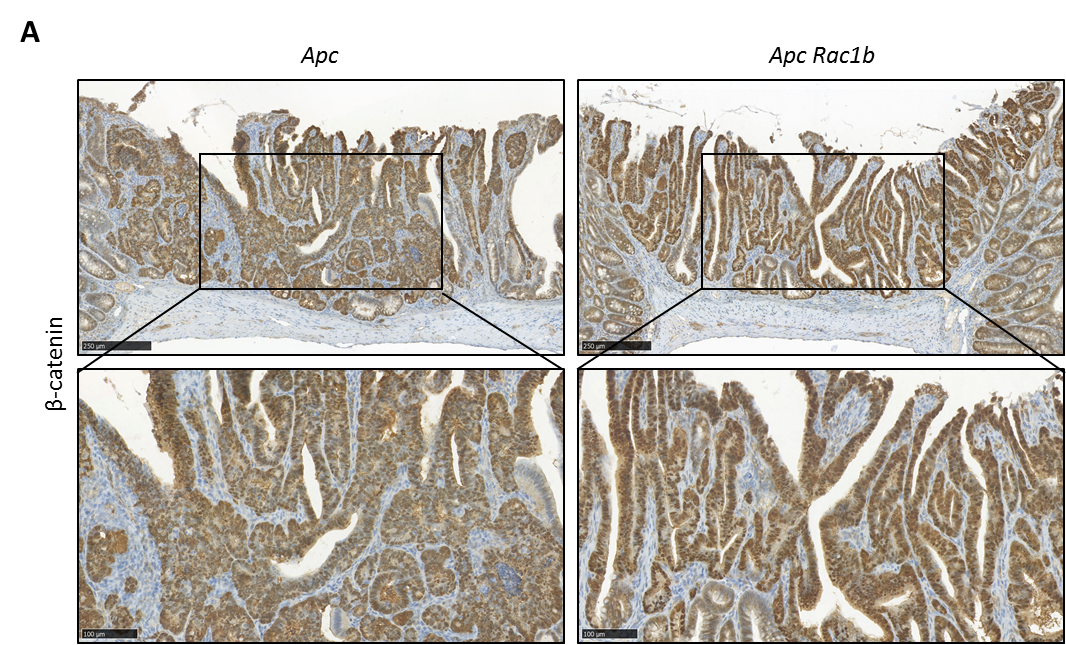
**

**Figure S4. Histological analysis of *Rac1b* knockout intestinal tumours.** (A) β-catenin IHC of *Apc* and *Apc Rac1b* SI tumour. Magnified areas are shown in panels demonstrating nuclear staining. Scale bars are 250µm (top panels) and 100µm (magnified). *Apc Rac1b* tumours analysed in this experiment were confirmed to be *Racb1* negative by qRT-PCR. ). IHC analysis was carried out on intestinal samples derived from 3 vs 3 biologically independent mice.

**
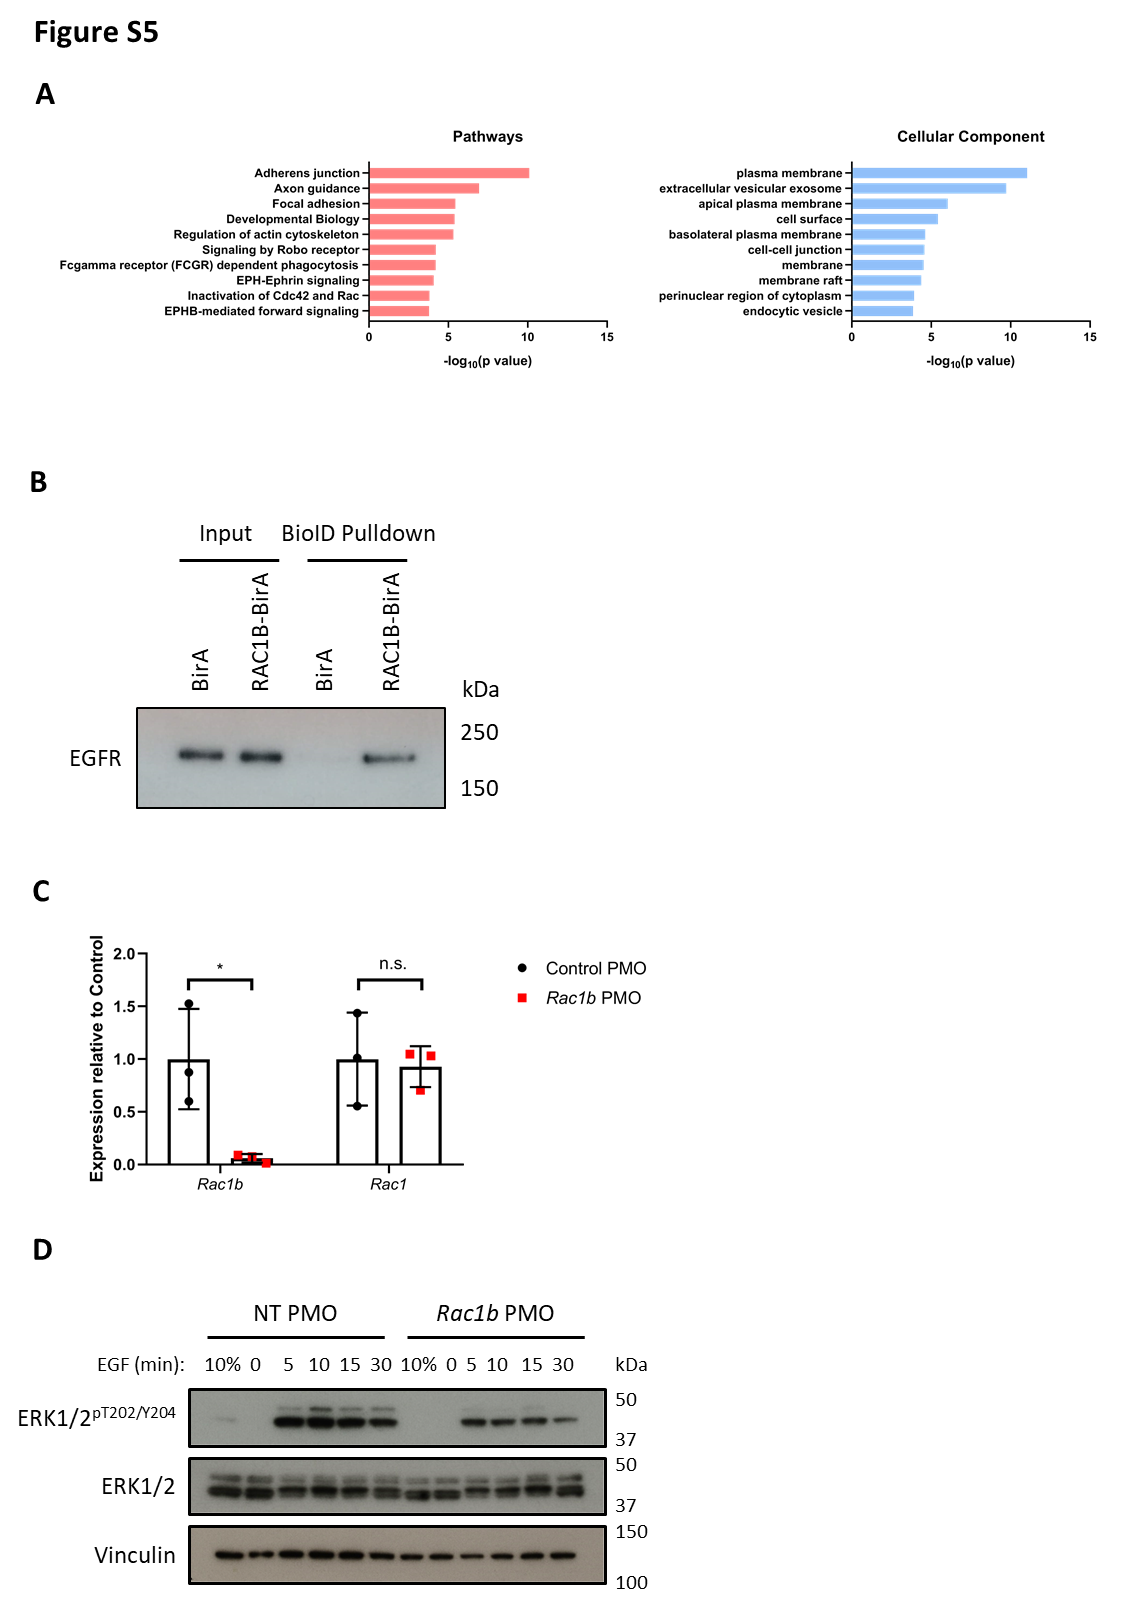

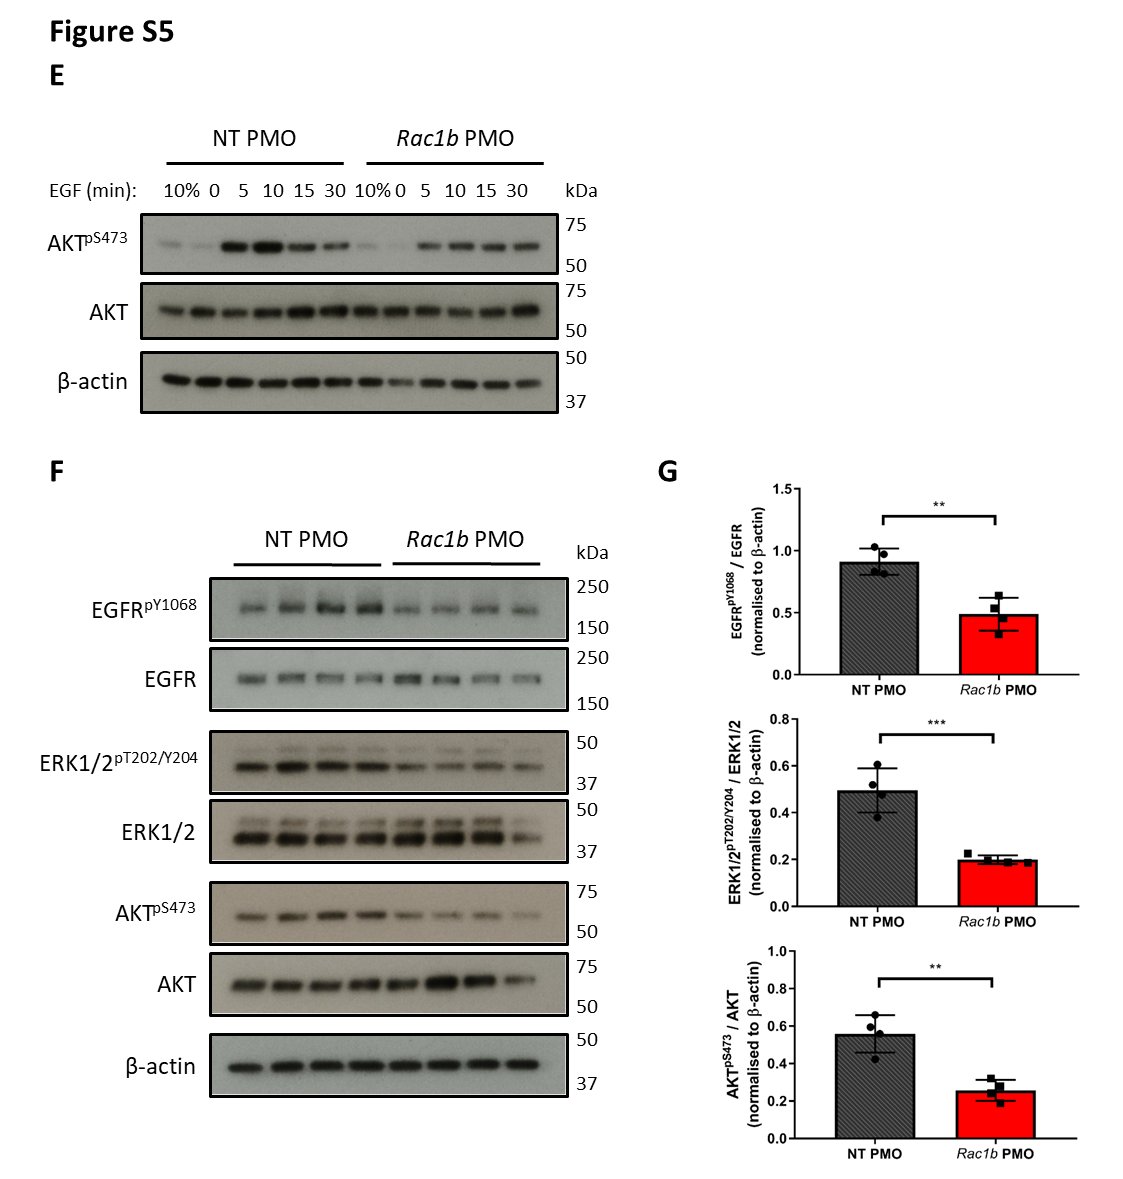
**

**
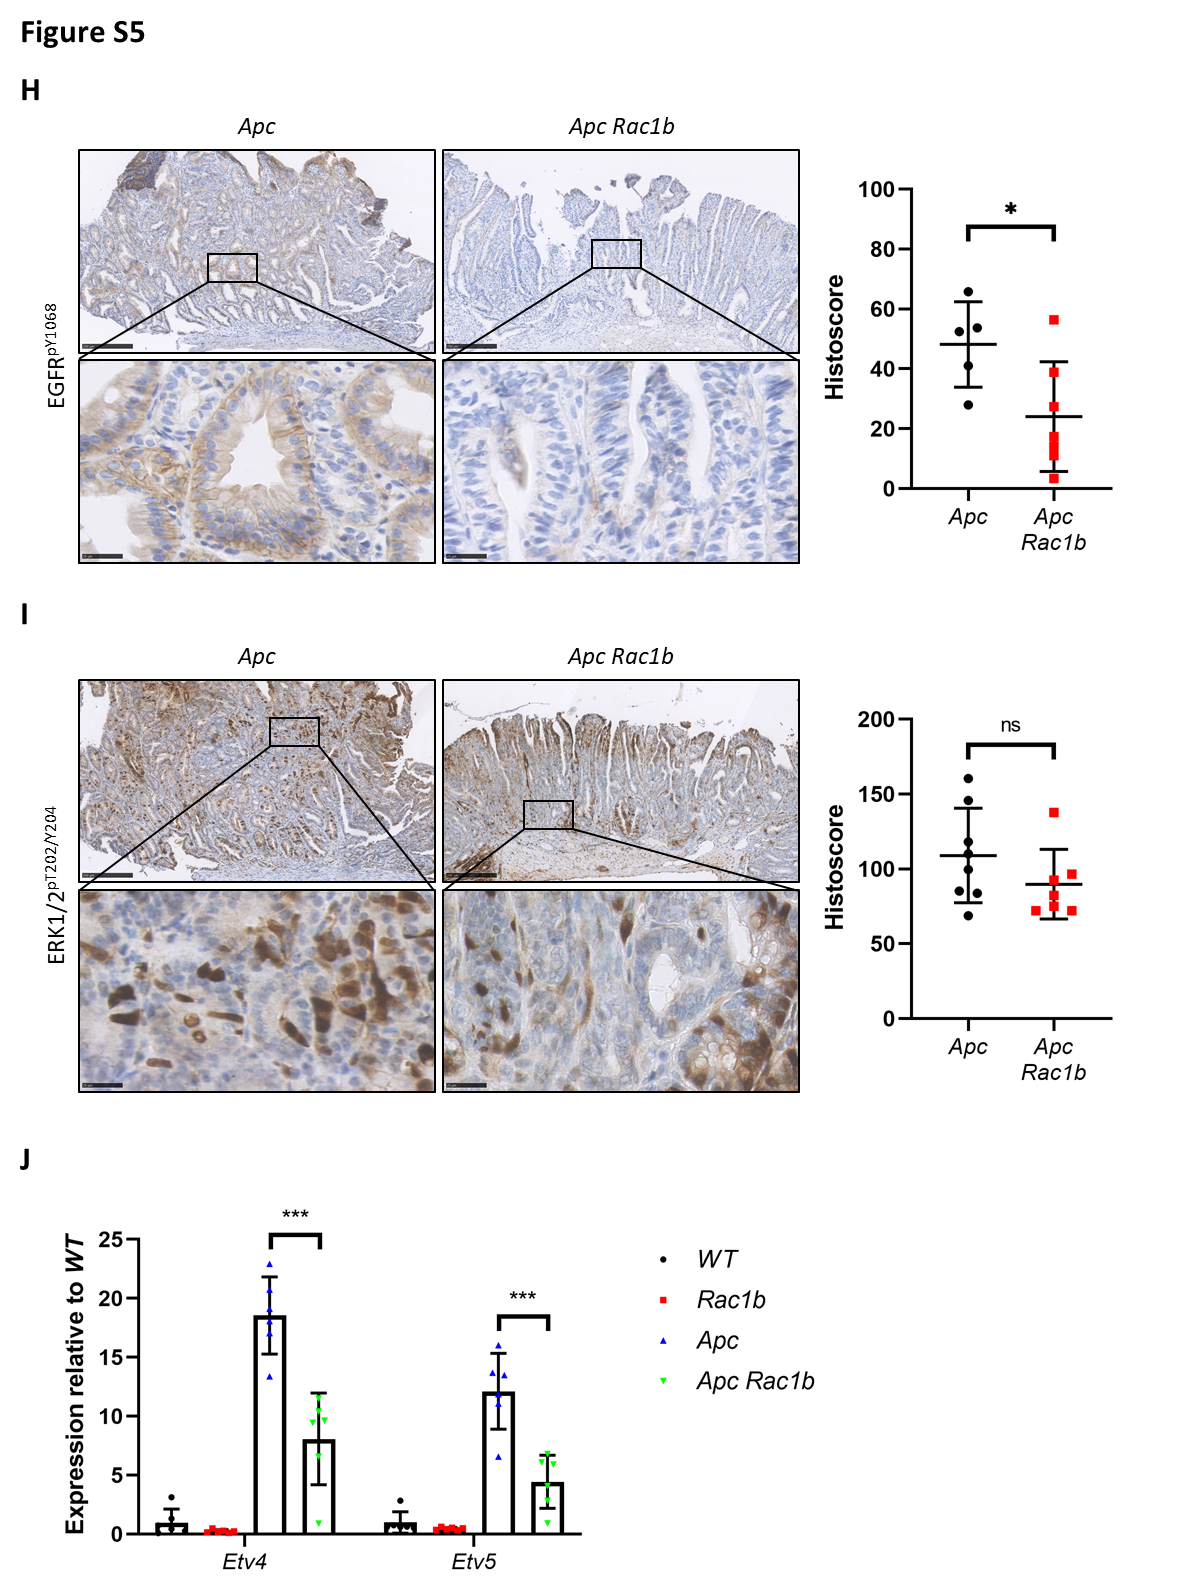
**

**Figure S5. RAC1B interacts with EGFR.** (A) Bar plots showing the top 10 most significantly enriched pathways and cellular components identified in the RAC1/RAC1B interactome. (B) Western blot analysis of RAC1B BioID experiment demonstrating EGFR pulldown. Data are representative of 3 independent technical replicate experiments. (C) qRT-PCR analysis of *Rac1b* and *Rac1* expression in CMT93 cells following 48h treatment with control and *Rac1b* targeting PMO (data are presented as mean values +/- SD; **P* = 0.0381; two way anova with Tukey multiple correction; n = 3 v 3 independent treatment experiments). (D - E) Western blot analysis of ERK1/2 and AKT activation following EGF stimulation. Vinculin or β-actin sample control blots shown. Data are representative of 3 independent technical replicate experiments. (F) CMT93 cells treated with NT or *Rac1b* PMO, serum starved and stimulated with EGF for 10 minutes before analysis by western blotting with indicated antibodies. (G) Band densitometry quantification of 4 replicate experiments (data are presented as mean values +/- SD; ***P* = 0.0024 (EGFR^pY1086^), ****P* = 0.0008 (ERK1/2^pT202/Y204^), ***P* = 0.0019 (AKT^pS473^); two tailed t test; n = 4 v 4 replicate treatment experiments). (H) IHC analysis of EGFR^pY1086^ in tumours from *Apc* and *Apc Rac1b* mice. Histoscore quantification of staining intensity (data are presented as mean values +/- SD; **P* = 0.0345; two tailed t-test; n = 5 v 7 tumours from biologically independent mice). (I) IHC analysis of ERK1/2^pT202/Y204^ in tumours from *Apc* and *Apc Rac1b* mice. Histoscore quantification of staining intensity (data are presented as mean values +/- SD; n = 8 v 7 tumours from biologically independent mice). (J) qRT-PCR analysis of *Etv4* and *Etv5* from normal tissue and tumours from *Apc* and *Apc Rac1b* mice (data are presented as mean values +/- SD; ****P* = 0.0005 (*Etv4*), ****P* = 0.0007 (*Etv5*); two tailed t test; n = matched normal SI and SI tumours from 6 v 6 biologically independent mice). Source data are provided as a Source Data file.

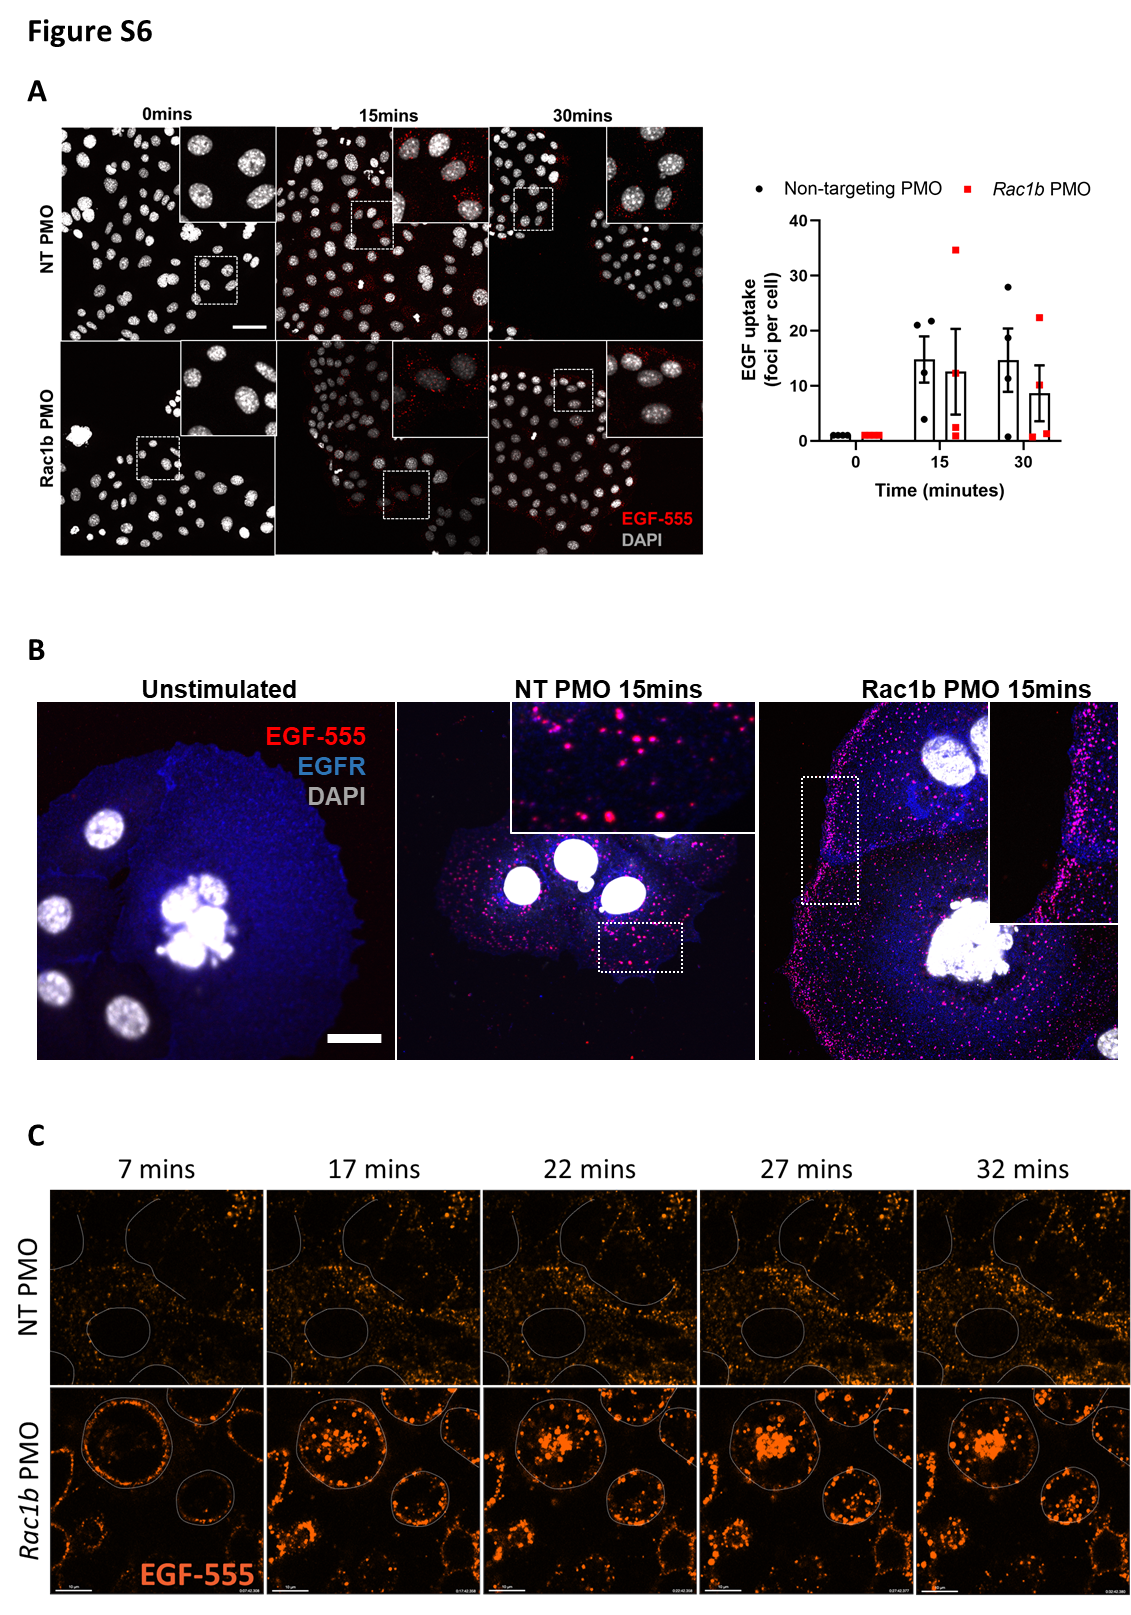

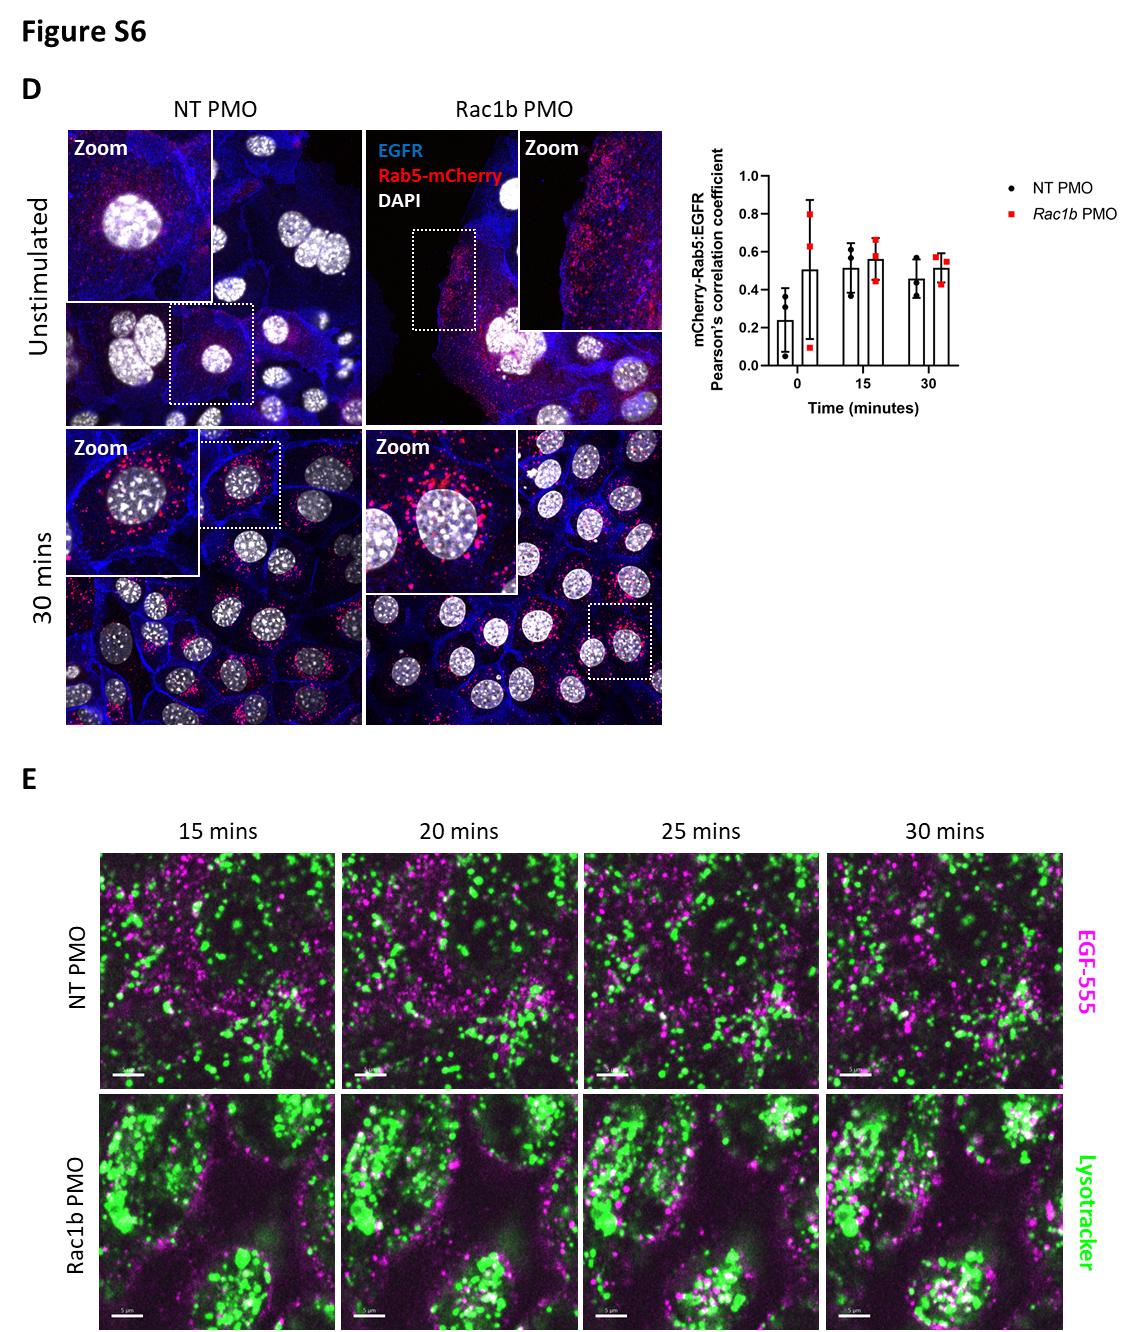

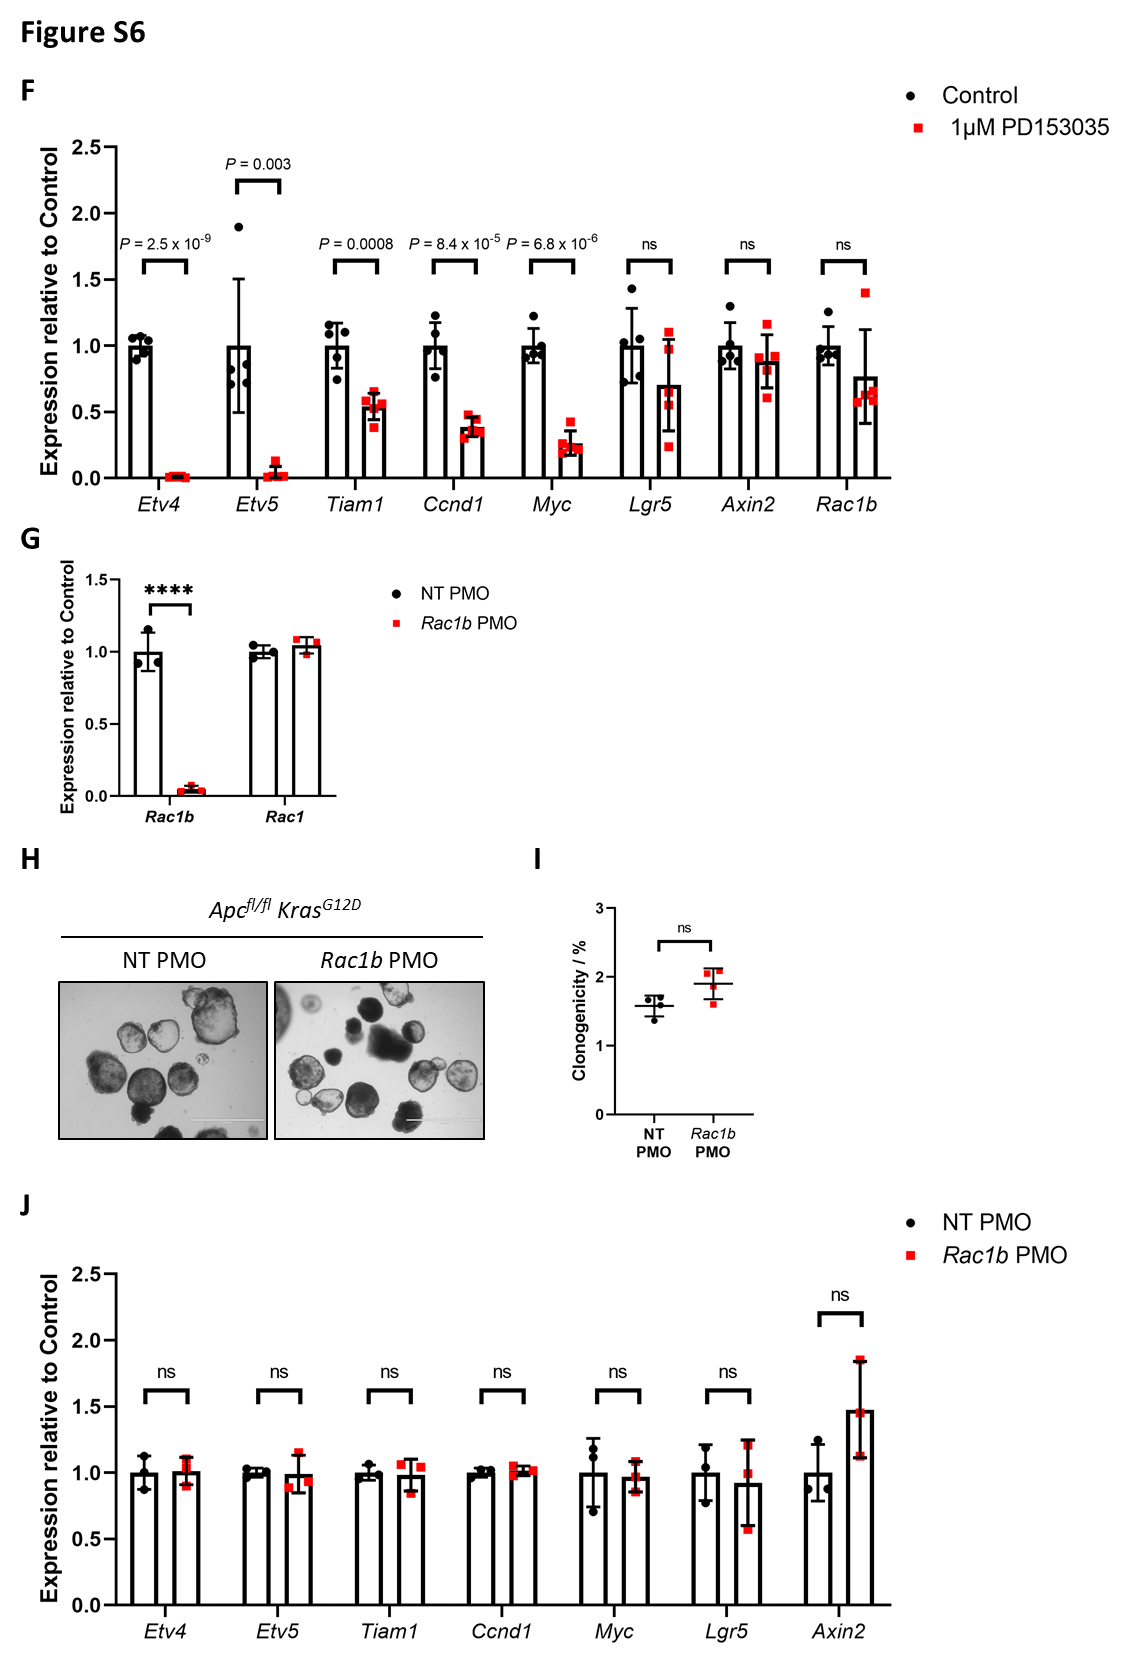

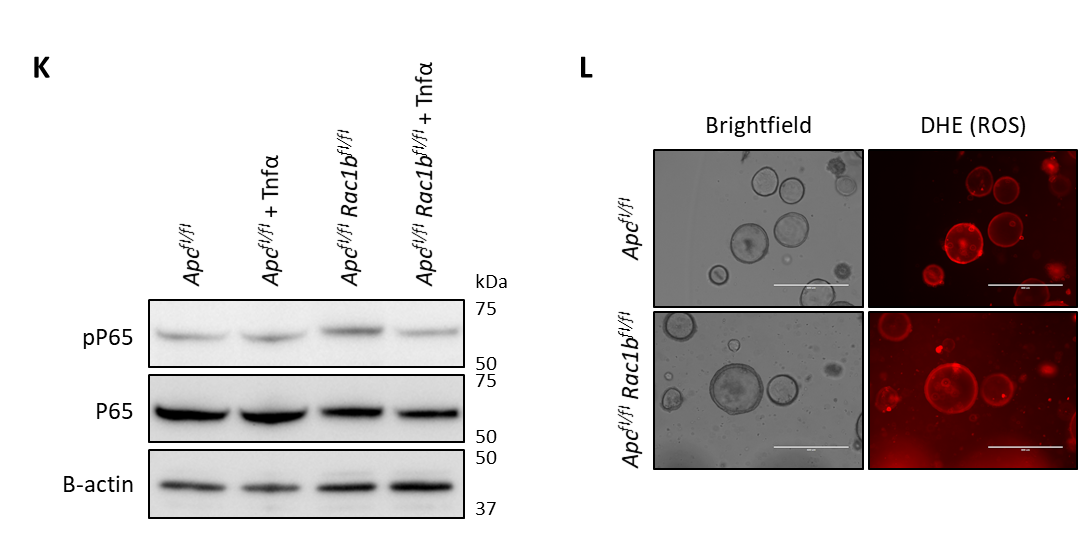

**Figure S6. RAC1B mediates EGFR signalling.** (A) Representative images of Alexa 555-EGF (red) treated control and *Rac1b* depleted CMT93 cells at indicated timepoints (left panel). Quantification of 555-EGF internalisation at indicated timepoints (data are presented as mean values +/- SEM; n = 4 v 4 technical replicate experiments) (right panel). Scale bars are 50μm. (B) Representative images of Alexa 555-EGF (pink) treated control and *Rac1b* depleted CMT93 cells stained for EGFR (blue) at indicated timepoint. (C) Live cell imaging of Alexa 555-EGF (red) treated control and *Rac1b* depleted CMT93 cells at indicated timepoints. Scale bars are 10μm. Data are representative of 3 independent technical replicate experiments. (D) Representative images of EGFR (blue) and Rab5-mCherry (pink) colocalisation in control and *Rac1b* depleted CMT93 cells at indicated timepoints (left panels). Quantification of EGFR and Rab5-mCherry colocalisation at indicated timepoints (right panel) (data are presented as mean values +/- SD; n = 3 replicate experiments). (E) High magnification images of EGF-555 (magenta) and LysoTracker green (green) live cell imaging. Co-localisation is observed as white dots. Scale bars are 5μm. Data are representative of 3 independent technical replicate experiments. (F) qRT-PCR analysis of EGFR and Wnt target genes from control and EGFR inhibitor treated *Apc^fl/fl^* organoids (data are presented as mean values +/- SD; two tailed t test; n = 5 v 5 replicate experiments). (G) qRT-PCR analysis of *Rac1b* and *Rac1* expression in control and *Rac1b* PMO treated *Apc^fl/fl^ Kras^G12D^* organoids (data are presented as mean values +/- SD; *****P* = 1.69 x 10^-6^; two way anova with Tukey multiple correction; n = 3 v 3 independent treatment experiments). (H and I) Representative images and quantification of clonogenicity experiment from control and *Rac1b* PMO treated *Apc^fl/fl^ Kras^G12D^* organoids (data are presented as mean values +/- SD; P=not significant; two tailed t test; n = 4 v 4 replicate experiments). Scale bars are 1000µm. (J) qRT-PCR analysis of EGFR and Wnt target genes from control and *Rac1b* PMO treated *Apc^fl/fl^ Kras^G12D^* organoids (data are presented as mean values +/- SD; P=not significant; two tailed t test; n = 3 v 3 biological replicate experiments). (K) P65 and pP65 Western blot analysis of *Apc^fl/fl^* and *Apc^fl/fl^ Rac1b^fl/fl^* organoids. Data are representative of 3 independent technical replicate experiments. (L) Representative images of dihydroethidium (DHE) treated *Apc^fl/fl^* and *Apc^fl/fl^ Rac1b^fl/fl^* organoids. Data are representative of 3 independent technical replicate experiments. Source data are provided as a Source Data file.

**
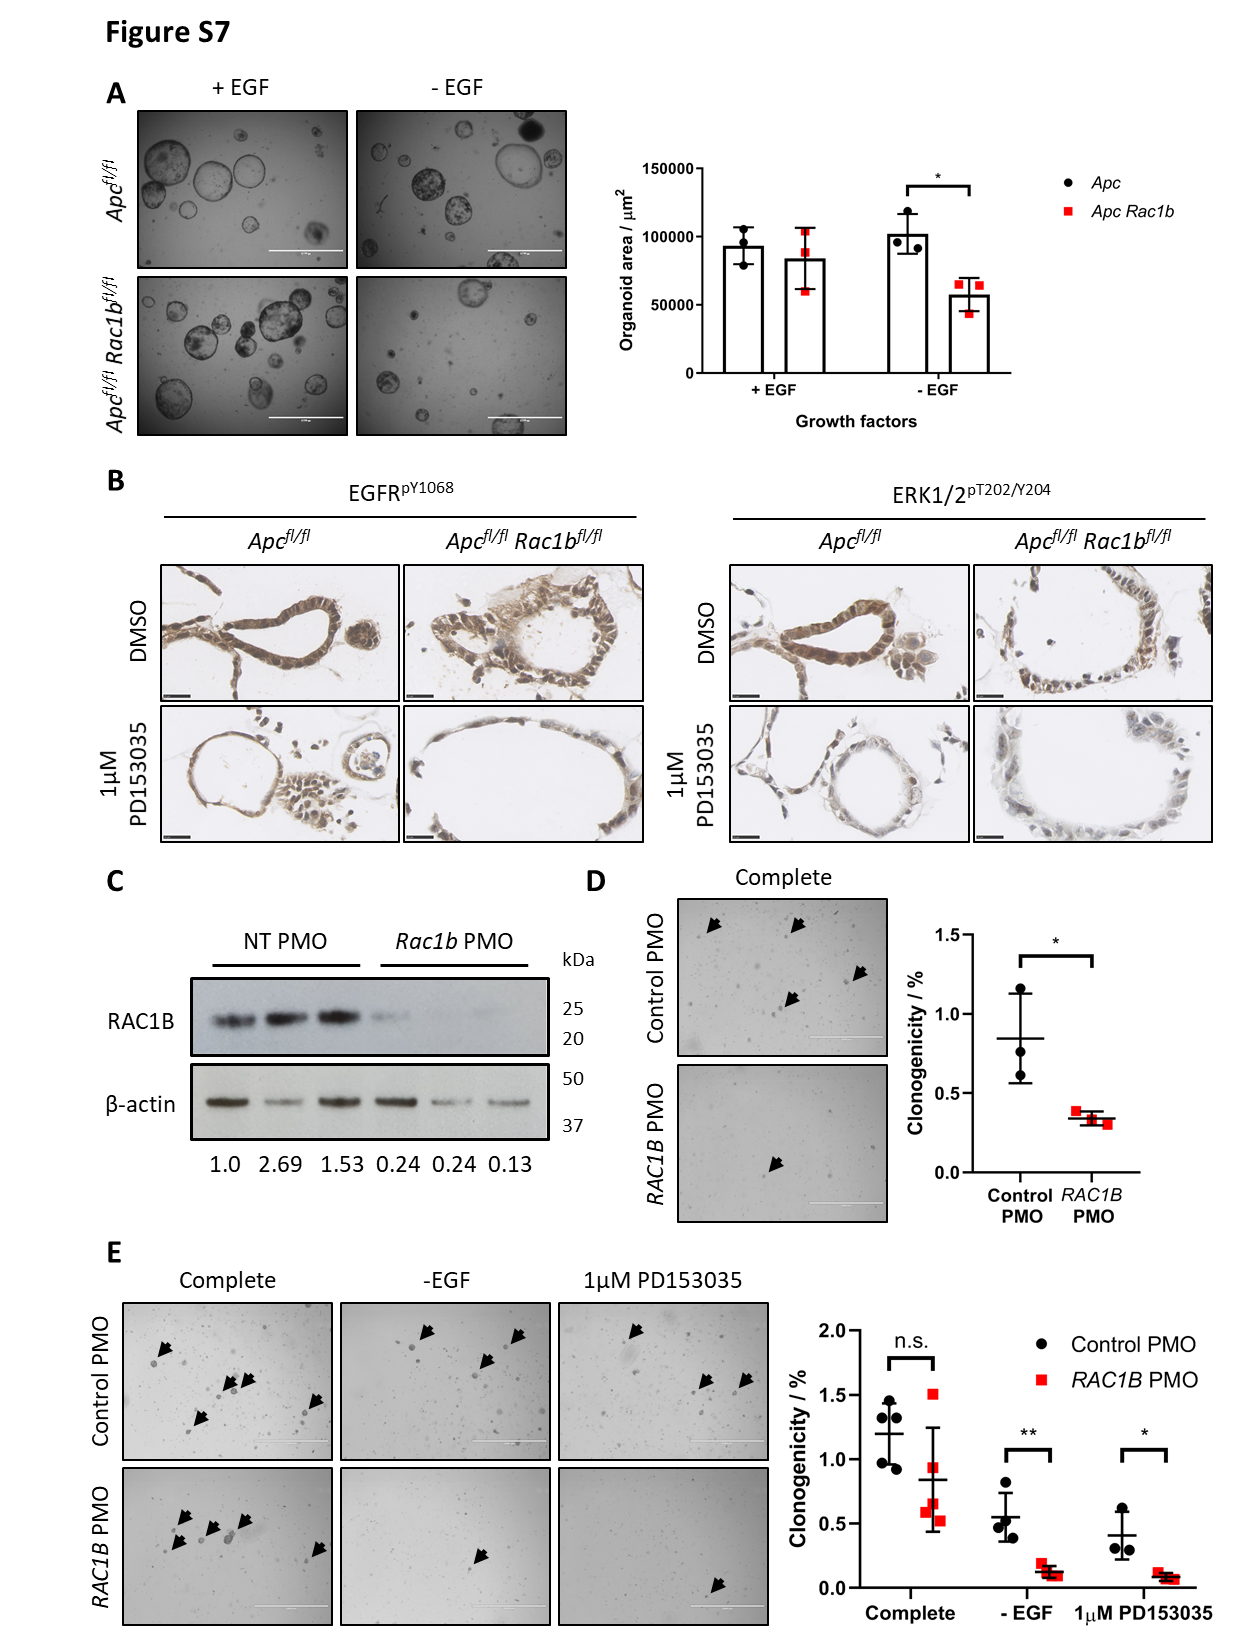

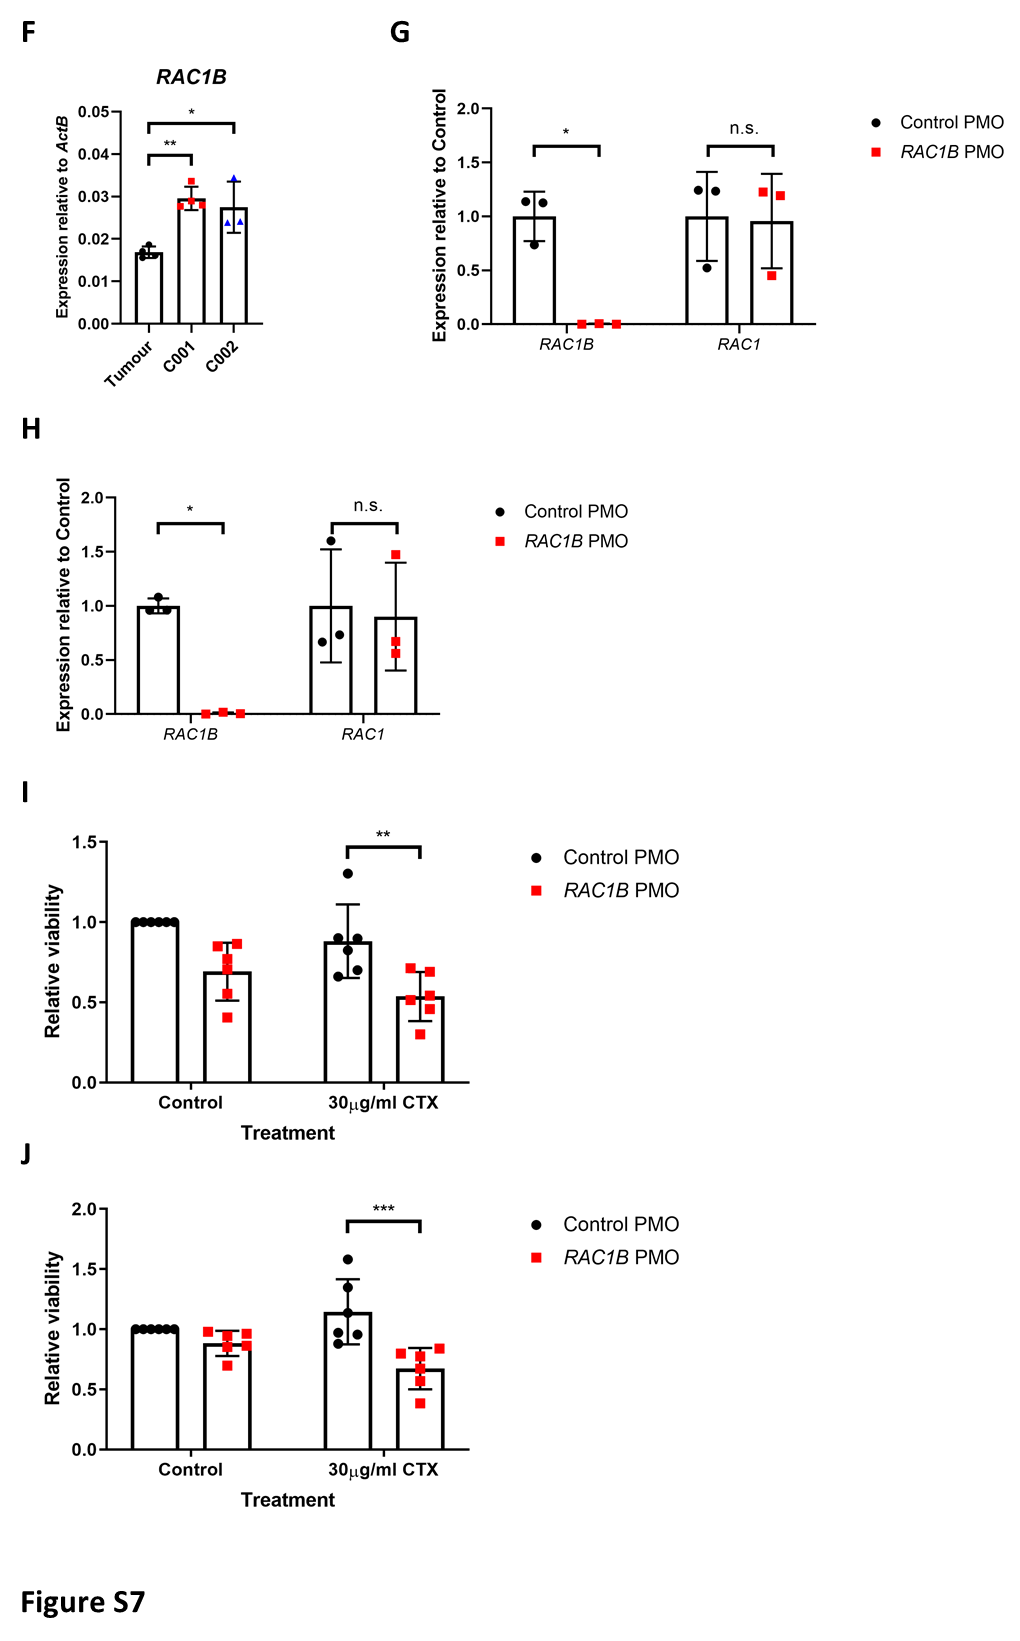
**

**Figure S7. RAC1B inhibition sensitises tumour organoids to EGFR inhibitor treatment.**

(A) Representative images of *Apc^fl/fl^* and *Apc^fl/fl^ Rac1b^fl/fl^* organoids grown with or without EGF (left panel). Scale bars are 1000µm. Quantification of organoid size 4 days after plating data are presented as mean values +/- SD; **P* = 0.0397; two way anova with Tukey multiple correction; n = organoid cultures from 3v3 mice). (B) IHC analysis of EGFR^pY1068^ and ERK1/2^pT202/Y204^ in *Apc^fl/fl^* and *Apc^fl/fl^ Rac1b^fl/fl^* organoids treated with or without 1μM PD153035 for 6 hours. Scale bars are 25µm. Data are representative of 3 independent technical replicate experiments. (C) Western blot analysis of RAC1B expression in PDOs treated with control or *RAC1B* PMO. Numbers below blots indicate densitometry measurements of RAC1B relative to β-actin normalised to lane 1 (P=0.037; two tailed t test; n=3v3 independent treatment experiments). (D) Representative images (left panel, clones indicated by black arrows) and quantification (right panel) of clonogenicity assays carried out on organoids from a benign human colonic polyp treated with control or *RAC1B* PMO (data are presented as mean values +/- SD; **P* = 0.038; two tailed t test; n=3v3 independent treatment experiments). Scale bars are 1000µm. (E) Representative images (left panel, clones indicated by black arrows) and quantification (right panel) of clonogenicity assays carried out on organoids from an invasive human colonic tumour. Organoids were treated with control or *RAC1B* PMO (data are presented as mean values +/- SD; n=5v5 independent treatment experiments). Organoids were treated with control or *RAC1B* PMO in the presence or absence of EGF ligand (data are presented as mean values +/- SD; ** *P =* 0.0047; two tailed t test; n=4v4 independent treatment experiments). Organoids were treated with control or *RAC1B* PMO in the presence or absence of the EGFR inhibitor PD153035 (data are presented as mean values +/- SD; **P* = 0.0411; two tailed t test; n=3v3 independent treatment experiments). Scale bars are 1000µm. (F) qRT-PCR analysis of *RAC1B* from an invasive human tumour organoid and 2 liver metastasis organoids (C001 and C002) (data are presented as mean values +/- SD; **P* = 0.0112, ***P* = 0.0025; one way anova with Tukey multiple correction; n = 4 vs 4 vs 3 replicate experiments). (G) qRT-PCR analysis of *RAC1B* and *RAC1* expression in control and *RAC1B* PMO treated C001 organoids (data are presented as mean values +/- SD; **P* = 0.0220; two way anova with Tukey multiple correction; n = 3 v 3 independent treatment experiments). (H) qRT-PCR analysis of *RAC1B* and *RAC1* expression in control and *RAC1B* PMO treated C002 organoids (data are presented as mean values +/- SD; **P* = 0.0404; two way anova with Tukey multiple correction; n = 3 v 3 independent treatment experiments). (I) Resazurin assay measurements of C001 organoid PDOs treated with control or *RAC1B* PMO in the presence or absence of cetuximab (data are presented as mean values +/- SD; ***P* = 0.0085; two way anova with Tukey multiple correction; n=6v6 independent treatment experiments). (J) Resazurin assay measurements of C002 organoid PDOs treated with control or *RAC1B* PMO in the presence or absence of cetuximab (data are presented as mean values +/- SD; ****P* = 0.0005; two way anova with Tukey multiple correction; n=6v6 independent treatment experiments). Source data are provided as a Source Data file.

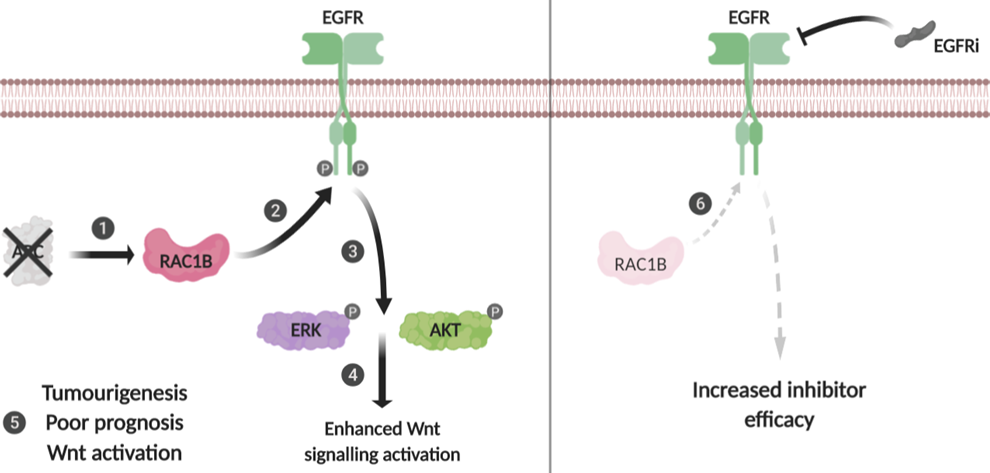

**Figure S8.** Schematic outlining function of Rac1b in promoting WNT driven tumourigenesis: (1) Following loss of *APC*, *RAC1B* expression increases. (2) RAC1B modulate EGFR phosphorylation. (3) Phosphorylation of EGFR leads to activation of MAPK signalling. (4) Via activation of EGFR signalling, RAC1B promote efficient WNT signalling activation. (5) Via these pathways RAC1B mediates tumourigenesis. (6) RAC1B depleted cells show increased sensitivity to EGFR inhibitor treatment.

# Supplementary material for: RAC1B modulates intestinal tumourigenesis via modulation of WNT and EGFR signalling pathways
**Source:** Nat Commun. 2021 Apr 20;12:2335. doi: 10.1038/s41467-021-22531-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Title: Supplementary Data 1.

Description: RNAseq analysis of Apc vs Apc Rac1b tumours. 

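Supplementary Data 1 corresponds to a deposited table of the authors' comparison, with 1 line per gene. For each gene it gives the mean normalised count over the 8 tumours, the log2 fold change and its standard error, the Wald statistic, and the p-value before and after adjustment by DESeq2. Genes that the paper describes as lower have negative log2 fold changes, so the direction is *Apc Rac1b* over *Apc* tumours. The authors' deposited table holds 23738 genes, of which 16975 have an adjusted p-value and 558 an adjusted p-value under 0.05. The fold changes computed here from the deposited expected counts by DESeq2 with average transcript length had a Pearson correlation of 0.9999 with those in the authors' deposited table, across genes, which are not independent replicates. Of the genes past both thresholds in the authors' deposited table, 481 also passed them here with DESeq2 and average transcript length, and 421 with DESeq2 and its size factors alone. In edgeR 471 of them had an unadjusted p-value under 0.05, and 2 passed both thresholds.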

Expression values for all annotated genes are included.

Title: Supplementary Data 2.

Description: Mass spectrometry data of BioID hits from Rac1 and Rac1b BioID experiments.

# Supplementary material for: RAC1B modulates intestinal tumourigenesis via modulation of WNT and EGFR signalling pathways
**Source:** Nat Commun. 2021 Apr 20;12:2335. doi: 10.1038/s41467-021-22531-3
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection RNAseq - Illumina HiSeq 4000, qPCR - BioRad CFX Connect, Histology - Nanozoomer.

Data analysis Microsoft Office Excel 365, GraphPad Prism v7.0 and v8.3.1, RNAseq analysis - TrimGalore 0.6.5, cutadapt 3.2, tophat 2.1.1, cuffdiff 2.2.1, ImageJ 1.52p, kallisto 0.45, DESeq2 v1.30.1.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Raw RNA sequencing data has been deposited in the Gene Expression Omnibus (GEO) with accession code GSE167876. All analyzed expression and proteomic data are available as Supplementary tables S1 and S2. Figures 1, 2, 3, 4, 5, 6, 7, S1, S2, S3, S5, S6 and S7 have associated raw data. There are no restrictions on data availability.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <p>Sample sizes for each experiment are outlined in the figure legends.</p> <p>For all animal experiments, <math>n &gt; 3</math> mice were used for each experimental cohort. Power analyses were carried out prior to experiments being carried out to determine the minimum number of animals required for each experiment. These analyses were informed by previous and / or preliminary experiments.</p> <p>For organoid experiments, all are derived from <math>n = 3</math> or <math>n &gt; 3</math> independent experiments unless otherwise stated. Sample sizes were not statistically predetermined and were based on the results of previous experiments with these models.</p> <p>For RNAseq experiments, all are derived from <math>n = 4</math> independent biological samples. Sample sizes were not statistically predetermined and were based on the results of previous experiments with these models (Myant et al., 2013 Cell Stem Cell, DOI: 10.1016/j.stem.2013.04.006).</p> |
| Data exclusions | No data were excluded from analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Replication     | All experiments (mouse, RNAseq, QRT-PCR, Western blot, organoid etc) were replicated at least 3 times using the same experimental approach or using multiple biologically independent replicates. All replication attempts were successful.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Randomization   | Mice of ages 6-12 weeks of the appropriate genotype were randomly selected, with no sex-bias, for tumourigenesis studies. All mice received the same treatment (tamoxifen induction). For organoid and cell culture treatment experiments, random wells were allocated into groups prior to treatment.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Blinding        | Investigators were blinded to the genotype of mice when monitoring for clinical signs. Investigators were blinded to the genotype of mice when carrying out histological analysis. IHC analysis of tumour histology was carried out using QuPath software with the investigator blinded to tumour genotype. Investigators were blinded to the treatment given to organoids and cell cultures when scoring and analysing data.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

BrdU, 1:500 (Bioss, bs-0489H),  
 $\beta$ -catenin, 1:50 (BD Biosciences, 610154),  
 cleaved Caspase 3, 1:800 (R&D, AF835)  
 Lyz1, 1:1000 (DAKO, A009)  
 Muc2, 1:750 (Genetex, GTX100664)  
 EGFRpY1068, 1:25 (Cell Signalling, 3777S)  
 EGFRpY1068, 1:400 (Abcam, ab40815)  
 ERK1/2pT202/Y204, 1:100 (Cell Signalling, 4370S)  
 AKT, 1:2000 (Cell Signalling, 9272S)

AKTp5473, 1:3000 (Cell Signalling, 4060S)  
 EGFR, 1:1000 (Cell Signalling, 2232S)  
 ERK1/2, 1:2000 (Cell Signalling, 4695S)  
 NF-kB p65, 1:1000 (Abcam, ab7970)  
 NF-kB p65pS536, 1:1000 (Cell Signalling, 3033S)  
 Rac1b, 1:1000 (Millipore, 09-271)  
 Vinculin 1:5000 (Abcam, ab73412)  
 Myc-tag, 1:10,000 (Cell Signalling, 2276S)  
 $\beta$ -actin, 1:5000 (Cell Signalling, 4970S)  
 anti-Rabbit HRP, 1:10000 (Cell Signalling, 7074S)  
 anti-Mouse HRP, 1:10000 (Cell Signalling, 7076S)

## Validation

BrdU, 1:500 (Bioss, bs-0489H): Validated by IHC staining of intestinal tissue derived from mice not injected with BrdU. There was an absence of signal in intestinal epithelial tissue in these mice. Also validated in numerous publications including DOI: 10.1016/j.stem.2013.04.006.

$\beta$ -catenin, 1:50 (BD Biosciences, 610154). Validated on manufacturers website and in numerous publications including DOI: 10.1016/j.stem.2013.04.006.

cleaved Caspase 3, 1:800 (R&D): Active Caspase-3 (R&D systems, AF835): Validated on manufacturers website by immunohistochemistry analysis of human colon cancer tissue.

Lyz1 (DAKO, A009): Validated in various models for expected IHC expression pattern. Also validated in numerous publications including DOI:10.1038/s41467-020-20636-9.

Muc2 (Genetex, GTX100664): Validated in various models for expected IHC expression pattern and on manufacturers website.

EGFRpY1068, 1:25 (Cell Signalling, 3777S): Validated on manufacturers website by Western blot analysis of cell extracts from EGF treated cell lines. Predicted to work in human, mouse and rat samples due to sequence homology.

EGFRpY1068, 1:400 (Abcam, ab40815): Validated on manufacturers website by Western blot analysis of cell extracts from EGF treated cell lines. Predicted to work in mouse samples due to sequence homology.

ERK1/2pT202/Y204, 1:100 (Cell Signalling, 4370S): Validated on manufacturers website by Western blot analysis of cell extracts from TPA treated cell lines. Predicted to work in human, mouse and rat samples due to sequence homology.

AKT, 1:2000 (Cell Signalling, 9272S): Validated on manufacturers website by Western blot analysis of cell extracts from various cell lines. Predicted to work in human, mouse and rat samples due to sequence homology.

AKTp5473, 1:3000 (Cell Signalling, 4060S): Validated on manufacturers website by Western blot analysis of cell extracts from PDGF treated cell lines. Predicted to work in human, mouse and rat samples due to sequence homology.

EGFR, 1:1000 (Cell Signalling, 2232S): Validated on manufacturers website by Western blot analysis of cell extracts from various cell lines. Predicted to work in human, mouse and rat samples due to sequence homology.

ERK1/2, 1:2000 (Cell Signalling, 4695S): Validated on manufacturers website by Western blot analysis of cell extracts from various cell lines. Predicted to work in human, mouse and rat samples due to sequence homology.

NF-kB p65, 1:1000 (Abcam, ab7970): Validated on manufacturers website by Western blot analysis of cell extracts from various cell lines. Predicted to work in human, mouse and rat samples due to sequence homology.

NF-kB p65pS536, 1:1000 (Cell Signalling, 3033S): Validated on manufacturers website by Western blot analysis of cell extracts from TNFa treated cell lines. Predicted to work in human, mouse and rat samples due to sequence homology.

Rac1b (Millipore, 1:1,000): Validated on manufacturers website by Western blot analysis of cell extracts from various cell lines and in this study in Rac1b depleted organoids.

Vinculin (Abcam, 1:5,000): Validated on manufacturers website by Western blot analysis of cell extracts from various cell lines. Predicted to work in human, mouse and rat samples due to sequence homology.

Myc-tag, 1:10,000 (Cell Signalling, 2276S): Myc-Tag (Cell Signalling Technology, 2276): Validated by absence of signal in protein lysate derived from cells not transfected with Myc-tagged protein. Also validated on manufacturers website.

$\beta$ -actin, 1:5000 (Cell Signalling, 4970S): Validated on manufacturers website by Western blot analysis of cell extracts from various cell lines. Predicted to work in human, mouse and rat samples due to sequence homology.

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                                                                                            |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | All organoid lines were derived from mice / CRC patients during the course of this study. CMT93 cell lines were kindly provided by Dr Susan Farrington (IGMM, Edinburgh) and were originally obtained from ATCC (CMT-93 (ATCC® CCL-223™)). |
| Authentication                                                       | Cells were not authenticated independently.                                                                                                                                                                                                |
| Mycoplasma contamination                                             | Cell lines and organoid cultures were routinely tested for Mycoplasma contamination and found to be negative.                                                                                                                              |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | Not used.                                                                                                                                                                                                                                  |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice were bred at the animal facilities of the University of Edinburgh. Colonies had a mixed background (50% C57Bl6J, 50% S129). The genetic alleles used for this study were as follows: villinCreER, Apc (floxed), ASF/SF2 (Srsf1 floxed), Kras (G12D), IKK2ca, p53 (floxed). Both genders of mice were used for all experiments at an age of between 6 and 12 weeks once they had reached a minimum weight of 20 g. At experiment endpoints, mice were humanely sacrificed by cervical dislocation (CD) in line with UK Home Office regulations. Mice were maintained in a temperature (20-26C) and humidity (30%-70%) controlled environment. |
| Wild animals            | Not used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Field-collected samples | Not used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Ethics oversight        | All animal experiments were performed in accordance with a UK Home Office licence (Project License 70/8885), and were subject to review by the animal welfare and ethics board of the University of Edinburgh                                                                                                                                                                                                                                                                                                                                                                                                                                     |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                       |
|----------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | This study did not involve human research participants but utilised human derived biospecimens to generate primary organoids. Researchers were blinded to the identification of donors.               |
| Recruitment                | Patients were recruited as having primary colorectal tumours. No biases were present that might likely impact results.                                                                                |
| Ethics oversight           | Ethical approval for human CRC organoid derivation was carried out under NHS Lothian Ethical Approval Scottish Colorectal Cancer Genetic Susceptibility Study 3 (SOCCS3) (REC reference: 11/SS/0109). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

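RNA sequencing data from 8 small intestinal tumours of mice were analysed, 4 from *Apc* mice and 4 from *Apc Rac1b* mice, each tumour as 1 sample. The condition of each tumour was taken from its label and from the paper's results. The authors deposited, for each tumour, a kallisto table with the length, effective length, expected counts and TPM of each transcript, quantified against GRCm38 coding and non-coding cDNA of Ensembl. The expected counts are estimates of reads per transcript that need not be whole, are not normalised between tumours and were not pooled. The authors also deposited a table of their gene-level DESeq2 comparison after tximport. Its mean signal per gene is the authors' average of counts divided by DESeq2's normalisation factors. The authors' score for each gene is the Wald statistic of DESeq2, deposited with log2 fold changes, their standard errors, and p-values before and after adjustment. Values from it are named as those of the authors' deposited table.

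Transcripts were assigned to genes with the GENCODE vM21 annotation of GRCm38, and the 1935 transcripts without a gene there were left out. Expected counts were added by gene and rounded to whole numbers. Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The main test was edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) with TMM normalisation, the filter of filterByExpr and Benjamini-Hochberg adjustment over the genes tested. A gene counted as changed at an adjusted p-value under 0.05 and an estimated fold change over 1.5, the thresholds that the paper states. The paper's methods name DESeq2 after tximport, which was run as an alternative with the average transcript length of each gene as an offset. Levels are CPM scaled by TMM, and log2 CPM used a prior count of 2.

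The expected counts on genes lay between 19193902 and 22687567 per tumour, so that 1 count is worth between 0.0441 and 0.0521 CPM, and differences of low genes are limited by counting as well as by the spread between tumours. The common dispersion of edgeR was 0.136.

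Gene lists were tested with camera at a preset inter-gene correlation of 0.01, with fry, and with camera at a correlation estimated for each list. The level of each list was compared between groups with a two-sided exact permutation test over the 70 assignments of 4 tumours against 4, whose smallest possible p-value is 0.0286. The 21 lists cover interferon-stimulated, oligoadenylate synthetase, MHC class I and MHC class II genes, markers of T and NK, B and plasma, and myeloid cells, WNT targets, WNT-protein binding genes, the genes of Fig. 4C and Fig. 4D, stem cell genes, EGFR and MAPK targets, cell cycle genes, and markers of enterocytes, Paneth and goblet cells, epithelium, stroma, proximal and distal intestine and pancreatic acini. They were written by hand, and the lists from Fig. 4C and Fig. 4D were drawn by the paper from tumours of these genotypes. The share of Rac1-202 among *Rac1* transcripts was computed from TPM, and alternatively from expected counts. Genes within 10 Mb of *Rac1* were compared with all other genes by a one-sided Fisher's exact test, with windows of 5 and 20 Mb as alternatives. Pseudogenes were matched to the coding transcript closest in sequence with BLAST+ 2.17.0.

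The tests, thresholds, lists, first alternatives and the rule for naming genes were set before the data were examined. The rule names *Rac1* and Rac1-202, the genes of Fig. 4C, Fig. 4D, Fig. S5J and the primer table, up to 5 genes with the largest rise and 5 with the largest fall among genes past the thresholds whose groups do not overlap, and at most 5 genes with the smallest p-values of each list reported. *Hmgb1*, *B3glct*, *Xist*, *Ddx3y* and the genes of the lymphoid follicle list were named after their values or those of related genes were seen. A check for pairing between tumours with the same replicate number, alternatives added later, and fits with each tumour left out are given in the closing section, as are the 35 ways of splitting the 8 tumours into groups of 4.

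The tests were checked on simulated counts with the means, library sizes and dispersions of these tumours. With 200 of 16608 genes changed 2-fold, edgeR called 0 of the changed and 0 of the unchanged genes, and DESeq2 called 92 changed and 71 unchanged genes. With changes of 4-fold, edgeR called 136 changed and 8 unchanged genes, and DESeq2 called 172 and 55. At 8-fold, edgeR called 182 and 7, and DESeq2 called 190 and 41. With no gene changed, edgeR called 0 genes and DESeq2 called 30. In the simulated data, where genes vary independently, camera called 0 of 20 lists of unchanged genes.

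InnateDB pathways and the gene sets of the GSEA software were not used here, nor were the raw reads. Sequencing or library batches are not named in the labels or the paper, so no batch was tested.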

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

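Among the results below, the tests on *Apc Rac1b* tumour 1, on a trend with GC content and transcript length, on dilution by cells that do not proliferate, on the label of *Apc Rac1b* tumour 1, on the sex of the mice, on WNT targets with the intestinal region in the model, on the immune lists relative to stroma, on WNT targets relative to epithelium, on *Hmgb1* and its pseudogenes, and on genes near *Rac1* at an unadjusted p-value under 0.01 were chosen only after the result was seen.

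A sample far from the others was looked for in 126 groups of 4 tumours, and 9 groups had one, where chance gives about 6.3. Of these, 7 concern *Apc Rac1b* tumour 1. Its T and NK cell level was 3.15, against 0.24 to 0.57 in the other *Apc Rac1b* tumours. On the log2 CPM scale it had 1.48 for *Etv4*, 1.59 for *Sox17*, 0.97 for *Sp5*, 0.94 for *Msx1* and 0.77 for *Apcdd1*. The other *Apc Rac1b* tumours had at least 4.08, 4.24, 3.55, 2.15 and 2.49 for these genes, in the same order. It also had the fewest estimated counts of its group, 20035489, although *Apc* tumours 3 and 4 had fewer. The other 2 groups with a distant sample were the myeloid cell level of *Apc Rac1b* tumour 2, 0.62 against 0.11 to 0.15, and the log2 CPM of *Sorcs2* in *Apc* tumour 1, 5.73 against 5.26 to 5.28. For these 2, no explanation was tested, and their number is within what chance gives.

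For *Apc Rac1b* tumour 1, a list of 25 lymphoid follicle and germinal centre genes was written after its B cell genes were seen and before the follicle genes were. Of these, 18 were tested, 1 of them is also in the B and plasma cell list, and 14 are above 1 CPM in the *Apc* tumours. All 18 were highest in *Apc Rac1b* tumour 1 (one-sided exact binomial test against a chance of 1 in 8, p = 5.55e-17, which treats the genes as independent). The high B cell genes of this tumour led to the list, so the test is not independent of them. Among the most abundant, *Spib* reached 243 CPM there against 2.82 to 5.93 CPM in the *Apc* tumours, and *Cd22* reached 229 CPM against 1.42 to 1.88 CPM. A candidate explanation for the high lymphoid genes of this tumour is lymphoid follicle tissue in the dissected piece. A lymphoid infiltrate of the tumour itself was not told apart from it. In either case, lymphoid cells alone would lower epithelial markers as much as WNT targets. The WNT target level of this tumour was -2.21 and its epithelial level -0.47, so lymphoid cells alone leave its low WNT target genes unexplained. Normal epithelium in the same piece would keep epithelial markers. The enterocyte level of this tumour was 1.35, the highest of all tumours, but such epithelium was not tested for. An *Apc* tumour under this label is argued against by genes chosen without it. In a fit without this tumour *Gm45315* had the smallest p-value, and it had 410 counts in this tumour against at most 4 in the *Apc* tumours. Of the 20 genes with the smallest p-values in that fit, 16 were nearer to the other *Apc Rac1b* tumours. That count alone is a weak guide, since the same procedure gave 5, 12 and 9 of 20 for *Apc Rac1b* tumours 2 to 4, and the argument rests on *Gm45315* and 3 other pseudogenes of *Hmgb1*, which were among the 20 for each of the 8 tumours and placed each with its group. They share 1 parent gene and are not independent, and an *Apc* mouse with the same sequence near *Rac1* is not excluded. Other kinds of mislabelling were not tested.

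Lower WNT target genes in *Apc Rac1b* tumours were weighed against several technical explanations. The values of *Apc Rac1b* tumour 1 alone do not account for them, since the difference in the list level was -0.67 without it and the other 3 stayed below every *Apc* tumour. A trend of fold changes with GC content and transcript length does not account for them either, as the median of the list was -0.97 once the trend was removed. A lower share of epithelium with more stroma and immune cells would lower epithelial markers as much as WNT targets. The WNT target level relative to the epithelial level differed by -1.16 in all tumours and by -0.97 without *Apc Rac1b* tumour 1 (two-sided exact permutation test, p = 0.0286 for each, n = 4 and 4 or 4 and 3), which argues against it as the whole cause. The stroma level adds nothing to this, as its difference of -0.32 was within its spread (two-sided exact permutation test, p = 0.229, n = 4 and 4) and was -0.12 without that tumour. The mean of the 3 immune lists relative to stroma, which had been set as the deciding test before the WNT target level was compared with the epithelial level, did not separate the groups either (p = 0.0571 in the same exact test). Of the 3 lists, only that of T and NK cells did so relative to stroma (two-sided exact permutation test, p = 0.0286, n = 4 and 4). Without *Apc Rac1b* tumour 1 that list did not (p = 0.0571 in the same exact test, n = 4 and 3). Dilution by cells that do not proliferate would lower cell cycle genes as much as WNT targets. In *Apc Rac1b* tumours 2 to 4 the cell cycle level differed by -0.040 and the WNT target level by -0.67. This argues against dilution by such cells, villus enterocytes included, as the whole cause. The WNT target level fell relative to the cell cycle level with all tumours and without *Apc Rac1b* tumour 1 (two-sided exact permutation test, p = 0.0286 for each, n = 4 and 4 or 4 and 3). Normal tissue with crypts holds cells that proliferate and carry epithelial markers. Neither the cell cycle level nor the epithelial level can exclude such tissue in the samples, so it stays open. Unequal numbers of male and female mice, as read from *Xist* and *Ddx3y*, are argued against as the whole cause. The difference in the WNT target level was -1.09 among 5 male tumours, negative as well among 3 female tumours, of which 1 was *Apc Rac1b*, and -1.06 over both sexes (two-sided exact permutation test within sex, p = 0.0333, n = 4 and 4). Without the 8 genes that are also in Fig. 4C, the WNT target level differed by -0.86, by -0.77 relative to the cell cycle level and by -0.97 relative to the epithelial level (two-sided exact permutation test, p = 0.0286 for each, n = 4 and 4). With *Apc Rac1b* tumour 1 left out as well, these differences were -0.55, -0.51 and -0.85 (two-sided exact permutation test, p = 0.0286 for each, n = 4 and 3). The following explanations stay open. A smaller contribution of villus enterocytes cannot be told apart from none, because the enterocyte level varied between tumours (two-sided exact permutation test, p = 0.286, n = 4 and 4), though camera called the list higher. In a model with region, another region of the small intestine is argued against as the whole cause in *Apc Rac1b* tumours 2 to 4 only. With the distal minus proximal level in the model, the WNT target level differed by -0.80 without *Apc Rac1b* tumour 1 (standard error 0.126, two-sided exact permutation test, p = 0.0286, n = 4 and 3). With all tumours it differed by -1.05 (standard error 0.512, p = 0.0857 in the same exact test, n = 4 and 4), so the criterion set for this test, that both pass, was not met. Among the *Apc* tumours the WNT target level did not fall with the distal minus proximal level, with a slope of 0.0586 (standard error 0.0388). That slope gives a difference of 0.117 for the regional shift, against the observed -1.05. It rests on 4 tumours that reach 1.33 in distal minus proximal level, against 4.30 in *Apc Rac1b* tumours, so it cannot decide for the group. The paper found fewer tumours in the duodenum and jejunum of *Apc Rac1b* mice but not in the ileum (Fig. S3B), so the sequenced tumours could differ in region. As a smaller contribution, region cannot be told apart from no effect, since the distal minus proximal level varied within both groups (two-sided exact permutation test, p = 0.200, n = 4 and 4). The effect of *Rac1b* deletion that the paper describes and linked strain sequence are open biological explanations and were not separated here.

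Higher interferon and antigen presentation genes may reflect more leukocytes in *Apc Rac1b* tumours or a change within the tumour cells. The interferon level minus the myeloid level did not separate the groups (two-sided exact permutation test, p = 0.114, n = 4 and 4). For interferon genes and myeloid cells, these cannot be told apart with 4 tumours per group. The interferon level was not compared with the T and NK or B and plasma cell lists. The antigen presentation lists were not compared with any leukocyte list, so both explanations stay open for them.

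A signal in genes the paper does not discuss was *Gm45315*, with a mean of 30.0 CPM in *Apc Rac1b* tumours and 0.0719 CPM in *Apc* tumours. With *Gm21596*, *Gm15387* and *Gm46432*, it is 1 of 4 pseudogenes whose closest coding transcript is *Hmgb1* and whose unadjusted p-value in edgeR is under 0.01. *Hmgb1* (ENSMUSG00000066551) lies 5.52 Mb from *Rac1* on chromosome 5 and fell from 370 ± 10.3 CPM (SD, n = 4) to 225 ± 34.9 CPM (SD, n = 4). A shift of reads between *Hmgb1* and its 6 tested pseudogenes with an unchanged sum is argued against, since the log2 fold change of their summed CPM was -0.62 (two-sided exact permutation test, p = 0.0286, n = 4 and 4). A strain variant in *Hmgb1* carried with the floxed allele is a candidate explanation. Of 11 pseudogenes whose closest coding gene lies near *Rac1*, 4 had an unadjusted p-value under 0.01, against 9 of 420 others (one-sided Fisher's exact test, p = 0.000148). All 4 belong to *Hmgb1* and led to this test, and without reads a variant cannot be told apart from a change in expression.

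Another such signal was the share of genes near *Rac1* with an unadjusted p-value under 0.01, 9.24% (22 of 238) within 10 Mb against 3.78% (618 of 16369) elsewhere (one-sided Fisher's exact test, p = 0.000139). Without *Hmgb1* there were 21 genes (p = 0.000362 in the same exact test). A share as high was reached by 0.666% of 12459 overlapping windows of the same size, each around a gene on an autosome and with at least 100 genes tested, those around *Rac1* included. The form of the test set at the start counted genes past both thresholds, of which 0 of 238 lay near *Rac1* (one-sided Fisher's exact test, p = 1). With the calls of DESeq2 and average transcript length, also chosen later, it gave 12 of 248 genes (one-sided Fisher's exact test, p = 0.0506). A candidate explanation is S129 strain sequence linked to the floxed allele, which the colonies' mixed background allows. Effects of the deletion on neighbouring genes and chromosome-wide co-expression stay open and were not tested.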

How the results depend on the processing

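The number of genes past both thresholds depended on the test more than on the normalisation. From 2 genes with edgeR, it was 2 with average transcript length as an offset, 2 without a filter on low counts, 2 with glmTreat, 2 without a fold change minimum and 1 with at least 10 counts in every tumour, where 14550 genes were tested. DESeq2 gave 506 with its size factors and 487 with average transcript length. In alternatives chosen after seeing the data, edgeR gave 300 with its likelihood ratio test and 2 with robust estimation, and limma's voom gave 9 with sample quality weights, which gave *Apc Rac1b* tumour 1 the lowest weight, 0.133. The cause was not tested beyond the simulated data, in which DESeq2 called 30 genes when none were changed and edgeR called 0, while edgeR called 0 of 200 genes changed 2-fold and 136 of 200 changed 4-fold. A small count from edgeR is thus not evidence that few genes changed, and some of the genes from DESeq2 may be false calls.

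Leaving out each tumour in turn gave from 0 to 4 genes with edgeR across 8 fits. In 4 of these fits 0 genes passed, with 1604 to 2769 genes at an unadjusted p-value under 0.05. With DESeq2 and average transcript length, also chosen after seeing the data, leaving out *Apc* tumours 1 to 4 gave 106, 145, 284 and 243 genes, and leaving out *Apc Rac1b* tumours 1 to 4 gave 547, 899, 765 and 721. Of the genes of Fig. 4C, 0 passed with edgeR under each of its alternatives set at the start. With its likelihood ratio test, chosen after seeing the data, 11 passed. With DESeq2, 14 passed with its size factors and 15 with average transcript length. In the same fits that left out *Apc* tumours 1 to 4 there were 2, 5, 10 and 9, and without *Apc Rac1b* tumours 1 to 4 there were 27, 16, 20 and 12. Every gene of Fig. 4C that was tested was lower in each of these fits.

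With the replicate number as a block, 0 genes passed both thresholds and 1984 had an unadjusted p-value under 0.05. The numbers do not pair the tumours, since the correlations between tumours with the same number, after the group means were removed, were -0.0311, -0.0635, 0.152 and 0.242. Tumours of different genotype also cannot come from the same mouse. The paper calls the samples independent but does not name the mouse of each tumour. Whether tumours of the same genotype share a mouse is therefore not known.

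Of 35 splits of the 8 tumours into groups of 4, 1, the real one, gave as many genes past both thresholds with edgeR, and the other 34 gave 0. For DESeq2 with average transcript length it was also 1 of 35, with a median of 10.5 and at most 196 genes in the others. For the genes of Fig. 4C at an unadjusted p-value under 0.05 it was 1 of 35, with 25 genes against at most 9. The paper chose these genes on the same tumours and the real split, so that rank is not independent evidence. For the number of lists called by camera it was 1 of 35 as well, but the other splits gave 2 to 17 lists with a median of 14, against 18. The number of lists called at the preset correlation is therefore little guide, and 0 lists were called with an estimated correlation and 0 with fry, where 2 and 6 lists had an unadjusted p-value under 0.05.

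The direction of 20 of the 21 lists was kept under every alternative tried for it. The pancreatic acinar list, with 3 genes tested, reversed without *Apc* tumour 4 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.8287) and without *Apc Rac1b* tumour 1 (adjusted p = 0.335 in the same test). Over the fits that each left out one tumour, its adjusted p-value from camera with Benjamini-Hochberg adjustment ranged from 0.335 to 0.971. Among all values of single lists, of single genes and of the number of lower Fig. 4C genes under the alternatives, 322 kept their direction and their side of the threshold, 62 were weaker, 3 were stronger and these 2 reversed. With single tumours left out, the epithelial list lost its call in 5 of 8 fits, the myeloid and stroma lists in 3 each, and the distal intestine and Paneth and goblet cell lists without *Apc Rac1b* tumour 3. The cell cycle list was called lower without *Apc Rac1b* tumour 2 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.00424), and the proximal intestine list without *Apc Rac1b* tumour 4 (adjusted p = 0.00278 in the same test) and with the replicate block. The WNT target list without the genes of Fig. 4C, an alternative chosen after seeing the data, kept its call (camera with Benjamini-Hochberg adjustment, adjusted p = 3.82e-07). The B and plasma cell list was not called from DESeq2's fold changes (adjusted p = 0.0631 in the same test). The cause of these changes was not tested. The difference in the share of Rac1-202 ranged from -0.776 to 0.298 percentage points with single tumours left out and changed its sign in 3 of these fits. For genes near *Rac1*, windows of 5 and 20 Mb left the exact p-value at 1 for genes past both thresholds, and the limit of an unadjusted p-value under 0.01, chosen after seeing the data, gave 0.000139.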

Differences from the paper's values

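The paper reports 506 genes with altered expression, and 2 passed the same thresholds here with edgeR. For genes with increased expression the paper reports 265 and edgeR gave 2, and for genes with decreased expression the paper reports 241 and edgeR gave 0, with 1144 lower at an unadjusted p-value under 0.05. Among the alternatives set before the data were examined, DESeq2 with its size factors gave 506 genes, 252 higher and 254 lower, and DESeq2 with average transcript length, the setting that the paper's methods describe, gave 487, 253 higher and 234 lower. Both are within the paper's values by a factor of 1.5. The other alternatives set before the data were examined, all with edgeR, gave between 0 and 4 genes and did not close the gap. Among settings chosen after the values were seen, edgeR's likelihood ratio test gave 300 genes. With single tumours left out, DESeq2 with average transcript length gave between 106 and 899 genes. Among these fits, it gave 547 without *Apc Rac1b* tumour 1 and 721 without *Apc Rac1b* tumour 4.

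The paper shows *Etv5* and *Etv4* as lower in *Rac1b*-deficient tumours by qRT-PCR (Fig. S5J). In the RNA sequencing data both were lower and neither passed the thresholds, as given among the other observations. The paper names lower WNT-protein binding genes as a pathway, and 3 of the 28 such genes tested here, *Fzd5* among them, had higher estimates. The paper describes the sequenced tumours as negative for *Rac1b* by qRT-PCR. The share of Rac1-202 estimated here did not differ between the groups, at 49.3% and 49.1% of the TPM of *Rac1*, but this estimate does not measure exon 4.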

Other observations

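The test on Rac1-202 below was chosen only after its share was seen. Rac1-202 made up as large a share of *Rac1* in *Apc Rac1b* as in *Apc* tumours. A candidate explanation is that kallisto assigned reads of messages without exon 4 to Rac1-202, since exon 4 makes up 2.45% of its length and Rac1-202 alone has its 3' end. From the counts this cannot be told apart from messages that kept exon 4. By expected counts the shares were 81.3% ± 0.211 (SD, n = 4) in *Apc* and 81.1% ± 1.03 (SD, n = 4) in *Apc Rac1b* tumours (two-sided exact permutation test, p = 0.657, n = 4 and 4). The level of *Rac1* as a whole was 419 ± 30.5 CPM (SD, n = 4) in *Apc* and 486 ± 73.0 CPM (SD, n = 4) in *Apc Rac1b* tumours, a log2 fold change of 0.22 (standard error 0.134, edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.448). The paper reports *Rac1* expression in Fig. S3K.

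For the EGFR pathway targets that the paper measured by qRT-PCR in Fig. S5J, *Etv5* had a log2 fold change of -1.52 (standard error 0.530, edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.259) and *Etv4* one of -0.97 (standard error 0.529, edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.398). In both genes every *Apc Rac1b* tumour was below every *Apc* tumour. Without *Apc Rac1b* tumour 1 the log2 fold change was -1.16 for *Etv5* and -0.61 for *Etv4*. A list of 19 EGFR and MAPK target genes, 2 of them also in Fig. 4C, had a median log2 fold change of -0.46 (camera with Benjamini-Hochberg adjustment, adjusted p = 4.64e-05). Its level differed by -0.60, and by -0.30 without *Apc Rac1b* tumour 1 (two-sided exact permutation test with all tumours, p = 0.0857, n = 4 and 4).

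The 7 genes that the paper measured by qRT-PCR in Fig. 4D, 4 of them also in Fig. 4C, all had lower estimates in the sequenced *Apc Rac1b* tumours, with a median log2 fold change of -0.93 (camera with Benjamini-Hochberg adjustment, adjusted p = 6.79e-07). Of these, 5 had an unadjusted p-value under 0.05 in edgeR, 0 passed over all genes and 3 when adjusted over the list alone.

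The paper reports fewer BrdU-positive cells in *Apc Rac1b* tumours (Fig. 3F, G). In the RNA sequencing data, the median log2 fold change of 26 cell cycle genes was -0.09 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.200), and *Mki67* had a log2 fold change of 0.32 (standard error 0.172, edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.399). Messenger RNA levels and BrdU incorporation are different measures.

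Among the remaining lists, the median log2 fold change was 0.52 for enterocyte markers, 0.50 for Paneth and goblet cell markers, 0.08 for epithelial markers, -0.28 for stroma, 1.19 for distal and -0.44 for proximal intestine, and 0.54 for pancreatic acini. In this order, the adjusted p-values from camera with Benjamini-Hochberg adjustment were 0.00329, 0.00282, 0.0331, 0.0281, 0.0168, 0.321 and 0.728. The exact permutation p-value of each of these 7 lists was 0.0857 or higher.

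*Xist* was high in *Apc* tumours 3 and 4 and *Apc Rac1b* tumour 4, with 795, 784 and 763 CPM, and at most 2.22 CPM in the other 5. *Ddx3y* was at most 0.403 CPM in these 3 tumours and at least 48.6 CPM in the others. *B3glct* (ENSMUSG00000051950), which lies on chromosome 5 from 149678230 to 149762599, had 29.0 ± 1.94 CPM (SD, n = 4) in *Apc* and 17.0 ± 0.0941 CPM (SD, n = 4) in *Apc Rac1b* tumours, with an adjusted p-value of 0.121 from edgeR with Benjamini-Hochberg adjustment. It was named after its values were seen.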
